# Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease

**DOI:** 10.1038/s41467-021-26777-9

**Published:** 2021-11-11

**Authors:** Joschka Hey, Michelle Paulsen, Reka Toth, Dieter Weichenhan, Simone Butz, Jolanthe Schatterny, Reinhard Liebers, Pavlo Lutsik, Christoph Plass, Marcus A. Mall

**Keywords:** Epigenetics, Alveolar macrophages, Chronic obstructive pulmonary disease, Cystic fibrosis

## Abstract

Lung diseases, such as cystic fibrosis and COPD, are characterized by mucus obstruction and chronic airway inflammation, but their mechanistic link remains poorly understood. Here, we focus on the function of the mucostatic airway microenvironment on epigenetic reprogramming of airway macrophages (AM) and resulting transcriptomic and phenotypical changes. Using a mouse model of muco-obstructive lung disease (*Scnn1b*-transgenic), we identify epigenetically controlled, differentially regulated pathways and transcription factors involved in inflammatory responses and macrophage polarization. Functionally, AMs from *Scnn1b*-transgenic mice have reduced efferocytosis and phagocytosis, and excessive inflammatory responses upon lipopolysaccharide challenge, mediated through enhanced *Irf1* function and expression. Ex vivo stimulation of wild-type AMs with native mucus impairs efferocytosis and phagocytosis capacities. In addition, mucus induces gene expression changes, comparable with those observed in AMs from *Scnn1b*-transgenic mice. Our data show that mucostasis induces epigenetic reprogramming of AMs, leading to changes favoring tissue damage and disease progression. Targeting these altered AMs may support therapeutic approaches in patients with muco-obstructive lung diseases.

## Abstract (web summary)

Muco-obstructive lung diseases are characterised by airway macrophage (AM) populations which may have epigenetic changes. Here using a mouse model the authors show epigenetic alteration of AMs with changes in LPS response, phagocytosis and efferocytosis similar to culture with mucus in vitro.

## Introduction

Mucus obstruction and chronic airway inflammation are important features of a spectrum of muco-obstructive lung diseases. Amongst those are rare mono-genetic disorders such as cystic fibrosis (CF) and primary ciliary dyskinesia, and common complex lung diseases such as chronic obstructive pulmonary disease (COPD) and asthma^1–3^. Emerging evidence suggests that excess mucus per se can trigger chronic airway inflammation, as shown in *Scnn1b-*Tg mice that share key features with CF and COPD, such as mucus plugging, chronic airway inflammation, and emphysema-like structural lung damage, even in the absence of bacterial infection^4–10^.

Airway macrophages (AM) reside in the lumen of the conducting airways and distal airspaces and are important for lung homeostasis and host defense. AMs show a high degree of plasticity, maintaining adequate immunological responses against invading pathogens while avoiding pro-inflammatory responses to debris or inhaled particles. This led to the simplified classification of macrophages into proinflammatory M1 and anti-inflammatory M2 polarization states^11^. In muco-obstructive lung diseases, AMs are activated, dysfunctional and often correlate with disease pathogenesis and severity^12^. Aberrant changes include impairments in efferocytosis, bacterial clearance and lysosomal killing, survival, and increased release of inflammatory mediators^13–18^. Depleting AMs in mice with muco-obstructive lung disease leads to increased airway inflammation, an increase in mucus cells and mucus plugging, as well as an increase in lethal pneumonia, highlighting the critical function of macrophages in promoting lung pathology in muco-obstructive disease^19,20^.

Previous studies point to epigenetic regulation of the polarization of macrophages, with the lung microenvironment being important in shaping the distinct transcriptional and epigenetic landscape of resident AMs and thereby modulating their differentiation, plasticity, cellular identity, and functions^21–24^. This was shown by replacing tissue-resident lung macrophages with bone marrow-derived macrophages, which acquired a lung-specific gene expression profile and restored functional properties similar to the original lung macrophages^25^. Even the transfer of fully differentiated peritoneal macrophages into the lung led to the upregulation of genes specific for AMs, highlighting the potential of the microenvironment to shape and reprogram macrophage identity independent of their development^23^. Excess mucus production and plugging, as common features of the microenvironment of chronic obstructive lung diseases, could potentially drive dysregulated responses of AMs through epigenetic priming and thereby support disease progression^12^. However, these interactions have not been addressed to date.

We hypothesize that airway mucus obstruction induces epigenetic changes in AMs, which alter their phenotype and functional responses. To test this hypothesis, we elucidate genome-wide epigenetic and transcriptional changes in AMs from *Scnn1b-*Tg and wild-type (WT) mice. Additionally, high dimensional flow cytometry is utilized to assess AM activation and heterogeneity on a single-cell level. The functional consequences of mucus obstruction on AM phagocytosis and efferocytosis are determined by flow cytometry. Further, we evaluate the response to bacterial-derived lipopolysaccharides (LPS) on cytokine expression and perform an integrated analysis of assay for transposase accessible chromatin sequencing (ATACseq) and RNA sequencing (RNAseq) to identify differentially active transcription factors involved in the transcriptional induction of inflammatory programs in AMs. Finally, the effects of native mucus on AM activation and plasticity are evaluated on gene and protein expression levels, and functional changes are assessed via flow cytometry. This showed that muco-obstruction and mucus exposure is associated with a mixed AM phenotype and pathophysiologically relevant changes in AM immune responses and functions.

## Results

### AMs from muco-obstructive mice are epigenetically distinct from WT AMs

To understand the role of the airway microenvironment in muco-obstructive lung disease on the epigenetic landscape of AMs, we isolated resident AMs to investigate DNA methylation (tWGBS, tagmentation-based whole-genome bisulfite sequencing), chromatin accessibility (ATACseq), and gene expression (RNAseq). 

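For RNAseq, AMs were sorted from 6-week-old *Scnn1b*-Tg mice, which overexpress a subunit of the epithelial sodium channel in their airways, and from WT littermates. The baseline data comprise 12 libraries, 6 per genotype. Batches 1, 2 and 3 hold 1 *Scnn1b*-Tg and 1 WT library each, and batch 4 holds 3 of each. The authors aligned the reads to mm10 with HISAT2, without using strand, and obtained gene counts with StringTie and its prepDE script from the GENCODE M20 annotation. These counts are whole numbers derived from transcript coverage and were deposited without normalization, so that a library's total is not its number of reads. The totals lay between 40259958 and 121813289 counts in *Scnn1b*-Tg libraries (median 67081372.5) and between 45414386 and 110091439 in WT libraries (median 58513296.5). They were lower in batch 4, where the highest total was 51832335, than in batches 1 to 3, where the lowest was 65764040. The 10 rows with the most counts held between 17.1% and 20.7% of a library's counts in batches 1 to 3, and between 9.39% and 10.8% in batch 4. The rows of the count table carry no gene names. Supplementary Data 3 gives a mean normalized count for each gene, and this mean was matched to the weighted sum of the counts in each row. The copy of Supplementary Data 3 used here holds 1999 of the 19161 genes in the paper's table, and each of the 1999 was paired with 1 row. The remaining 17162 rows have no name here, and those that passed the expression filter were tested without one. The highest unadjusted p-value in the copy is 0.0632, so that the named genes are ones with small p-values in the comparison of the paper itself. Counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test with batch as a covariate, on the 16972 rows that passed edgeR's expression filter. DEGs had, as in the paper, a Benjamini-Hochberg adjusted p-value under 0.1 and an absolute log2 fold change above 0.5.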

We isolated AMs (CD45^+^Siglec-F^+^CD11c^+^) from *Scnn1b*-Tg mice and WT controls by fluorescence-activated cell sorting (FACS) with a purity of >95% (Fig. 1a and Supplementary Fig. 1a, b). To verify that transgenic overexpression of *Scnn1b* under control of the club cell secretory protein (CCSP) promoter is not present in AMs, we stained AMs from *Scnn1b*-Tg and WT mice with fluorescently-labeled antibodies against SCNN1B and the macrophage-specific receptor MerTK. Fluorescence microscopic analysis confirmed the absence of SCNN1B in MerTK^+^ AMs from *Scnn1b*-Tg as well as WT mice. In comparison, a strong signal for SCNN1B was detectable in cultured mouse tracheal epithelial cells (mTEC) (Supplementary Fig. 1c). Consequently, changes in the epigenome and transcriptome can be attributed to an altered airway microenvironment in muco-obstructive lung disease.

**Fig. 1:**
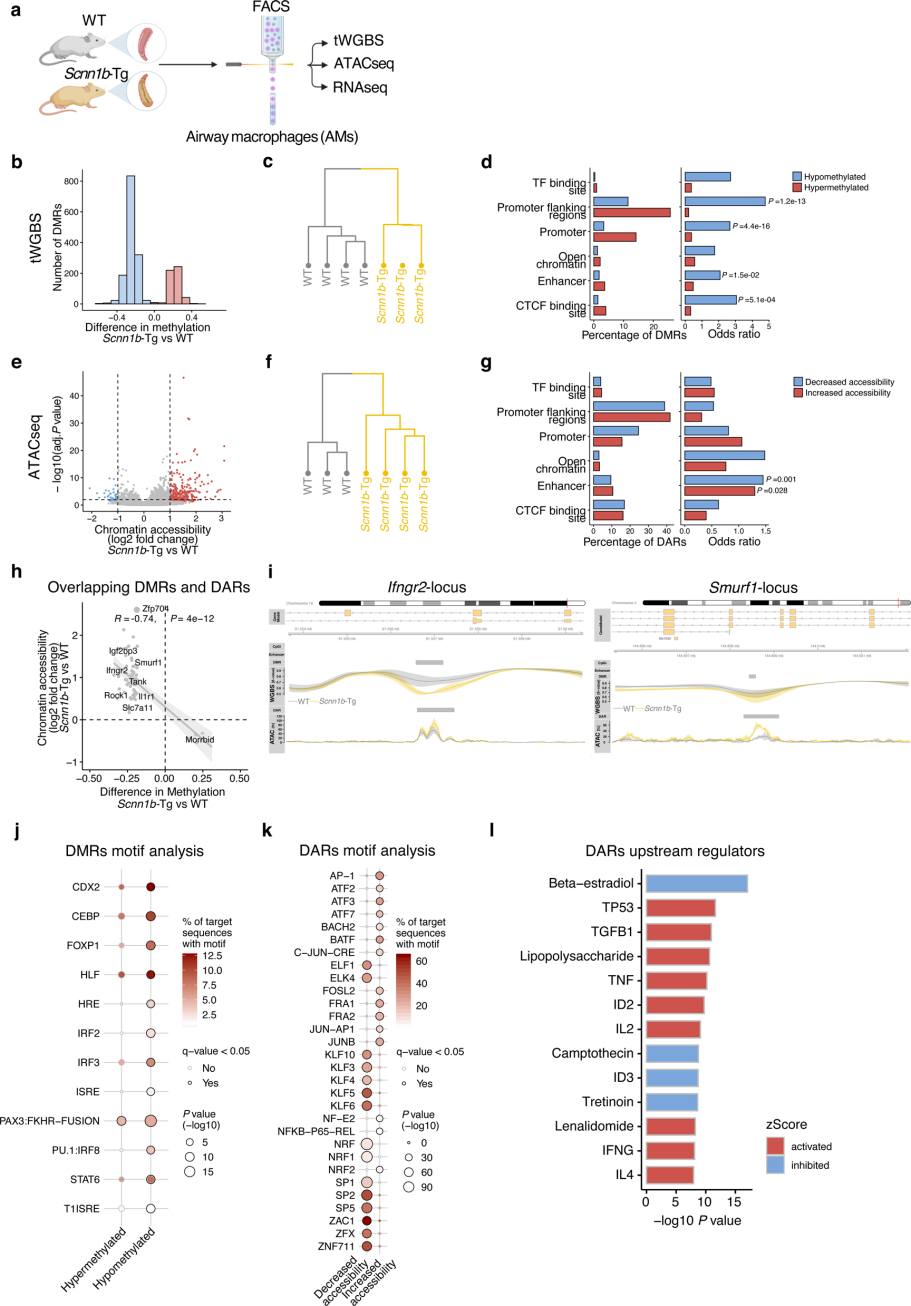
AMs from mice with muco-obstructive lung disease are epigenetically distinct from WT AMs. **a** Graphical representation of the experimental workflow, created with www.biorender.com. **b** Distribution of *Scnn1b*-transgenic (Tg) vs. wild-type (WT) airway macrophage (AM) DNA methylation differences of differentially methylated regions (DMR), defined by DSS. DMRs are characterized by at least three CpGs with an adjusted (adj.) *P* value < 0.05, a width of >50 bp, and an average change of methylation >0.1. Hierarchical clustering of **c** DMRs methylation levels and **f** differentially accessible regions (DAR) accessibility. **e** Volcano plot of the chromatin accessibility analysis, performed with DiffBind. DARs: adj. *P* value < 0.05, absolute log2 fold change >1. Red dots: increased accessibility in *Scnn1b*-Tg AMs; blue dots reduced accessibility in *Scnn1b*-Tg AMs. Annotation and enrichment of **d** DMRs and **g** DARs to gene regulatory regions, as determined by the LOLA method. **h** Integrated analysis of overlapping DARs and DMRs. The gray diagonal represents the linear regression. Shaded areas are confidence intervals of the correlation coefficient at 95%. Correlation coefficients and *P* values were calculated by the Pearson correlation method. **i** Locus plot of selected DMRs and DARs showing average methylation and chromatin accessibility of *Scnn1b*-Tg AMs and WT AMs. Shaded areas indicate 95% confidence intervals. Motif enrichment of **j** DMRs and **k** DARs (adj. *P* value < 0.05) stratified in hypo- and hypermethylated DMRs and open and closed DARs, respectively. **l** Predicted upstream regulator analysis of chromatin accessibility changes. Tagmentation-based whole-genome bisulfite sequencing (tWGBS), *Scnn1b-*Tg (*n* = 3) vs. WT (*n* = 4); Assay for transposase-accessible chromatin sequencing (ATACseq), *Scnn1b-*Tg (*n* = 4) vs. WT (*n* = 3). Source data are provided as a Source Data file.

Airway macrophages are long-lived and self-maintained with minor contributions of the circulating bone marrow-derived monocyte pool^26^. However, monocytes enter the lung under inflammatory conditions and potentially convert into AMs, eventually resembling the resident population^27^. To evaluate the role of monocyte-to-AM transition in the *Scnn1b*-Tg mouse model, we applied a computational deconvolution method^28^ to compare the cell type composition in our RNAseq data with single-cell RNAseq data characterizing monocyte and macrophage populations in homeostasis and inflammation of the lung^29,30^. Deconvolution revealed a homogenous composition of resident AMs in all *Scnn1b*-Tg and WT samples (Supplementary Fig. 1d, e). Additionally, the comparison with gene expression changes observed in resident vs. recruited AMs, identified in a lineage-tracing model of lung fibrosis^27^, depicted no correlation (Pearson correlation: *R* = 0.03) with the gene expression changes observed in our RNAseq data (Supplementary Fig. 1f). Overall, these results imply that the sorted AM populations in our study are homogeneous, and monocyte-to AM transition can be neglected in the *Scnn1b-*Tg mouse model of muco-obstruction.

Global DNA-methylation analysis with single CpG resolution in WT and *Scnn1b*-Tg AMs displayed a similar, bimodal *β*-value distribution, as expected for homogenous cell populations (Supplementary Fig. 2a). No significant changes in global DNA methylation (average CpG ß-value = 0.73) levels were identified between the two groups. Differential methylation analysis, comparing *Scnn1b*-Tg and WT AMs, revealed 1926 differentially methylated regions (DMRs; Fig. 1b and Supplementary Data 1) associated with 1625 different genes. The majority of DMRs (1404) showed reduced methylation in *Scnn1b*-Tg AMs. Comparison of the chromatin accessibility at identified ATACseq peaks revealed 390 differentially accessible regions (DARs; Fig. 1e and Supplementary Data 2), with the majority having increased accessibility in *Scnn1b*-Tg AMs (339 DARs). The 390 DARs were associated with 312 different genes. As expected, hierarchical clustering of DMRs and DARs separated AMs according to their genotypes (Fig. 1c, f), confirming that distinct changes are present in AMs from *Scnn1b*-Tg mice. Annotation and enrichment analysis of DMRs and DARs, found hypomethylated DMRs enriched in promoters, promoter flanking regions, enhancers, and CTCF-binding sites (Fig. 1d). DARs showed a similar pattern, with enrichment in enhancer regions (Fig. 1g). A significant inverse correlation between DMRs and DARs further supported the association between decreased DNA methylation and open chromatin and vice versa (Fig. 1h). We identified an overlap between DMRs and DARs, with a strong and significant inverse correlation (Pearson correlation: *R* = −0.74; *P* value < 0.001), associated with 58 genes. This included coherently hypomethylated loci with increased accessibility in *Scnn1b*-Tg AMs for genes involved in cytokine signaling, such as *Tank*, *Il1r1*, or the negative regulator *Smurf1*, as well as genes previously shown to be associated with chronic lung diseases (e.g., *Infgr2*, *Zfp704*, and *Sec14l1*) (Fig. 1i and Supplementary Fig. 2b)^31–33^. To identify transcription factor (TF) binding sites that potentially mediate gene regulatory changes upon alterations in DNA-methylation or chromatin accessibility, we performed TF motif analysis on DMRs and DARs. Hypomethylated DMRs and DARs in *Scnn1b*-Tg AMs were significantly enriched for TFs known to regulate inflammatory responses and macrophage polarization. For example, we identified highly enriched motifs for C/EBP, IRF2, IRF3, and STAT6 (Fig. 1j) in DMRs and motifs for the inflammation associated TFs JUNB, FRA1, NFkB-p65 (RELA), and the M2 polarizing TF ATF3 in DARs (Fig. 1k)^34–38^. Prediction of potential master regulators of changes in chromatin accessibility revealed cytokines such as TGF-β, TNF, IFN-γ, IL-4, as well as bacterial-derived LPS as activators in *Scnn1b*-Tg AMs (Fig. 1l). These predicted master regulators support the roles of the aforementioned TFs involved in their signaling pathways^39^. The results indicate a role of the muco-obstructive airway microenvironment in modulating the epigenetic makeup of AMs in regions that potentially allow the binding of TFs associated with inflammatory processes, macrophage polarization, and activation.

### Transcriptional activation of AMs coincides with epigenetic changes

DNA methylation and chromatin accessibility are two key regulators of transcription. 

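Across the 16972 rows tested, batch accounted for 62.5% of the variance of log2 CPM (counts scaled to library size) between the 12 libraries, and genotype for 5.29%. The first principal component held 48.3% of the variance. Libraries of the same batch and different genotype had a median correlation of 0.949, and libraries of the same genotype and different batches one of 0.882. With batch as a covariate, 1467 rows differed between *Scnn1b*-Tg and WT AMs at an unadjusted p-value under 0.05, and 75 at an adjusted p-value under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without batch in the model, 270 rows had an unadjusted p-value under 0.05, and 0 had an adjusted p-value under 0.1.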

Similar to the results obtained from the DNA methylome and chromatin accessibility analysis, gene expression profiles showed substantial differences between AMs from *Scnn1b*-Tg and WT mice. Hierarchical clustering identified two groups representing *Scnn1b*-Tg AMs and WT AMs (Fig. 2a). This suggests that gene expression, DNA methylation, and chromatin accessibility patterns are interconnected. Indeed, transcriptional activation correlated with promoter hypomethylation and open chromatin, and transcriptional inhibition with DNA hypermethylation and closed chromatin, respectively (Pearson correlation: Promoter DMRs vs. DEGs: *R* = −0.45, *P* value < 0.05; DARs vs. DEGs: *R* = 0.59, *P* value < 0.001) (Fig. 2c, d). 

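The clustering was repeated on regularized log counts of the filtered rows after removal of batch and scaling of each row, with Euclidean distance and Ward linkage. Cut into 2 groups, the tree placed 12 of 12 libraries with their own genotype. Among the 80 ways of exchanging genotype labels within batches, the real labels were the 1 split that the tree matched this well. The grouping was the same with the 1000 rows of highest variance and with log2 CPM in place of regularized log counts. With complete linkage, 10 of 12 libraries were placed with their genotype. Of the 80 splits, the real one included, 10 were matched at least this well by that tree. Without removal of batch, the tree separated batches 1 to 3 from batch 4 for 12 of 12 libraries, and 6 of 12 stood with their genotype. From the grouping by genotype, which the paper sets beside its methylation and accessibility profiles, the paper proposes that the 3 layers are interconnected.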

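For the promoter comparison, the methylation differences of Supplementary Data 1 were set against the log2 fold changes recomputed here. The copy of that table used here holds 1900 of the paper's 1926 DMRs, of which 277 lie under 5 kb from a transcription start site. Of these, 8 DMRs of 7 genes belonged to genes with an adjusted p-value under 0.1 in edgeR's quasi-likelihood test. All 7 hypomethylated DMRs lay at genes with higher expression in *Scnn1b*-Tg AMs, and the 1 hypermethylated DMR lay at *Fam83f*, whose expression was lower. Pearson's r across these gene and DMR pairs was −0.75 (exact permutation p = 0.125, two-sided) and Spearman's rho was 0.23 (exact permutation p = 0.586, two-sided). Genes are not independent replicates. Without the 2 pairs farthest from the median methylation difference, r was 0.82. With calls and unshrunken fold changes from DESeq2, 15 pairs of 14 genes, of which 3 went against the inverse pattern (1 hypomethylated and lower, 2 hypermethylated and higher), gave r = −0.25 (permutation p = 0.370), and −0.68 without the 2 pairs farthest from their median methylation difference, so that removing such pairs moved r in opposite directions in the 2 sets. With DESeq2's fold changes shrunken by contrast, an alternative chosen after seeing the values, the 15 pairs gave r = −0.65 (permutation p = 0.0112). The paper's reported r for promoter DMRs is −0.45. The DARs were not analysed here.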

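Expression of *Il1a* (ENSMUSG00000027399, mm10 chromosome 2 from 129299610 to 129309972) was 52.3 ± 24.3 CPM (SD, n = 6) in *Scnn1b*-Tg AMs and 22.7 ± 7.78 CPM (SD, n = 6) in WT AMs. Its log2 fold change was 1.12 (standard error 0.16, adjusted p = 0.0298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1a* was higher in *Scnn1b*-Tg AMs in each of the 4 batches, although the pair of batch 3 differed little, at 18.3 CPM against 16.1 CPM. It remained a DEG in 8 of the 12 fits that each left out 1 library, in which its adjusted p-value ranged from 0.00485 to 0.124. In Supplementary Data 1, a DMR of 7 CpG sites on chromosome 2 from 129308461 to 129308661, 469 bp from the transcription start site, has a paper-reported methylation difference of −0.233. *Igf1* (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) had 67.0 ± 34.5 CPM (SD, n = 6) in *Scnn1b*-Tg AMs and 19.7 ± 8.62 CPM (SD, n = 6) in WT AMs, a log2 fold change of 1.74 (standard error 0.20, adjusted p = 0.00977 from the same test). The lowest *Scnn1b*-Tg library had more *Igf1* than the highest WT library, and *Igf1* was a DEG in all 12 of those fits. The highest value, 131 CPM, came from the *Scnn1b*-Tg library of batch 1. Within batches 1 to 3 the log2 fold change of *Igf1* was 2.07, and within batch 4 it was 1.42. The paper's DMR at *Igf1* holds 12 CpG sites on chromosome 10 from 87860916 to 87861586, with a paper-reported difference of −0.227.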

Prominent examples of promoter hypomethylation and increased gene expression in *Scnn1b*-Tg AMs were interleukin 1 alpha (*Il1a*) and insulin-like growth factor 1 (*Igf1*) (Supplementary Fig. 3c). *Il1a* is a cytokine previously associated with sterile inflammation and tissue damage in children with CF^6,40–42^. *Igf1* is a pleiotropic growth factor associated with lung development, tissue remodeling, and inflammation in various lung diseases such as CF, COPD, asthma, and acute lung injury^43^. Correlation analysis of chromatin accessibility and transcriptional regulation identified genes associated with macrophage polarization (*Ccl17*, *Cxcr1*, *H2-Aa*, *H2-Ab1*), inflammation (*Ezr*, *CD74*), and remodeling (*Ctsd*) (Fig. 2d). 

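Of these genes, *H2-Aa*, *H2-Ab1*, *Cd74*, *Cxcr1* and *Ccl17* were DEGs in the edgeR comparison, and *Ezr* and *Ctsd* were not. *H2-Aa* reached 236 ± 162 CPM (SD, n = 6) in *Scnn1b*-Tg AMs against 81.7 ± 48.1 CPM (SD, n = 6) in WT AMs, with a log2 fold change of 1.46 (standard error 0.11, adjusted p = 8.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *H2-Ab1* was 1.32 (standard error 0.15, adjusted p = 0.00977), that of *Cd74* 1.45 (standard error 0.18, adjusted p = 0.0112) and that of *Cxcr1* 1.58 (standard error 0.23, adjusted p = 0.0264). *H2-Aa*, *H2-Ab1* and *Cd74* were DEGs in all 12 fits that left out 1 library, and *Cxcr1* in 10. *Ccl17* rose from 1.23 ± 0.70 CPM to 8.01 ± 7.71 CPM (SD, n = 6 each), a log2 fold change of 2.46 (standard error 0.43, adjusted p = 0.0619). Its value in the *Scnn1b*-Tg library of batch 1 was 23.5 CPM, against at most 6.43 CPM in the other *Scnn1b*-Tg libraries, and it was a DEG in 3 of those 12 fits. *Ezr* was lower in *Scnn1b*-Tg AMs in every batch, with a log2 fold change of −0.24 (adjusted p = 0.108). *Ctsd* was higher in every batch, with a log2 fold change of 0.30 (adjusted p = 0.256). The accessibility of these genes was not analysed here.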

*Ezr* (ezrin) is important for Toll-like receptor (TLR) 4-mediated LPS signaling and bacterial host defense in macrophages^44^. The AM surface marker CD74 contributes to neutrophil accumulation in the airways^45^, and *Ctsd* (cathepsin D) is associated with emphysema in smoke models^46^. Overall, differential gene expression analysis revealed 117 significantly upregulated and 46 significantly downregulated genes in *Scnn1b*-Tg AMs compared to WT AMs (Fig. 2b and Supplementary Data 3). 

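With edgeR's quasi-likelihood test, 60 rows were DEGs, 50 higher and 10 lower in *Scnn1b*-Tg AMs. All 60 had a gene name, 53 of them are among the genes the paper calls, and all 60 changed in the same direction in each of the 4 batches. They were selected on all 12 libraries, so that this agreement is in part built in. Of rows selected within batches 1 to 3 at an unadjusted p-value under 0.001, 71.4% had the same direction in batch 4, and of rows selected so within batch 4, 69.3% had the same direction in batches 1 to 3, against 53.2% of all rows tested in both. In 22 of the 60, the 6 *Scnn1b*-Tg libraries did not overlap the 6 WT libraries. Over all rows tested, 0.259% had no overlap. Chance gives 0.216% if all 12 libraries can be exchanged, which ignores the batches. That value therefore cannot tell how many rows chance would give here. All 163 genes called by the paper were tested, and 163 had the paper's direction. The paper called them on these same libraries, so this agreement is built in. The largest rises were those of *Awat1* (log2 fold change 4.13, standard error 0.60, adjusted p = 0.0297), *Ccl17*, *Cited4* (2.19, standard error 0.34, adjusted p = 0.0373), *AA467197* and *Anpep* (2.02, standard error 0.20, adjusted p = 0.00617). The largest falls were those of *Zfp260* (−2.06, standard error 0.39, adjusted p = 0.0870), *Fam83f*, *Nanos1*, *Gal* and *Gpr141*, the last at −0.77. Of the 12 fits that each left out 1 library, *Anpep* and *Gal* were DEGs in 12, *Awat1* in 9, *Cited4* in 8, *Ccl17* in 3, *AA467197* and *Gpr141* in 2, *Zfp260* and *Fam83f* in 1, and *Nanos1* in 0 (its adjusted p-value was at least 0.134). DESeq2's Wald test without shrinkage gave 248 DEGs, 181 higher and 67 lower. With shrunken fold changes it gave 86, 69 higher and 17 lower, and with fold changes shrunken by contrast 163, 117 higher and 46 lower. The last setting was chosen after seeing the values. Leaving out 1 library at a time gave between 22 and 53 DEGs, with 22 without the *Scnn1b*-Tg library of batch 1 and 23 without the WT library of batch 1. Within batches 1 to 3 alone, 0 rows were DEGs and 1009 had an unadjusted p-value under 0.05. Within batch 4 alone 52 rows were DEGs, of which 16 were among the 60. The genotypes of batch 4 were sequenced on different flow cells, so that sequencing run cannot be told apart from genotype there. From the DEGs, the paper proceeds to pathways of migration, immune processes and tissue remodeling.

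**Figure D1:**
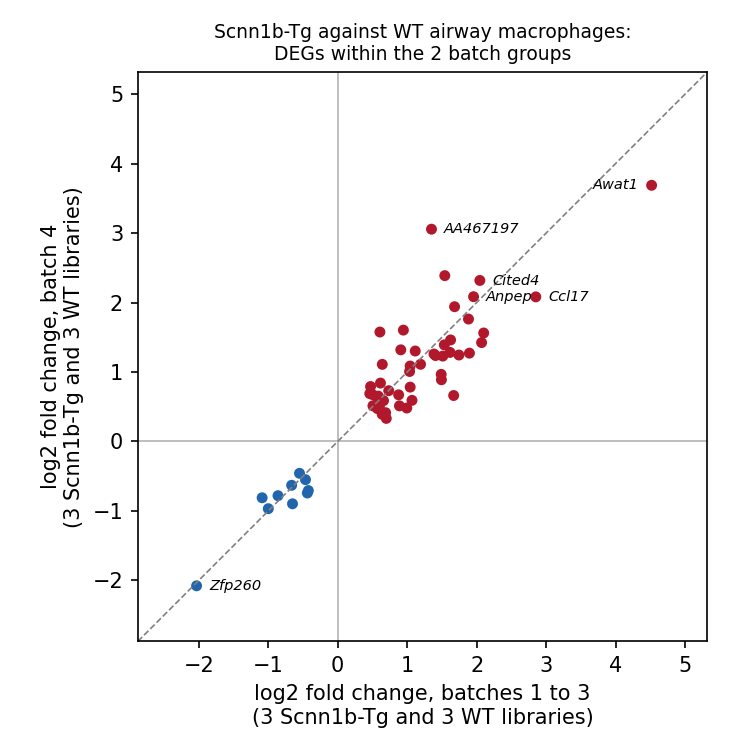
Log2 fold changes of the 60 DEGs between *Scnn1b*-Tg and WT AMs within batches 1 to 3 (horizontal axis, 3 libraries per genotype) and within batch 4 (vertical axis, 3 libraries per genotype). Each point is a gene, red where higher and blue where lower in *Scnn1b*-Tg AMs, the dashed line marks equal values, and the 5 largest rises and the largest fall are named. The genes were selected on all 12 libraries, so the agreement between the axes is in part built in. In batch 4 the genotypes were sequenced on different flow cells.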

Enrichment of differentially expressed genes (DEGs) with pathways and gene ontologies revealed terms associated with migration (e.g., leukocyte migration and regulation of cell migration), immune processes (e.g., chemokine signaling pathway, neutrophil degranulation, and cytokine production), and tissue remodeling (Supplementary Fig. 3a)—all previously defined hallmarks of the *Scnn1b*-Tg mouse model and muco-obstructive lung diseases^1,4,6,15^. To obtain a more comprehensive picture of specific biological pathways involved in AM alterations, we utilized previously published gene sets relevant for lung diseases and cell physiology^47^. Gene set enrichment analysis (GSEA) revealed a strong involvement of genes associated with AM activation and plasticity, enabling adaptation to environmental perturbations in homeostasis. These genes are frequently deregulated in cancer^48^, atherosclerosis^49^, and rheumatoid arthritis^50^. Both M1 and M2 signature genes were markedly upregulated in *Scnn1b*-Tg AMs (Fig. 2e), and genes related to muco-obstructive lung diseases such as CF, COPD, and asthma, were positively enriched in *Scnn1b*-Tg AMs (Fig. 2e and Supplementary Fig. 3b). Differential expression of these markers and other cytokines, receptors, and enzymes was independently verified by qRT-PCR (Fig. 2g). Upstream regulator analysis identified potential activators involved in the induction of type I immunity, such as LPS, TNF, IFN-γ, but also inducers of type II immune responses, such as IL-4. Those activators overlapped with mediators identified in our ATACseq dataset (Fig. 1l). Additionally, IFNAR, IKBKB, and IL-1β were predicted upstream activators (Fig. 2f).

**Fig. 2:**
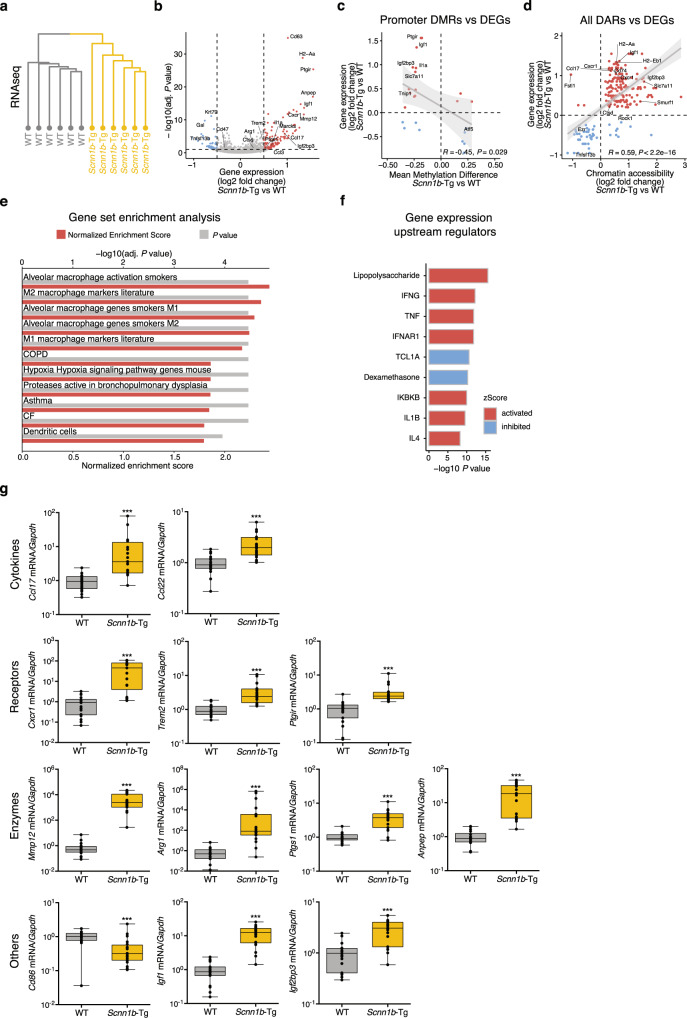
Transcriptional activation of *Scnn1b*-Tg AMs coincides with epigenetic patterns of reduced methylation and increased chromatin accessibility. **a** Unsupervised hierarchical clustering of scaled gene expression in *Scnn1b*-transgenic (Tg) and wild-type (WT) airway macrophages (AM). **b** Volcano plot of differential gene expression analysis. Differentially expressed genes (DEG), are defined by DESeq2: adjusted (adj.) *P* value < 0.1, absolute log2 fold change >0.5. Red dots: increased expression in *Scnn1b*-Tg AMs; blue dots reduced expression in *Scnn1b*-Tg AMs. **c** Integrated analysis of gene expression and promoter DNA methylation changes. Methylation differences of promoter differentially methylated regions (DMR) (<5 kbs from transcriptional start sites) vs. expression changes of the corresponding DEGs (adj. *P* value < 0.1). The gray diagonal represents the linear regression. Shaded areas are confidence intervals of the correlation coefficient at 95%. Correlation coefficients and *P* values were calculated by the Pearson correlation method. **d** Integrated analysis of gene expression and chromatin accessibility changes. Log2 fold change of differentially accessible regions (DARs) (adj. *P* value < 0.05) and DEGs (adj. *P* value < 0.1). The gray diagonal represents the linear regression. Shaded areas are the confidence intervals of the correlation coefficient at 95%. Correlation coefficients and *P* values were calculated by the Pearson correlation method. **e** Gene set enrichment analysis using custom gene sets relevant to lung diseases and cellular physiology^47^. **f** Predicted upstream regulator analysis of gene expression changes. **g** Gene expression for *Ccl17, Ccl22, Cxcr1, Trem2, Ptgir, Mmp12, Arg1, Ptgs1, Anpep, Cd86, Igf1*, and *Igf2bp3* was measured by qPCR. Box plots indicate the largest value within the 1.5 times interquartile range above 75th percentile, 75th percentile, median, 25th percentile, and smallest value within the 1.5 times interquartile range below 25th percentile of **g** *n* = 20 per group (*Ccl17, Ccl22, Trem2*), *n* = 19 per group (*Ptgir*, *Mmp12, Arg1, Ptgs1, Anpep, Igf1, Igf2bp3)*, *n* = 18 WT, *n* = 17 *Scnn1b*-Tg (*Cxcr1*), *n* = 19 WT, *n* = 20 *Scnn1b*-Tg (*Cd86)*. *P value < 0.05; **P value < 0.01*;* ***P value < 0.001 by Mann–Whitney *U*-test. RNA sequencing (RNAseq), *n* = 6 per group. Source data are provided as a Source Data file.

Together, these data show a strong association between the microenvironmentally driven epigenetic changes observed in DNA methylation and chromatin accessibility with transcriptional activation of genes implicated in immune processes and tissue remodeling in AMs of *Scnn1b*-Tg mice.

### Flow cytometry validates AM activation and indicates a mixed phenotype

To validate macrophage activation on the protein level and assess AM heterogeneity, we performed single-cell high-dimensional flow cytometry (Supplementary Fig. 4a). We stained for surface markers associated with lung cell types (CD45.2, Siglec-F, CD11c, CD64, MerTK, and CD163) and macrophage activation and polarization (M1: CD11b, CD86, MHCII, CD68, CD38; M2: CD206, CD163, CD200R, CD209A, MGL2, CLEC7A). To further distinguish different populations of the innate and adaptive immune response, unsupervised clustering was performed. Cell types were assigned by cross-referencing cluster-specific marker genes with known cell type markers (Supplementary Fig. 4b) and were further visualized by uniform manifold approximation and projection (UMAP) (Supplementary Fig. 4c). Quantification of surface markers revealed an increased frequency of CD11b^+^ and MHCII^+^ AMs in *Scnn1b*-Tg lungs (Fig. 3a). Additionally, differential expression analysis of surface markers depicted a reduction in Siglec-F and an increase in CD11b, CLEC7A, and CD68 on *Scnn1b*-Tg compared to WT AMs (Fig. 3b), validating the enhanced activation of AMs in muco-obstructive lungs.

**Fig. 3:**
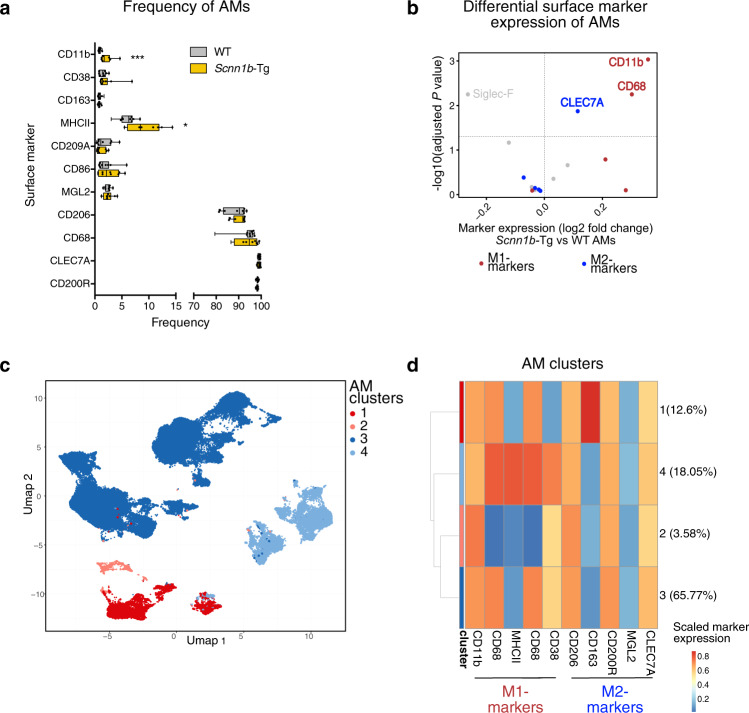
Single-cell analysis of macrophage surface marker expression validates enhanced activation of *Scnn1b*-Tg AMs. **a** Frequency of indicated surface markers expressed by airway macrophages (AM). **b** Differential surface marker expression of *Scnn1b*-transgenic (Tg) vs. wild-type (WT) AMs, defined by cluster analysis. Red dots: surface markers for classical macrophage polarization (M1); blue dots: surface markers for alternative macrophage polarization (M2). **c** Uniform Manifold Approximation and Projection (UMAP) of 50,000 randomly sampled *Scnn1b*-Tg and WT AMs. **d** Scaled M1 and M2 surface marker expression of AM clusters. Box plots indicate the largest value within the 1.5× interquartile range above 75th percentile, 75th percentile, median, 25th percentile, and smallest value within the 1.5× interquartile range below 25th percentile of **a** *n* = 10 per group. *P value < 0.05; **P value < 0.01; ***P value < 0.001 by Mann–Whitney *U*-test. CD11b, *P* < 0.001; MHCII, *P* = 0.0185. Source data are provided as a Source Data file.

We further clustered WT and *Scnn1b*-Tg AMs into common sub-clusters to comprehensively evaluate AM heterogeneity. In total, four clusters were identified, present in *Scnn1b-*Tg and WT lungs (Fig. 3c). Notably, all clusters were represented by M1 and M2 activation markers (Fig. 3d). Cluster 4 was uniquely characterized by MHCII expression, and cluster 1 was represented by CD163 expressing AMs. According to the overall increase in MHCII^+^ AMs in *Scnn1b*-Tg lungs, an increase in the abundance of cluster 4 and a decrease in cluster 3 was observed in *Scnn1b*-Tg lungs (Supplementary Fig. 4d). Together, these results indicate a mixed phenotype of AMs, in contrast to an exclusive classification in pro-inflammatory (M1) or anti-inflammatory (M2) macrophage functions.

### AM-specific functions are impaired in *Scnn1b*-Tg mice

In chronic airway inflammation, the clearance of apoptotic cells by efferocytosis is central to prevent secondary necrosis and the release of danger-associated molecular patterns from dying cells^51^. We, therefore, analyzed the efferocytosis capacities of *Scnn1b*-Tg AMs and WT AMs in vivo by intratracheal instillation of apoptotic cells labeled with a pH-sensitive dye (pHRodo), which emits fluorescence under acidic conditions as found in the lysosome of AMs. Flow cytometry analysis revealed that fewer *Scnn1b*-Tg AMs stained positive for pHRodo, reflecting a reduced capability in the clearance of apoptotic cells (Fig. 4a and Supplementary Fig. 7a).

**Fig. 4:**
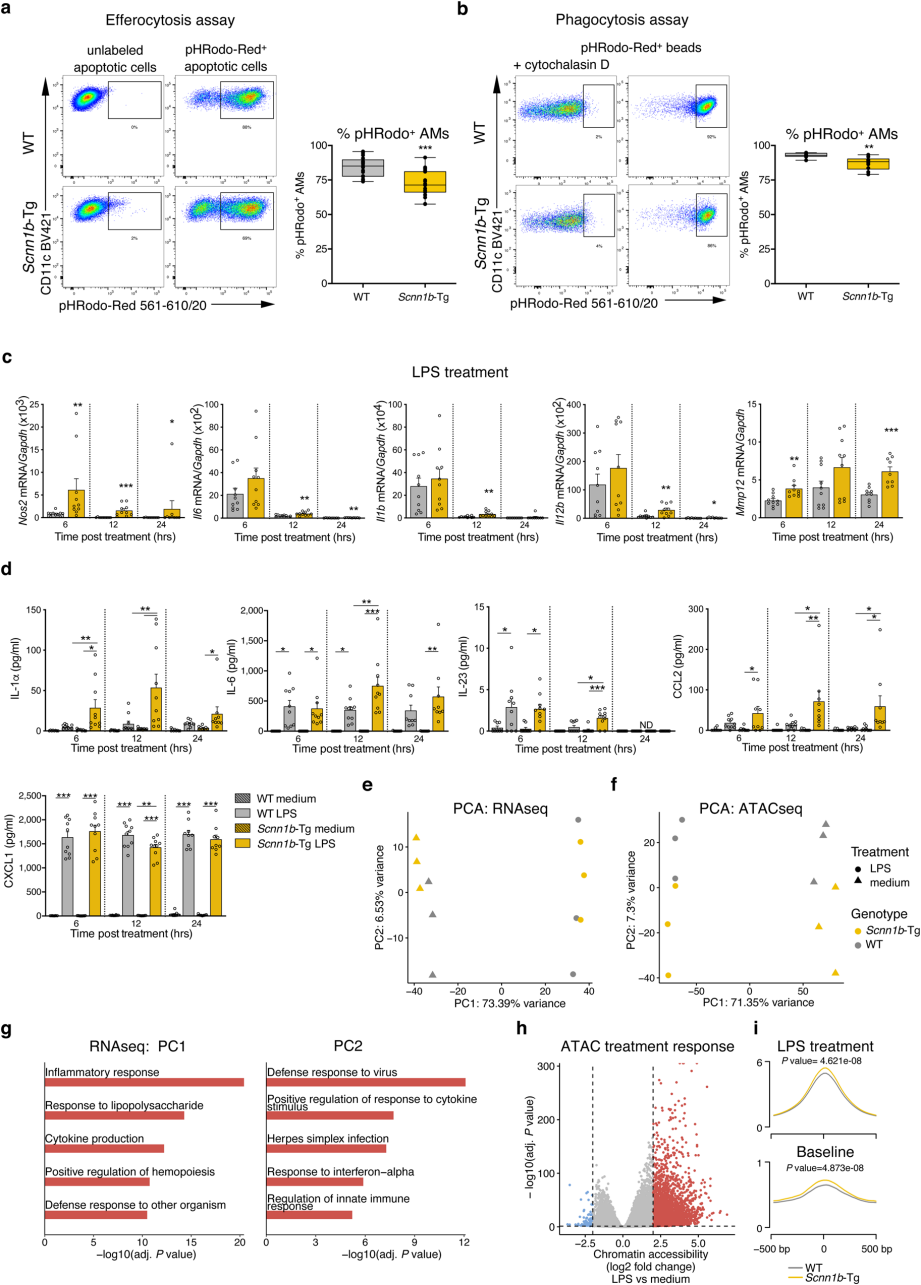
AM-specific functions are impaired in *Scnn1b*-Tg mice. Representative flow cytometry plots and percentage of pHRodo^+^ airway macrophages (AM), depicting **a** efferocytosis and **b** phagocytosis capacities. **c** Gene expression of *Nos2, Il6, Il1b, Il12b*, and *Mmp12*, assessed by qPCR and **d** protein expression of IL-1α, IL-6, IL-23p40/p19, CCL2, and CXCL1, assessed by cytokine bead array, at indicated time points post lipopolysaccharide (LPS) treatment. PCA of **e** RNA sequencing (RNAseq) and **f** Assay for transposase-accessible chromatin sequencing (ATACseq) data from *Scnn1b*-transgenic (Tg) vs. wild-type (WT) AMs treated with lipopolysaccharide (LPS) for 12 h (h). **g** Functional enrichment analysis of the top 100 genes explaining PC1 (left panel) and PC2 (right panel). **h** Volcano plot visualizing the treatment response (LPS vs. medium) on chromatin accessibility level. differentially accessible regions (DARs): adjusted (adj.) *P* value < 0.05; absolute log2 fold change >2. Red dots: increased accessibility in LPS treated AMs; blue dots reduced accessibility in LPS treated AMs. **i** Profile plot of all identified LPS responsive DARs, visualized for LPS treated *Scnn1-*Tg and WT AMs (top panel) and primary uncultured *Scnn1-*Tg and WT AMs at baseline (lower panel). Box plots indicate the largest value within the 1.5× interquartile range above 75th percentile, 75th percentile, median, 25th percentile, and smallest value within the 1.5× interquartile range below 25th percentile of **a** *n* = 17 WT, *n* = 19 *Scnn1b*-Tg, and **b** *n* = 10 per group. *P value < 0.05; **P value < 0.01; ***P value < 0.001 per group by Mann–Whitney *U*-test. **a** *P* < 0.001, **b** *P* = 0.0011. Bar plots show mean ± SEM of **c** *n* = 10 per group (6, 12 h) and *n* = 9 per group (24 h). *P value < 0.05; **P value < 0.01; ***P value < 0.001 per group by Mann–Whitney *U*-test. *Nos2*: 6 h *P* = 0.0021, 12 h *P* < 0.001, 24 h *P* = 0.178; *Il6*: 12 h *P* = 0.0052, 24 h *P* = 0.0078; *Il1b*: 12 h *P* = 0.0048; *Il12b*: 12 h *P* = 0.0089, 24 h *P* = 0.0314; *Mmp12*: 6 h *P* = 0.0021, 12 h *P* = 0.0887, 24 h *P* < 0.001. **d** Lipopolysaccharide (LPS) treatment: IL-1α, IL-23p40/p19, IL-6, CXCL1: *n* = 10 per group (6, 12 h), *n* = 9 per group (24 h); CCL2: *n* = 10 wt (6, 12 h), *n* = 9 wt (24 h), *n* = 9 *Scnn1b*-Tg (6, 12, 24 h). Medium control: IL-1α, IL-23p40/19, CCL2, CXCL1: n = 8 WT (6 h), *n* = 10 WT (12 h), *n* = 9 WT (24 h), *n* = 9 *Scnn1b*-Tg (6, 12, 24 h), IL-6: *n* = 9 WT (6 h), *n* = 10 WT (12 h), n = 9 WT (24 h), *n* = 9 *Scnn1b*-Tg (6, 12, 24 h). *P value < 0.05; **P value < 0.01; ***P value < 0.001 by One-Way ANOVA followed by Tukey´s post hoc test. **e**–**i** *n* = 3 per group. ND not detectable. Source data are provided as a Source Data file.

Another major problem in muco-obstructive lung diseases is bacterial airway infections, triggering acute exacerbations and disease progression^52^. We evaluated the phagocytic capacities of AMs, using pHRodo labeled *E. coli* particles and identified a significant reduction of phagocytosis in *Scnn1b*-Tg AMs compared to WT AMs (Fig. 4b and Supplementary Fig. 7c). To assess the role and responses of AMs upon bacterial stimulation, we treated primary AMs from *Scnn1b*-Tg and WT mice with bacterial LPS for 6, 12, and 24 h. The baseline expression for the pro-inflammatory cytokines *Il1b*, *Il6*, *Il12b*, and *Tnf* was not significantly changed in *Scnn1b*-Tg vs. WT AMs (Supplementary Fig. 5a). Treatment with LPS resulted in a strong inflammatory response from *Scnn1b*-Tg and WT AMs on RNA and protein level, with comparable immune responses for *Nos2*, *Il6*, *Il1b*, and *Il12b* (Fig. 4c) on mRNA and for IL-6 and IL-23 (Fig. 4d) on protein level. Protein levels for IL-1α and CCL2 were already significantly upregulated in *Scnn1b*-Tg AMs at 6 h. Protein levels for IL-1β and IL-12 were below the detection limit, and TNF expression was induced to similar levels in both genotypes. LPS responses are tightly regulated and self-limiting to reduce inflammation and tissue damage^53^. Accordingly, we observed reduced expression for most of the analyzed genes after 12 h of treatment. However, a considerable upregulation was still notable for all measured genes (*Nos2*, *Il6*, *Il1b*, *Il12b*, and *Mmp12*) and almost all proteins (IL-1α, IL-6, IL-23, and CCL2) in *Scnn1b*-Tg AMs compared to WT AMs (Fig. 4c, d). Only the chemokine CXCL1 was significantly upregulated in WT AMs at 12 h. At 24 h of LPS treatment, some genes (*Il6, Nos2, Il12b, Mmp12*) and proteins (IL-1α, IL-6, and CCL2) were still significantly upregulated in *Scnn1b*-Tg AMs.

Macrophages obtained from the peritoneum of *Scnn1b*-Tg and WT mice displayed no differences in gene expression after LPS treatment, highlighting a lung-specific macrophage phenotype (Supplementary Fig. 5b). To further test the role of the airway microenvironment on AM responses, we utilized mice with deficiency in cystic fibrosis transmembrane conductance regulator (*Cftr*^−/−^) that causes CF in humans but fails to produce muco-obstructive lung disease in mice^54^. Similar to peritoneal AMs, no differences in LPS responses were detected in *Cftr*^−/−^ AMs compared to WT AMs (Supplementary Fig. 5c). Collectively, these data support an important role of the local microenvironment in proinflammatory responses of macrophages in response to the LPS challenge.

These results suggest a dysregulated and prolonged hyperinflammatory response of AMs from mice with muco-obstructive lung disease. For in-depth analysis of transcriptional and epigenetic changes, we performed paired RNAseq and ATACseq on LPS, and medium treated AMs using the 12 h timepoint to capture the most pronounced alterations in inflammatory responses. Principal component (PC) analysis of the whole transcriptome, as well as chromatin accessibility, separated LPS from medium treated cells in PC1 (explaining ~73% and ~71% of variability, respectively) and the mouse genotype in PC2 (explaining ~7% of the variability in both assays), with one outlier in the RNAseq of WT AMs, treated with LPS (Fig. 4e, f). Functional enrichment analysis of the top 100 genes explaining PC1 of the whole transcriptome included pathways for immune responses, immune activation, and host defense (Fig. 4g). PC2 showed enrichment for interferon-inducible and anti-viral response genes (Fig. 4g), indicating enhanced interferon signaling in *Scnn1b*-Tg AMs compared to WT AMs. Inflammatory regulators, such as LPS, NFKB, IFN-γ, and STAT6, were predicted activators of DEGs in *Scnn1b*-Tg AMs vs. WT AMs after LPS treatment (Fig. S5d). In total, 246 genes were differentially expressed (Supplementary Fig. 5e and Supplementary Data 4). Comparison of ATACseq peaks showed 897 differentially accessible regions in *Scnn1b*-Tg AMs compared to WT AMs (Supplementary Fig. 5f and Supplementary Data 5). Significant motif enrichment in DARs with increased accessibility in *Scnn1b*-Tg AMs was strongly associated with TFs regulating inflammatory responses (e.g., IRF1, IRF2, IRF3, IRF8, NFY, and NFkB-p65, Supplementary Data 6).

Together, these data indicate an immense rearrangement of chromatin accessibility in AMs from the different genotypes upon LPS challenge with consequences on their gene expression. The enhanced transcriptional activation in *Scnn1b*-Tg AMs could relate to differences in chromatin accessibility of regions responsive to LPS. Therefore, we defined LPS-responsive DARs (Fig. 4h and Supplementary Data 7) and compared the accessibility of these regions in *Scnn1b*-Tg AMs and WT AMs upon LPS stimulation (Fig. 4i). This approach showed a significant increase in DAR-accessibility in LPS treated *Scnn1b*-Tg AMs compared to WT AMs (Fig. 4i, upper panel). The identified LPS-responsive DARs exhibited increased accessibility already at baseline level in primary uncultured *Scnn1b*-Tg AMs (Fig. 4i, lower panel), supporting proinflammatory epigenetic priming of AMs in muco-obstructive lung disease.

### Differential TF activity orchestrates LPS responses in *Scnn1b-*Tg AMs

The initiation of gene expression is essentially determined by distinct TFs that can bind to their respective motif at accessible chromatin within gene regulatory regions. To evaluate the involvement of specific TFs on hyperinflammatory responses in *Scnn1b*-Tg AMs, we incorporated the RNAseq and ATACseq data from LPS-treated AMs for the prediction of TF activity. Using diffTF^55^, we identified 80 TFs differentially active in LPS treated *Scnn1b*-Tg AMs (Fig. 5a). Of those, 60% showed increased activity in *Scnn1b*-Tg AMs, with 38% and 45% predicted as activators or repressors, respectively. For 17% of the significantly enriched TFs, no clear status was assigned (undetermined). The projected TF activity strongly correlated (Pearson correlation: *R* = 0.45, *P* value = 3.1 × 10^−5^) with the change in mean target gene expression, defined by the presence of a TF motif within the promoter region (Fig. 5b). Same or similar TF motifs are bound by TFs of the same family. Grouping those members of one TF family, using the position weight matrix clustering tool Rsat^56^, resulted in consistent overall activity changes within the same family of TFs (Fig. 5c). The most active TF cluster identified in *Scnn1b*-Tg AMs belonged to the IRF family, including IRF1, IRF2, IRF3, IRF7, IRF8, and IRF9. *Irf1* was also significantly upregulated on the transcriptional level in LPS treated *Scnn1b*-Tg AMs (Fig. 5d). In line with the increased target gene expression of genes carrying an IRF motif in their promoter region. Pearson correlation of the TF expression and the chromatin accessibility of their target regions predicted these TFs as activators compared to regions consisting of other motifs (Supplementary Fig. 6a, upper panel). As further validation, the average chromatin accessibility at putative IRF binding regions was visualized and confirmed increased accessibility for all IRF motif regions in *Scnn1b*-Tg AMs upon LPS treatment (Supplementary Fig. 6a, lower panel).

**Fig. 5:**
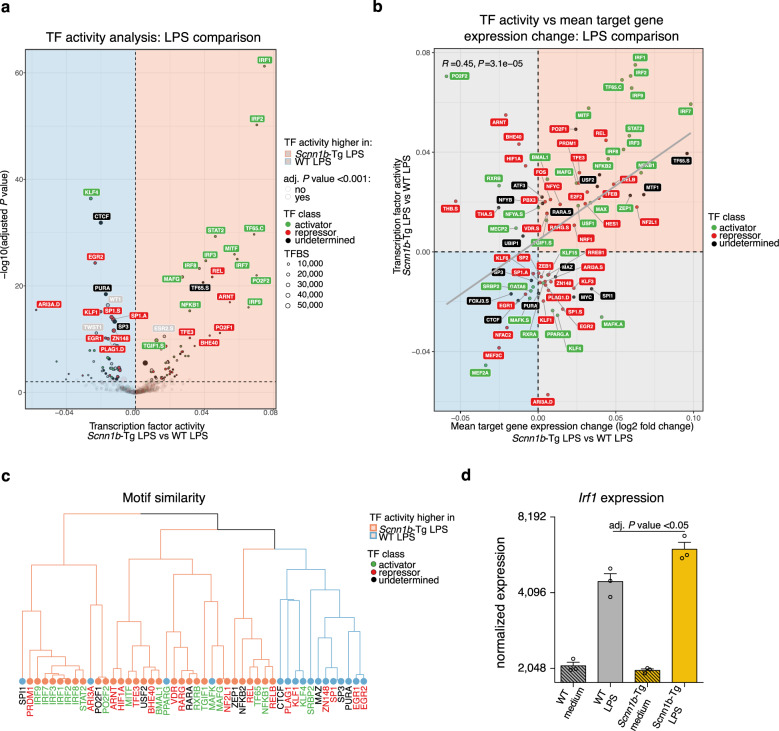
Differential transcription factor activity orchestrates LPS responses in *Scnn1b*-Tg AMs. **a** Differential transcription factor (TF) activity analysis of lipopolysaccharide (LPS) treated *Scnn1b*-transgenic (Tg) vs. wild-type (WT) airway macrophages (AM). A positive weighted mean difference indicates increased TF activity in *Scnn1b*-Tg AMs. Size indicates the number of TF binding sites (TFBS). Green labeled TFs are predicted activators, red labeled TFs are predicted repressors, and black labeled TFs have no direction assigned. **b** Pearson correlation of TF activity of significantly enriched TFs (adjusted (adj.) *P* value < 0.001) in *Scnn1b*-Tg vs. WT AM treated with LPS on the *y*-axis, with mean target gene expression change on the *x*-axis. The gray diagonal represents the linear regression. **c** Clustering of differentially activated TFs (adj. *P* value <10e−6) based on the similarity of their position weight matrixes. Coloring of tree leaves based on TF activity. Coloring of labels defined by TF class. **d** Normalized *Irf1* gene counts obtained by RNA sequencing (RNAseq) (*Scnn1b-*Tg LPS vs. WT LPS) in treated and untreated *Scnn1b*-Tg and WT AMs. Adj. *P* values were determined by DESeq2. The data show mean ± SEM of *n* = 3. Source data are provided as a Source Data file.

Similar results were obtained comparing *Scnn1b*-Tg and WT AMs cultured in medium for 12 h, further supporting the hypothesis that AMs from mucus-obstructive airways are primed for enhanced inflammatory response (Supplementary Fig. 6b, c). Although much is known about the activation of the IRF TF family by LPS-mediated TLR4 signaling^57^, little has been reported about its role in macrophages in the muco-obstructive airway microenvironment. Here, we show that the activity of the IRF TF family is enhanced in *Scnn1b*-Tg AMs and associated with an increased expression of hyperinflammatory genes under inflammatory conditions.

### Mucus stimulates immune responses in AMs

Various stimuli in the airways can potentially alter the phenotype and functions of macrophages and lead to epigenetic and transcriptional changes. To test whether mucus can activate AMs, we stimulated primary AMs from WT mice with different concentrations and durations of native mucus. We analyzed the expression of selected genes associated with AM plasticity (*Ccl22*, *Ccl17*, *Mmp12*, and *Arg1*) and inflammation in chronic lung diseases (*Il1a* and *Il1b*). All tested genes showed upregulation after mucus treatment (Fig. 6a), similar to changes observed in primary *Scnn1b*-Tg AMs. Upregulation of gene expression for *Ccl17*, *Ccl22*, and *Il1b* was transient with a peak of expression at 6 h. For *Il1a* and *Mmp12*, we observed a sustained upregulation of gene expression at most time points tested and a further concentration-dependent induction for *Mmp12*. Only *Arg1* displayed a delayed induction, with detectable transcripts at 24 h of post-treatment. We observed induction of CCL22 and MMP12 at a concentration of 0.1–10% of native mucus on protein expression level, with CCL22 showing a significant upregulation at 12 h and MMP12 at 24 h of post-treatment (Fig. 6b). IL-1α was significantly upregulated 12 h of post-treatment and showed a concentration-dependent upregulation (Fig. 6b). IL-1β protein was not detectable.

**Fig. 6:**
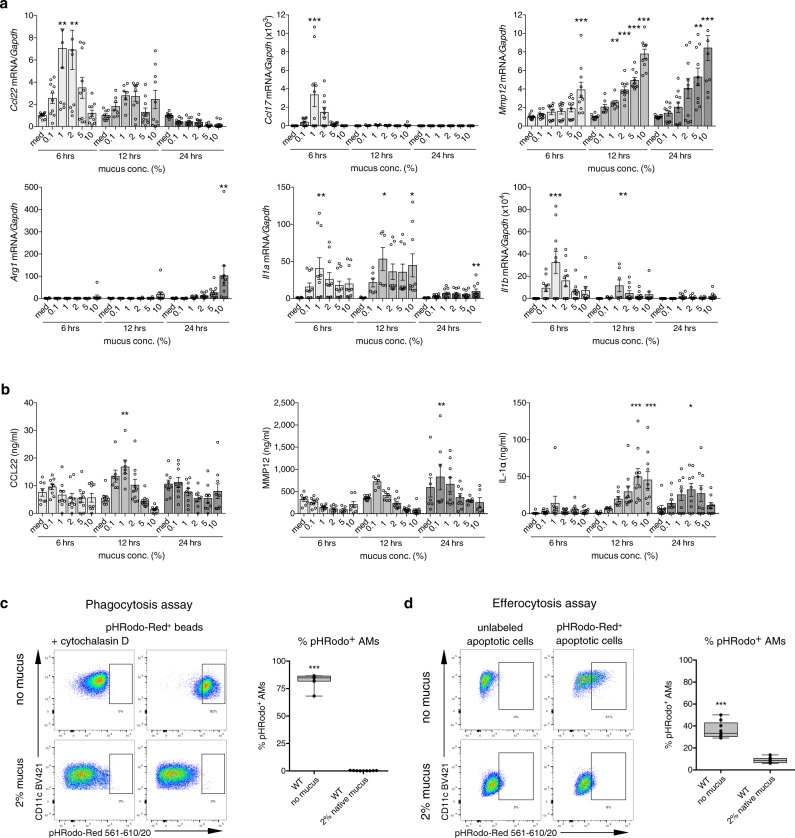
Mucus triggers AM immune responses and functions. **a** Gene expression levels of *Ccl22*, *Cccl17*, *Arg1*, *Mmp12*, *Il1a*, and *Il1b*, and **b** protein expression levels of CCL2, MMP12, and IL-1α in the supernatant of wild-type (WT) airway macrophages (AM) treated with increasing mucus concentrations or medium (med) for 6, 12, and 24 h (hrs). Representative flow cytometry plots and percentage of pHRodo^+^ AMs, depicting **c** phagocytosis and **d** efferocytosis capacities of AMs treated with 2% mucus or medium. Bar plots show mean ± SEM of **a** 6, 24 h: *n* = 10 per group. 12 h: *n* = 9 (med), *n* = 7 (0.1, 1%), *n* = 10 *Ccl22, Ccl17, Mmp12, Arg1, Il1b* (2, 5, 10%), *n* = 9 *Il1a* (2, 5, 10%), and **b** 6 h: *n* = 8 (CCL22, MMP12, med), *n* = 7 (IL-1α, med), *n* = 9 (0.1, 1%), *n* = 9 (CCL22, IL-1α, 2%), *n* = 8 (MMP12, 2%), *n* = 9 (CCL22, IL-1α, 5%), *n* = 6 (MMP12, 5%), *n* = 9 (CCL22, IL-1α, 10%), *n* = 7 (MMP12, 10%). 12 h: *n* = 9 (med), *n* = 7 (CCL22, IL-1α, 0.1%), *n* = 6 (MMP12, 0.1%), *n* = 7 (1%), *n* = 10 (2, 5, 10%). 24 h: *n* = 9 (CCL22, IL-1α, med), *n* = 7 (MMP12, med), *n* = 9 (CCL22, IL-1α, 0.1%), *n* = 7 (MMP12, 0.1%), *n* = 9 (1%), *n* = 8 (CCL2, MMP12, 2%), *n* = 9 (IL-1α, 2%), *n* = 8 (CCL2, IL-1α, 5%), *n* = 6 (MMP12, 5%), *n* = 9 (CCL22, IL-1α, 10%), *n* = 6 (MMP12, 10%). *P value < 0.05; **P value < 0.01; ***P value < 0.001 by one-way ANOVA following Bonferroni´s post hoc test. Box plots indicate the largest value within the 1.5× interquartile range above 75th percentile, 75th percentile, median, 25th percentile, and smallest value within the 1.5× interquartile range below 25th percentile of **c**, **d** *n* = 9 per group. *P value < 0.05; **P value < 0.01; ***P value < 0.001 by Mann–Whitney *U*-test. Source data are provided as a Source Data file.

Furthermore, macrophage functions in bacterial and apoptotic cell clearance were assessed post mucus stimulation. For these studies, the corresponding assays used for native AMs (Fig. 6c, d) were adapted for in vitro analysis, and WT AMs were treated with 2% mucus for 12 h. Flow-cytometry analysis revealed a complete impairment of phagocytosis and efferocytosis capacities of AMs (Fig. 6c, d and Supplementary Fig. 7b, d). Collectively, these results show that mucus can directly activate AMs and impairs their key functionalities, an observation with possible implications for disease pathogenesis and treatment.

## Discussion

In this study, we demonstrate that the altered airway microenvironment in muco-obstructive lung disease led to proinflammatory changes in the epigenetic landscape of AMs. We found that *Scnn1b*-Tg AMs are altered in the DNA methylation and chromatin accessibility levels, with changes enriched in promoter and enhancer regions, favoring the binding of TFs involved in macrophage inflammation and polarization. Those changes correlated with the induction of a transcriptional program in AMs from muco-obstructive lungs. The epigenetic modifications in *Scnn1b-*Tg AMs had functional consequences leading to impaired efferocytosis and phagocytosis as well as prolonged hyperinflammatory responses upon LPS challenge. The impaired LPS response of *Scnn1b*-Tg AMs was linked to increased transcription factor activity of the IRF family that controls macrophage polarization, inflammation, and remodeling^36^. Furthermore, we demonstrate that stimulation of WT AMs with mucus induced a transcriptional program reminiscent of the one observed in primary *Scnn1b*-Tg AMs and inhibited their efferocytosis and phagocytosis capacities.

In muco-obstructive lung diseases, such as CF and COPD, AMs reside in different airway niches with specific local environmental signals. Those niches include regions of excess mucus and mucus plugging, which in turn trigger local hypoxia, increased cellular necrosis, apoptosis, infection, and inflammation. Our data show that the sustained exposure to signals provided by this microenvironment of mucus-obstructed airways leads to epigenetic reprogramming of AMs. This manifested in reduced DNA methylation and increased chromatin accessibility of gene regulatory regions and TF-binding motifs with a major role in regulating macrophage activation, plasticity, and inflammation (e.g., NFKB, AP-1, IRF2/3, CEBP, STAT6, ATF3) (Fig. 1). The identified transcription factors possess different transcriptional control of macrophages. NFKB and AP-1 promote inflammatory responses, whereas IRF2/3 and ATF3 are suppressors of macrophage inflammation^36,38,58^. NFKB and AP-1 are also known to promote classical activation of macrophages, while CEBP, STAT6, and ATF3 promote alternative activation^59^. Some of the identified TFs are associated with chronic lung diseases. NFKB showed increased nuclear translocation in AMs from CF patients and is highly expressed in the airways of COPD and asthma patients^60,61^. STAT6 plays a major role in type 2 inflammation, linked to IL-33 induced IL-13 release in the airways^62–64^. Epigenetic modification of macrophages was also shown in AMs from COPD patients, with increased baseline expression of inflammatory markers that persist even after prolonged ex vivo culture^65^. This could be linked to increased acetylation of histones in promoter regions of inflammatory genes^66^. Similarly, AMs from asthmatic patients show increased enzymatic activity of histone acetylases augmented by repressed histone deacetylase activity, eventually leading to increased transcription of inflammatory genes. The enzymatic activity was unchanged in peripheral blood mononuclear cells of asthmatic patients, supporting the role of the local lung environment in AMs function^67^. In line with the epigenetic aberrations in our model, the transcriptional profile of *Scnn1b*-Tg AMs showed coinciding alterations, with significant upregulation of classical (e.g., *Ccl2, Ptgir, Ccl9, Il1a, Marcks, H2-Aa, H2-Eb1*) as well as alternative markers (e.g., *Mmp12, Arg1, Trem2, Ccl22, Ccl17, Ptgs1*) of macrophage activation (Fig. 2). 

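Of the 7 classical markers named here, 7 had a higher estimate in *Scnn1b*-Tg AMs, and 4 were DEGs in edgeR's quasi-likelihood test. *Ptgir*, *Il1a*, *H2-Aa* and *H2-Eb1* (log2 fold change 1.54, standard error 0.17, adjusted p = 0.00886 after Benjamini-Hochberg adjustment) were DEGs. *Ccl9* (0.64, adjusted p = 0.134), *Marcks* (0.86, adjusted p = 0.169) and *Ccl2* (1.87, adjusted p = 0.469) were not. *Ccl2* was near the lower end of expression, at 4.56 ± 2.71 CPM against 1.95 ± 2.26 CPM (SD, n = 6 each), and its log2 fold change was 0.29 within batches 1 to 3 and 3.24 within batch 4. Of the 6 alternative markers, *Ccl22* was not analysed here. The other 5 had a higher estimate in *Scnn1b*-Tg AMs, and 3 were DEGs. *Mmp12* rose by a log2 fold change of 1.82 (standard error 0.23, adjusted p = 0.0119), and *Trem2* by 0.51 (standard error 0.09, adjusted p = 0.0595), close to the threshold of 0.5. *Mmp12* was a DEG in 12 of the 12 fits that each left out 1 library, and *Trem2* in 3. *Ptgs1* (0.69, adjusted p = 0.328) and *Arg1* (4.61, standard error 1.39, adjusted p = 0.368) were not DEGs, and *Arg1* was low in both groups, at 3.41 ± 3.33 CPM and 0.45 ± 0.65 CPM (SD, n = 6 each). *Marcks*, *Ccl9* and *Ptgs1* were far higher in the *Scnn1b*-Tg library of batch 1 than in the other *Scnn1b*-Tg libraries. With DESeq2's Wald test without shrinkage, set in advance, *Ccl9*, *Marcks*, *Ccl2*, *Ptgs1* and *Arg1* were DEGs too. Their lowest adjusted p-values with DESeq2's Wald test were 0.00135, 0.00574, 0.0521, 0.0521 and 6.6e-04. With the p-values adjusted over the list alone, 7 of the 7 classical and 5 of the 5 tested alternative markers had an adjusted p-value under 0.1. The study chose both lists on these libraries, so this is not independent evidence.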

The respective stimuli for classical (IFN-γ and LPS) and alternative (IL-4) macrophage activation were predicted as upstream regulators of the transcriptome and chromatin accessibility changes. The lung microenvironment in *Scnn1b*-Tg mice can support AMs lineage determination in both directions: through increased baseline expression of IL-4, IL-13, and TNF, and a higher bacterial burden^5,64,68^. The presence of AM subtypes in the lungs was substantiated by specific protein expression using high-dimensional flow cytometry, with an increase of marker expression associated with AM activation in *Scnn1b*-Tg mice (Fig. 3). The coexistence of different AM clusters, co-expressing classical and alternative macrophage activation markers, supports a concept in which macrophage phenotypes are a continuum, reflecting cellular adaptation to environmental perturbations. This is in line with studies describing the existence of different macrophage phenotypes in COPD and asthma^69,70^. In a previous report, single-cell transcriptome analysis of COPD patients confirmed the transcriptional plasticity of AMs^71^. This study also depicted the difficulty of interpatient heterogeneity in COPD, emphasizing the importance of mouse models for a basic molecular understanding of muco-obstructive lung diseases.

The disease-associated epigenetic dysregulation had marked functional consequences for AMs. Not only efferocytosis and phagocytosis were reduced, but the treatment of *Scnn1b*-Tg AMs with LPS led to significantly increased cytokine production (Fig. 4). Similarly, a previous study showed increased release of inflammatory mediators of AMs from CF patients treated with LPS^72^. We were able to link the prolonged and hyperinflammatory response with the mucus-obstructed microenvironment rather than mutations in *Cftr*, as *Scnn1b-*Tg macrophages from the peritoneum or AMs from *Cftr*^−/−^ mice responded similarly to WT controls. Airway infections with gram-negative bacteria such as *P. aeruginosa* are frequently found in CF and other muco-obstructive lung diseases, and excessive inflammatory responses are deleterious for host tissue integrity and homeostasis^73,74^. Our integrated analysis of ATACseq and RNAseq of LPS treated AMs revealed the IRF transcription factor family and especially IRF1 as a potential mediator of this process (Fig. 5). Previous studies reported the essential role of IRF1 in LPS-induced acute lung injury^75^, and enhanced IRF1 signaling in AMs from muco-obstructive lungs may contribute to the high morbidity and mortality of patients with CF and COPD with acute pulmonary exacerbations^61,73,74,76^. Recent developments of epigenetic inhibitors targeting the bromodomains and extra terminal domain (BET) family of proteins could modulate the immunoinflammatory response of macrophages in chronic lung diseases^77–79^ and refine therapeutic strategies of muco-obstructive lung diseases.

There are many putative immunomodulatory factors in muco-obstructive lung diseases that may interact with AMs and drive epigenetic reprogramming. One of them is mucus that can contribute to lung pathology and interact through mucin glycans with leukocyte receptors^7,9,80^. Mucus concentrations in the lungs and sputum of muco-obstructive patients are raised, with CF secretions from young adults being approximately three times higher than normal controls^2,81^. Upon stimulation of WT AMs with native mucus, genes reminiscent of the *Scnn1b*-Tg AM phenotype were upregulated in WT AMs (Fig. 6). These findings are consistent with the notion that interactions of mucin glycoproteins with AM surface receptors may be implicated in AM activation in muco-obstructive lung disease. These interactions may regulate AM inflammatory responses, resolution, and homeostasis. In mice, a previous study showed that MUC2 expressed in the gut represses inflammation and induces tolerance in DCs^80^. In line with this, MUC5B interaction with Siglec-F on lung eosinophils induced their apoptosis in allergic inflammation, although an effect on Siglec-F expressing AMs was not observed^7^.

In addition to the immunomodulatory effect, which should be explored in-depth via genome-wide sequencing methods in future studies, an apparent impairment of essential AM functions was observed upon stimulation of WT AMs with mucus. Similar to the comparison of *Scnn1b-*Tg and WT AMs, reductions of both phagocytosis and efferocytosis capacities were observed. Potential discrepancies between the phagocytic activities of primary *Scnn1b-*Tg AMs and mucus-treated WT AMs could be explained by the number of mucus-exposed AMs in the in vivo setting. An inhibitory effect was also reported for the endogenous glycocalyx of cancer cells^82^. Imbert et al. showed that the glycocalyx of macrophages and their targets could constitute a physiological barrier, hindering efferocytosis and phagocytosis. In human lung disease, the efferocytosis and phagocytosis capacities of lung macrophages isolated from patients with COPD and asthma were also shown to be reduced^83–90^. Similarly, a pediatric study involving children with CF demonstrated an impairment of phagocytosis in lung macrophages^14,91^. Reduction in AM functions that are pivotal in maintaining lung homeostasis could contribute to lung pathology and disease progression. In particular, mucus as a critical component of the muco-obstructive microenvironment has the potential to modulate AM phenotype and functions. Therefore, understanding the potential interactions between mucus/mucins and macrophages in health and AM dysfunction in muco-obstructive lung diseases has the potential to guide the development of new therapeutic approaches that may be beneficial for patients with a spectrum of muco-obstructive lung diseases.

In summary, we present a comprehensive study of epigenetic reprogramming of AMs in the in vivo pathogenesis of muco-obstructive lung disease. Our data showed changes associated with a diverse AM phenotype and pathophysiologically relevant changes in their immune responses. Identifying and understanding the mechanisms of AM interactions with the airway microenvironment and its contribution to the epigenetic reprogramming of AMs will guide the development and improvement of immunomodulatory therapies.

## Methods

### Mice

All animal studies were approved by the animal welfare authorities responsible for the University of Heidelberg (Regierungspräsidium Karlsruhe, Karlsruhe, Germany). *Scnn1b*-Tg mice on a C57BL/6 background and gut-corrected *Cftr*^*−/−*^ mice (Cftrtm1Unc Tg(FABPCFTR)) on C57BL/6 background^92^ were bred in-house under specific pathogen-free conditions and genotyped as previously described^93^. For experiments involving FACS followed by downstream sequencing, 6-week-old female mice were used. For all other experiments, gender-matched 6-week-old mice were used. WT littermates were used as control animals. Mice were housed at room temperatures of 22 ± 2 °C with 50–60% humidity and kept on a 12/12 h light/dark cycle with continuous access to food and water.

### Isolation of AMs by lavage

Mice were anesthetized by intraperitoneal injection of 120 mg/kg Ketamine and 16 mg/kg Xylazine (Sigma-Aldrich, Darmstadt, Germany) and exsanguinated. Primary AMs were collected by flushing the lungs three times with 800 μl of PBS supplemented with 5 mM EDTA (Sigma-Aldrich). The lavage was repeated twice. For ex vivo treatment studies, 3–4 lavages were pooled to maximize the obtained cell numbers.

### Isolation of peritoneal macrophages by lavage

Mice were euthanized by cervical dislocation. Primary peritoneal macrophages were collected by carefully injecting 10 ml of PBS supplemented with 5 mM EDTA (Sigma-Aldrich) into the peritoneum and aspiration of the fluid.

### Culture and treatment of primary macrophages

Collected cells were seeded into a flat-bottom 96-well plate in complete DMEM (1 g/l d-Glucose, l-Glutamine, Pyruvate; Gibco, Dreieich, Germany) containing 10% heat-inactivated FCS (Gibco), 1× penicillin-streptomycin (Gibco) 2 mM l-glutamine (Gibco) to a final count of 1 × 10^5^ AMs/well, for LPS treatment, according to cell composition determined by cytospin. For baseline gene expression, all cells were seeded. After 1 h incubation at 37 °C, 5% CO_2_, the non-adherent cells were gently washed from the plate with prewarmed PBS. For baseline gene expression analysis, adherent cells were resuspended in 200 μl Trizol (Thermo Fisher Scientific GmbH, Dreieich, Germany). For LPS treatment, adherent cells were exposed to 100 ng/ml LPS from *P. aeruginosa* (Sigma-Aldrich) for 6, 12, and 24 h or complete DMEM as control. For mucus treatment, AMs were exposed to different concentrations of bovine submaxillary gland mucus (Merck Millipore, Darmstadt, Germany). Supernatants were collected, and the cells were resuspended in 200 μl Trizol for RNA extraction.

### Primary mouse tracheal epithelial culture (mTEC)

Mice were anesthetized by intraperitoneal injection of 120 mg/kg Ketamine and 16 mg/kg Xylazin (Sigma-Aldrich), exsanguinated, and the trachea was removed. Excised tracheas were cut open, washed in DMEM/F-12 (Gibco) containing 1% penicillin-streptomycin (Gibco), and transferred to 20 ml dissociation medium containing 1.4 mg/ml protease E (Sigma-Aldrich) and 0.1 mg/ml DNase I (Roche Diagnostics GmbH, Mannheim, Germany) and incubated overnight at 37 °C. The enzymatic reaction was stopped with heat-inactivated FCS (Gibco), cell-suspension was filtered through a 100 μm cell strainer (BD Biosciences, Heidelberg, Germany), resuspended in DMEM/F-12 supplemented with heat-inactivated FCS (Gibco), 4.4 μg/ml insulin (human recombinant zinc; Gibco), and 0.1 mg/ml primocin (InvivoGen, Toulouse, France), and seeded into bacterial culture dishes. After 2 h incubation at 37 °C non-adherent epithelial cells were seeded on transwell filters (Costar, Sigma-Aldrich) coated with collagen from the human placenta (Sigma-Aldrich). Medium for submerged culturing (mTEC/Plus) and culturing in an air-liquid interface (ALI, mTEC/SF) was adapted by Horani et al.^94^. The basic medium for mTEC/Plus and mTEC/SF medium consists of DMEM/F-12 (Gibco) supplemented with 15 mM HEPES (Carl Roth GmbH & Co. KG, Karlsruhe, Germany), 3.6 mM NaHCO3 (ApplieChem GmbH, Darmstadt, Germany), 4 mM L-glutamine (Gibco) and 1x penicillin-streptomycin (Gibco). Medium for submerged culture was prepared as followed; basic medium was supplemented with 10 μg/ml insulin (human recombinant zinc, Gibco), 5 μg/ml transferrin (Sigma-Aldrich), 25 ng/ml recombinant human epidermal growth factor (EGF, Gibco), 30 μg/ml bovine pituitary gland extract (BPE, Sigma-Aldrich), 5% heat-inactivated FCS (Gibco). Medium for ALI culturing was prepared as followed; basic medium was supplemented with 5 μg/ml insulin (human recombinant zinc, Gibco), 5 μg/ml transferrin (Sigma-Aldrich), 5 ng/ml EGF (Gibco), 30 μg/ml BPE (Sigma-Aldrich) and 1 mg/ml BSA (SERVA Electrophoresis GmbH, Heidelberg, Germany) reconstituted in HBSS (Gibco). Retinoic acid (RA, Sigma-Aldrich) must be added freshly to mTEC/Plus and mTEC/SF medium prior to use (final conc. 5 × 10^−8^ M). After three days of submerged culture, the medium was changed, and on day five, transepithelial resistance was measured. When a value of 1000 Ω/cm^2^ was reached, cells were transferred to ALI culture conditions using mTEC/SF medium plus RA. Medium change and surface wash with PBS every other day.

### Immunocytochemistry

The cells were fixed with 4% paraformaldehyde (Otto Fischar GmbH & Co. KG, Saarbrucken, Germany) for 10 min, permeabilized with 0.2% Triton X-100 (ApplieChem GmbH) for 8 min and blocked with 1% BSA (SERVA Electrophoresis GmbH) for 15 min. Staining was performed with rabbit anti-mouse-SCNN1B (1:200, kindly provided by Prof. Dr. C. Korbmacher, University Erlangen-Nuremberg), rat anti-mouse-MerTK (1:20; R&D Systems Inc., Wiesbaden, Germany), and mouse anti-mouse-acetylated-α-tubulin (1:200; Life Technologies, Dreieich, Germany) for 60 min at 37 °C. Followed by staining with the respective secondary F(ab’)_2_ fragment goat anti-rabbit IgG (AF647, 1:200, Life Technologies), F(ab’)_2_ fragment goat anti-rat IgG (AF488, 1:300, Life Technologies) and F(ab’)_2_ fragment goat anti-mouse IgG (AF488, 1:200, Life Technologies) and Hoechst 33258 (1:20,000, Life Technologies), for nuclei staining, for 2 h at RT. Pictures were acquired with a Leica TCS SP8 (Leica Microsystems, Wetzlar Germany) and analyzed using the LASX v3.5.19976 and FIJI v2.0.0.

### FACS sorting of AMs for sequencing

One ml dispase (BD Biosciences) was intratracheally instilled into the lungs and plugged inside by instillation of 300 μl low melting agarose (1%). When agarose is solid, the whole lung was extracted, including the tracheobronchial tree, put into 2 ml dispase, and left for 35 min at RT. The reaction was stopped with complete DMEM, lungs were mashed with a plunger, the tracheobronchial tree was removed, and the cell suspension was put through a 100 μm cell strainer (BD Biosciences). After red blood cell lysis (RBC lysis buffer, eBiosciences, Dreieich, Germany), the cell suspension was enriched by magnetic bead separation using CD45^+^ magnetic beads, according to the manufacturer’s instructions (Miltenyi Biotech, Bergisch Gladbach, Germany). After positive selection, cells were counted, and antibody-concentration was used according to obtained cell numbers, as prior determined by titration (see Supplementary Table 1). Cells were incubated for 5 min with purified rat IgG2b anti-mouse CD16/CD32 receptor antibody (BD Biosciences, Heidelberg, Germany) in FACS buffer containing 1% BSA (SERVA Electrophoresis GmbH, Heidelberg, Germany) and 5 mM EDTA (Sigma-Aldrich), following staining with fluorochrome-conjugated antibodies against mouse CD45.2, Siglec-F, and CD11c. Samples were stained with 7-AAD (0.25 μg/ml per 1 × 10^6^ cells; Biolegend, London, UK) 5 min prior to sort, for dead cell exclusion. Sorting was performed at the EMBL Flow Core Facility, Heidelberg, Germany. AMs were sorted using a standard BD Fusion equipped with 100 mW 405 nm, 100 mW 488 nm, 80 mW 561 nm, 80 mW 640 nm lasers and an ND2.0 filter in front of the FSC photodiode, a nozzle size of 100 μm, and corresponding BD FACSFlow sheath pressure of 20 psi, matched with a transducer frequency of 32 kHz. Input pressure was adjusted to ensure that an event populated every fifth to the sixth drop. A purity check of sorted cells was performed on selected samples from each run, confirming purities ranging from 95 to 99%. Sorted AMs were either immediately processed or treated with 100 ng LPS for 12 h for nucleic acid isolation and sequencing. FMO controls were used as gating controls when low spectral overlap did not skew the populations. This was the case for all chosen colors, and antibody matches in our experimental setup.

### Flow cytometry staining for surface marker expression

After lung perfusion with PBS, the whole lung was digested with 1 mg/ml Collagenase D (Roche Diagnostics GmbH, Mannheim, Germany) and 30 μg/ml DNAse I (Roche Diagnostics GmbH) to obtain a single-cell suspension. After 1 h incubation at 37 °C on a shaker, digested lungs were mechanically put through a 100 μm cell strainer (BD Biosciences, Heidelberg, Germany), red blood cells were lysed (RBC lysis buffer, eBiosciences), and two million cells were used for staining. Cells were incubated for 5 min with purified rat IgG2b anti-mouse CD16/CD32 receptor antibody (BD Biosciences) in FACS buffer containing 1% BSA (SERVA Electrophoresis GmbH), 5 mM EDTA (Sigma-Aldrich), and 0.05% sodium azide (Sigma-Aldrich), following staining with fluorochrome-conjugated antibodies against mouse CD45.2, Siglec-F, CD11b, CD11c, CD64, MerTK, CD200R, CD206, CD163, CD38, CD86, CD68, MHCII, MGL2, CLEC7A, and CD209A (see Supplementary Table 1) in brilliant stain buffer (BD Biosciences) for 25 min at 4 °C. This was followed by 30 min staining at 4 °C with live/dead fixable dye APC-eFlour780 (1:1000; eBiosciences). Samples were acquired on a standard 405/488/561/640 nm laser engine CYTEK Aurora (Cytek biosciences, Freemont CA, USA). Data were analyzed using FACSDiva v8.0 and FlowJo v10.7 (BD Biosciences). FMO controls were used as gating controls when low spectral overlap did not skew the populations. This was the case for all chosen colors and antibody matches in our experimental setup.

### Analysis of surface marker expression

Flow cytometry data were preprocessed using FACSDiva software and FlowJo 10.4 (BD Biosciences). Frequency of AMs (CD45.2^+^ CD64^+^ MerTK^+^ CD11c^+^ SiglecF^+^) positive for macrophage activation markers was assessed with FlowJo 10.4. Next, leukocytes were defined based on the expression of CD45.2^+^. Fluorescence intensities were exported for further analysis according to the workflow described by Nowicka et al.^95^. In short, fluorescence intensities were transformed with the arcsine-square-root transformation, and cell clustering was performed with the R packages FlowSOM^96^ v1.18.0 and ConsensusClusterPlus^97^ v1.50.0. 20 meta clusters were defined that were assigned to cell types based on the expression of specific surface markers: Airway macrophages: CD45.2^+^ CD64^+^ MerTK^+^ CD11c^+^ SiglecF^+^; Interstitial macrophages: CD45.2^+^ CD64^+^ MerTK^+^ MHCII^+^ SiglecF^−^; Dendritic cells: CD45.2^+^ CD64^−^ MerTK^−^ SiglecF^−^ MHCII^+^ CD11c^+^; Neutrophils: CD45.2^+^ CD64^−^ MerTK^−^ CD11b^+^ SiglecF^−^ MHCII^−^; Eosinophils: CD45.2^+^ CD64^−^ MerTK^−^ CD11b^+^ SiglecF^+^; B-cells: CD45.2^+^ CD64^−^ MerTK^−^ SiglecF^−^ MHCII^+^ CD38^+^. Visual representation with UMAP was performed by subsampling 5000 cells per sample and the R package umap^98^ v0.2.4.1. To perform differential surface marker expression, stratified by cell types, a linear mixed model was applied, including the flow cytometry experiments’ date as a covariate. Differentially expressed surface markers were defined by an adjusted *P* value < 0.05. Similarly, differential cluster abundancy was performed on the frequency of AM sub-clusters by applying a linear mixed model including the flow cytometry experiments’ date as a covariate. The differential abundance of AM sub-clusters was defined by an adjusted *P* value < 0.05.

### Flow cytometry staining for efferocytosis and phagocytosis assay

Mouse LA4 ATCC CCL-196 cells (5 × 10^5^ cells/ml; ATCC, Wesel, Germany) were incubated for 3 h with 1 μM staurosporine (Enzo Life Sciences (ELS) AG, Lausen, Switzerland) to induce apoptosis. Apoptotic cells were labeled with an equimolar solution of Annexin V-Biotin (Biolegend) and pHRodo Red Avidin (Thermo Fisher Scientific GmbH, P35362) in Annexin V staining buffer (Biolegend), according to manufacturer’s instructions, and left for 15 min at RT. A total of 1 × 10^6^ apoptotic cells resuspended in 50 μl PBS, were intratracheally administered into mice anesthetized with isoflurane. After 2–3 h, mice were sacrificed, and airway macrophages were isolated by lavage of the lungs. For phagocytosis, cells were obtained by lavage and incubated for 1 h with or without the phagocytosis inhibitor Cytochalasin D (10 μM, Sigma-Aldrich) in complete DMEM, followed by 1 h incubation with pHRodo Red *E. coli* Bioparticles (P35361), according to manufacturer´s instructions (Thermo Fisher Scientific GmbH). For flow cytometry, cells were incubated for 5 min with purified rat IgG2b anti-mouse CD16/CD32 receptor antibody (BD Biosciences) in FACS buffer containing 1% BSA (SERVA Electrophoresis GmbH), 5 mM EDTA (Sigma-Aldrich), and 0.05% sodium azide (Sigma-Aldrich), following staining with fluorochrome-conjugated antibodies against mouse Siglec-F, CD45.2 and CD11c (see Supplementary Table 1) for 25 min at 4 °C in the dark. After washing, cells were incubated for 30 min at 4 °C with Live/dead fixable dye APC-eFlour780 (1:1000; eBiosciences). Samples were acquired on a BD LSRFortessa equipped with 20 mW 355 nm, 50 mW 405 nm, 50 mW 488 nm, 50 mW 561 nm, 40 mW 640 nm lasers, and an ND1.0 filter in front of the FSC photodiode. Internalized LA4 cells and *E. coli* Bioparticles in macrophages were tracked with the pHrodo dye. Data were analyzed using FACSDiva v8.0 and FlowJo v10.7 (BD Biosciences).

For phagocytosis and efferocytosis assays involving treatment with bovine submaxillary gland mucus (Merck Millipore), AMs were isolated by lavage, and 100,000 cells were seeded into 96-well or 48-well plates, respectively. Plates were coated with Poly(2-HEMA) (Sigma-Aldrich) prior to the experiments to ease the release of AMs from the plate for flow cytometry staining. AMs were exposed to 2% mucus for 12 h in the incubator.

For efferocytosis, LA4 ATCC CCL-196 cells were treated as described above, and 200,000 apoptotic LA4 cells were added to AMs and incubated for 2 h in the incubator. For phagocytosis, cells were incubated for 1 h with or without the phagocytosis inhibitor Cytochalasin D (10 μM) in complete DMEM, followed by 1 h incubation with pHRodo Red *E. coli* Bioparticles, according to manufacturer´s instructions (Thermo Fisher Scientific GmbH). The staining procedure for flow cytometry was conducted as described above. However, staining was performed using the fluorochrome-conjugated antibodies against mouse Siglec-F and CD11c (see Supplementary Table 1). Prior to acquiring the data, the DNA dye Draq7 (1:50, Biostatus, Shepshed, United Kingdom) was added to the samples for 5 min at RT for life/dead discrimination. Samples were acquired on a BD LSRFortessa equipped with 20 mW 355 nm, 50 mW 405 nm, 50 mW 488 nm, 50 mW 561 nm, 40 mW 640 nm lasers, and an ND1.0 filter in front of the FSC photodiode. Internalized LA4 cells and *E. coli* Bioparticles in macrophages were tracked with the pHrodo dye. Data were analyzed using FACSDiva software and FlowJo 10.4 (BD Biosciences). FMO controls were used as gating controls when low spectral overlap did not skew the populations. This was the case for all chosen colors and antibody matches in our experimental setup.

### RNA isolation and gene expression analysis for qPCR

RNA extraction was performed using Trizol (Thermo Fisher Scientific GmbH) and RNeasy Micro Kit (74004, Qiagen, Düsseldorf, Germany), according to the manufacturer’s instructions. Reverse transcription was used to generate cDNA (Superscript III Reverse Transcriptase, Invitrogen, Dreieich, Germany). To quantify mRNA levels in AMs, real-time quantitative PCR was performed. For mRNA analysis, the following assays, supplied by Thermo Fischer Scientific were used: *Nos2, Il1b, Il12b, Mmp12, Arg1, Ccl22, Ccl17, Cd86, Cxcr1, Trem2, Ptgs1, Ptgir, Anpep, Igf1, Igf2bp3* together with *Gapdh* (primer limited) in duplex runs. For *Il6*, the following primer and probes were used: fwd, 5′-GAGGATACCACTCCCAACAGACC-3′, rev, 5′-AAGTGCATCATCGTTGTTCATACA-3′; probe, 5′-FAM-CAGAATTGCCATTGCACAA-TAMRA-3′. For *Tnf*, the following primer and probes were used: fwd, 5′-CATCTTCTCAAAATTCGAGTGACAa-3′; rev, 5′-TGGGAGTAGACAAGGTACAACCC-3′; probe 5′-FAM-CACGTCGTAGCAAAC-3′ (Eurofins Genomics GmbH, Ebersberg, Germany); (Supplementary table 2). Results were normalized to levels of *Gapdh* as a reference gene, and fold induction was calculated. Analyses were performed using 7500 Real-Time PCR System SDS Software (Applied Biosystems, Dreieich, Germany).

### Chemokine and cytokine detection

Supernatants obtained from medium and LPS treated AMs were analyzed for IL-6 (558301), IL-1α (560157), IL-23 p19/p40 (562575), TNF (558299), CCL2 (558342), CCL3 (558449), and CXCL1 (558340) by cytometric bead array (BD Biosciences) according to manufacturer’s instructions. Samples were measured on a BD FortessaLSR and quantified according to a standard curve using the BD Cytometric Bead Array FCAP Array Software v3 (BD Biosciences). The supernatants obtained from AMs treated with mucus were analyzed with customized Luminex Assay for CCL22, MMP12, IL-1α, and IL-1β (LXSAMSM-04, R&D Systems), and acquired on a Luminex 200 (Thermo Fisher Scientific). Data were analyzed using Bio-Plex Manager 6.2 software.

### Nucleic acid isolation for sequencing

DNA and RNA were isolated using TRIzol reagent (Thermo Fisher Scientific GmbH) following AllPrep DNA/RNA Mini Kit (80204, Qiagen) purification, according to the manufacturer’s instructions. DNAse I (RNase-free DNAse set, Qiagen) digestion was performed for RNA isolation. Proteinase K digestion was performed for RNA and DNA isolation (Puregene Proteinase K, Qiagen). Prior to library preparation, DNA and RNA quality was determined by Agilent Bioanalyzer (Agilent Technologies Germany GmbH & Co. KG, Waldbronn, Germany) and quantified by Qubit fluorometry (Thermo Fisher Scientific GmbH). All RNA samples reached an RNA integrity number (RIN) > 8.5.

### tWGBS library preparation

The generation of tWGBS libraries followed an established protocol^99^ starting with the tagmentation of 20 ng genomic DNA in a 20 µl reaction mix at 55 °C for 8 min. After the addition of 15 µl 5 M guanidinium thiocyanate, the DNA was purified with HighPrep beads (Gaithersburg, MD, USA). Oligonucleotide replacement and gap repair were done in a 20 µl mix at 37 °C for 30 min followed by another bead-mediated purification. Bisulfite treatment was done with the EZ DNA Methylation kit (Zymo, Irvine, CA, USA) using 16 times cycling at 50 °C for 60 min and 95 °C for 15 s. Per sample, four differently barcoded tWGBS libraries were generated under real-time conditions to monitor amplification using a program of initial melting at 95 °C for 3 min followed by cycling with 95 °C for 20 s, 62 °C for 15 s, and 72 °C for 40 s. After bead-mediated purification, libraries were quantified and pooled in equimolar amounts with a final concentration of 10 nM. Each pool was sequenced at the DKFZ Genomics and Proteomics Core Facility using paired-end, 125 bp, on one lane of a HiSeq2000 v4 sequencer (Illumina, San Diego, CA, USA).

### ATACseq library preparation

ATACseq libraries were prepared according to the Omni-ATAC protocol^100^ with minor modifications. In short, 50,000 viable cells were pelleted and washed in PBS. Subsequently, nuclei were isolated using cold lysis buffer containing 0.01% Digitonin (Sigma-Aldrich), 1% NP40 (Genaxxon Bioscience, Ulm, Germany), and 0.1% Tween-20 (Sigma-Aldrich). Resuspension of the nuclei was done in ATAC washing buffer containing 10 mM Tris-HCl, pH 7.4 (Sigma-Aldrich), 10 mM NaCl (Sigma-Aldrich), and 3 mM MgCl_2_ (Sigma-Aldrich). The tagmentation reaction was performed in 2× transposition buffer containing 20 mM Tris-HCl, pH 7.6, 3 mM MgCl_2_, and 20% Dimethyl Formamide (Sigma-Aldrich) and the addition of 2.5 µl of Tagment DNA Enzyme 1 (Illumina) and rotating the mixture at 1000 rpm for 30 min at 37 °C. The reaction was stopped by the addition of 20 µl of 5 M Guanidinium thiocyanate (Sigma-Aldrich). Transposed chromatin was then purified using 30 µl of AMPure XP beads (Beckman Coulter, Brea, CA, USA) and 110 µl of PEG buffer containing 2.5 M NaCl and 20% PEG 8000 (Sigma-Aldrich). Library amplification was separated in a two-step procedure. First, 25 µl of NEBNext High Fidelity 2x Master Mix (NEB, Ipswich, MA, USA), 0.8 µl of 10 µM Custom Nextera PCR Primer 1, and 0.8 µl of 10 µM Custom Nextera PCR Barcode were added to 25 µl of the transposed DNA, using the following program: 5 min at 72 °C, 30 s at 98 °C, 5 cycles of 10 s at 98 °C, 30 s at 63 °C, and 1 min at 72 °C, and finally, 1 min at 72 °C. Five microliter of the pre-amplified PCR mixture were used to determine how many additional cycles were needed to reach sufficient amplification of each library. For this, Sybr Green (Thermo Fisher Scientific GmbH) was added, and qPCR was performed with a light cycler instrument (Roche Diagnostics GmbH) and the following program: 30 s at 98 °C, 20 cycles of 10 s at 98 °C, 30 s at 63 °C, 1 min at 72 °C, and, finally, 1 min at 72 °C. In a second step, the previously identified PCR cycles were applied to the remaining pre-amplified mixture. The libraries were then purified with a left-sided size selection applying 1.4× of AMPure XP beads (Beckman Coulter) and finally resuspended in 1× elution buffer (Qiagen). Fragment size distribution was checked by Agilent Bioanalyzer (Agilent Technologies Germany GmbH & Co. KG), and concentrations were quantified by Qubit fluorometry (Thermo Fisher Scientific GmbH). Sequencing was performed in multiplexes at the DKFZ Genomics and Proteomics Core Facility using the High Seq 2000 v4 paired-end 125 bp platform (Illumina).

### RNAseq library preparation

For the paired-end baseline as well as LPS- and medium-treated replicates of *Scnn1b*-Tg AMs and WT AMs, sequencing libraries were prepared by the DKFZ Genomics and Proteomics Core Facility from total RNA using the SMART-Seq v4 Ultra Low Input RNA Kit (634891, Takara, Saint-Germain-en-Laye, France) according to the manufacturer’s instructions. For sequencing, samples were sequenced on a High Seq 2000 v4, paired-end, 125 bp platform (Illumina). Single-end baseline replicates were prepared by the EMBL Genomics Core Facility from total RNA using the NEBNext Ultra II Directional RNA Library Prep Kit Illumina (E7760L, New England Biolabs GmbH, Frankfurt am Main, Germany). Sequencing was performed on a Next Seq 500, single-end, 75 bp platform (Illumina).

### tWGBS data processing

Raw reads were processed using Trimmomatic^101^ v0.36 and aligned against the mouse reference genome mm10 using bwa mem^102^ v0.7.8 with default parameters, except for invoking “*-T 0*”. Afterward, alignment duplicates were marked by applying *Picard* MarkDuplicates (http://broadinstitute.github.io/picard) v1.125. Methylation calling was performed with *MethylDackel* (https://github.com/dpryan79/MethylDackel) v0.3.0. According to M-bias plot quality control, the five base pairs at the two ends of the reads were excluded from methylation calling. All samples used for downstream analysis had a bisulfite conversion rate of above 98%, and more than 95% of all reference CpG were covered. In total, each *Scnn1b*-Tg and WT group of replicates had a genome-wide CpG coverage of at least 20×.

### ATACseq data processing

Processing of the ATACseq reads was performed using the ENCODE ATACseq pipeline kundajelab/atac_dnase_pipelines v0.3.0 with default parameters^103^. As a reference, genome mm10 was used. Each baseline replicates achieved a minimum of 50 million non-duplicated, non-mitochondrial reads. The irreproducible discovery rate was less than two for each *Scnn1b*-Tg and WT group of replicates. The fraction of reads in called peaks was above 0.5.

### RNAseq data processing

RNAseq data were processed with the nf-core RNAseq pipeline^104^ v1.2. Default parameters were used unless mentioned otherwise. Sequences were aligned to the mouse reference genome mm10 by applying the software HISAT2, with *-unstranded* option. For single-end data, the *-singleEnd* option was applied. Transcripts were assembled using StringTie and gene code gene annotation release M20^105^. Gene counts were generated with Stringties prepDE.py script (setting: -eb).

### Differential methylation analysis

The bsmooth algorithm of bsseq^106^ v1.20.0 was used to smooth the methylation profiles of all samples with default parameters. DMRs in a pair-wise comparison between *Scnn1b*-Tg and WT AMs were called with DSS^107^ v2.32.0. Regions with at least three CpGs, a minimum length of 50 bp, a minimum delta of 0.1, and a Benjamin–Hochberg corrected *P* value < 0.05 were selected.

### Differential accessibility analysis

Differential accessibility analysis was performed using the R package DiffBind^108^. In short, a common peak set was identified by the presence of a peak in at least two samples. As a method of differential analysis, edgeR was applied^109^. For the LPS treatment experiment, the date of library preparation was included as a blocking factor to adjust for batch effects. To define the LPS treatment effect in Fig. 4h, count values were extracted for every consensus peak, and a multi-factor design including the batch, genotype, treatment, and interaction term (~ batch + genotype + treatment + genotype:treatment) was constructed using DESeq2. The treatment covariate was extracted using the following contrast: c (“treatment”, “medium”, “LPS”). LPS responsive regions with an adjusted *P* value < 0.05 and a log2 fold-change >2 were considered as significantly more accessible in LPS vs. medium treated samples. Annotation of all differentially accessible regions was performed with the R package ChIPseeker v1.22.1^110^ and TxDb.Mmusculus.UCSC.mm10.knownGene^111^.

### Differential gene expression analysis

For the identification of differentially expressed genes, the R package DESeq2 v1.26.0 was used^112^. For group-wise comparison of baseline replicates, the littermate was included in the design formula to adjust for batch effects. For the LPS stimulation experiment, the date of library preparation was included. The adjusted *P* value, as well as log2 fold change required to fulfill statistical significance, is mentioned in the figure legends.

### Deconvolution of RNAseq data

Deconvolution of bulk RNAseq with single-cell references was done with the R library MuSiC^28^ v0.1.1. Processed and annotated RNAseq data from the single-cell atlas of the aging lung^29^ and single-cell atlas of inflammatory airspace macrophages^30^ were kindly provided by the authors. Only macrophage and monocyte clusters were used for the deconvolution with the single-cell atlas of the aging lung. All clusters were used for cell type estimation with the single-cell atlas of inflammatory airspace macrophages.

### Enrichment of gene regulatory regions

The R package LOLA was used for testing overlap and enrichment of DMRs and DARs with multi-cell gene regulatory regions from Ensembl^113,114^. DMRs and DARs with an FDR < 0.05 were stratified in hypomathylated and hypermethylated as well as increased and decreased accessibility in *Scnn1b*-Tg vs. WT AMs, respectively. Enrichment was performed against a random background for DMRs or the common peak set identified with DiffBind for DARs^108^.

### Hierarchical clustering

For hierarchical cluster analysis of DNA methylation, Manhattan distance of all DMRs was calculated, and complete linkage clustering was performed. Similarly, for chromatin accessibility, Euclidean distance of TMM normalized counts of each DAR was used^108,115^. For gene expression, regularized log-transformed gene counts were generated using DESeq2^112^ and applied to batch removal with the limma function *removeBatchEffect*^116^. *z*-Scaled values were used to calculate Euclidean distance that was applied for clustering using Ward’s method.

### Motif analysis of DMRs and DARs

For the analysis of enriched DNA motifs, the command line tool Homer was used^117^. For this, all DMRs and DARs with an FDR < 0.05 were stratified in hypo- and hypermethylated or opened and closed regions, respectively. Homer was used with the option *-size given*.

### Upstream regulator analysis with Ingenuity Pathway Analysis

Upstream regulator analysis with the prediction of activation states was done with QIAGEN’s Ingenuity Pathway Analysis, according to the developer’s manual. The analysis is based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity Knowledge Base. For upstream regulator analysis of chromatin accessibility, DARs were annotated with the R package ChIPseeker^110^ and TxDb.Mmusculus.UCSC.mm10.knownGene^111^. Log2 fold changes as well as adj. *P* values were used for Ingenuity Pathway Analysis.

### Gene set enrichment analysis

GSEA against custom gene sets was performed with the R package clusterProfiler^118^ v3.12.0. For this, genes were ordered according to their log2 fold change, and the fgsea algorithm was applied. Custom gene sets relevant to lung disease and cellular physiology were obtained from Saini et al.^47^.

### Overrepresentation analysis of pathways and gene ontologies

Enrichment analysis of pathways and gene ontologies was performed using the web tool Metascape^119^. For Supplementary Fig. 2, all differentially expressed genes with an adjusted *P* value < 0.1 were used for enrichment analysis. For Fig. 4g, the variable loadings of PC1 and 2 were extracted and ordered by their absolute value. The top 100 genes of PC1 and 2 were selected and further used for overrepresentation analysis with the web tool Metascape^119^.

### Principal component analysis

PCA was performed with the base R function *prcomp*. For expression data, batch-removed regularized log-transformed values were used. In the case of ATACseq data, log-transformed normalized counts per consensus peaks were generated with the R package DESeq2 and the function *rlog*^112^.

### Profile and locus plots

Profile plots were generated with the R package peakseason (https://github.com/PoisonAlien/peakseason). *P* values were determined with students’ *t*-test after the normal distribution was verified by a Shapiro test. Locus plots were generated using the R package gviz v1.30.3^120^.

### Transcription factor activity analysis

To assess differential transcription factor activity, diffTF v 1.3.3 was applied to the ATACseq and RNAseq data^55^. DiffTF was used in analytical mode with default parameters, comparing *Scnn1b*-Tg and WT AMs treated with LPS or medium, respectively. As a reference, 442 mouse transcription factors with in silico predicted transcription factor binding sites, based on the HOCOMOCO 10 database, were applied^121^. Gene expression data of matching samples were incorporated to identify the transcription factor class (activator, repressor, or undetermined). Mean target gene expression was evaluated for transcription factors with an adj. *P* value < 0.001, by averaging the expression log2 fold change for each gene with the respective transcription factor motif less than 1500 bp away from the transcriptional start site. Annotation of the transcription factor binding sites was performed as described above.

### Clustering of transcription factors based on position weight matrix similarity

To define the similarity of differentially active TF (adjusted *P* value < 0.001) based on their position weight matrix (PWM), the clustering results of RSAT were used^56^.

### Statistical analysis

Statistical analyses were performed using R v3.6^122^ or GraphPad Prism 6 (GraphPad Software Inc., San Diego, USA). Two-group comparisons were performed using unpaired, two-tailed Mann–Whitney *U*-test, and multi-group comparisons were performed using one-way ANOVA with Tukey´s or Bonferroni´s multiple comparison test. *P value < 0.05; **P value < 0.01; ***P value < 0.001; ND, not detectable.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the primary accession number GSE154808. The reference genome was acquired from ENCODE. Gen code gene annotation release M20 was downloaded from Gencode^105^. In silico predicted transcription factor binding sites were acquired from the HOCOMOCO 10 database^121^. To cluster differentially active transcription factors, the clustering results of RSAT were applied^56^. Furthermore, custom gene sets from Saini et al. were used for gene set enrichment analysis^123^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease
**Source:** Nat Commun. 2021 Nov 11;12:6520. doi: 10.1038/s41467-021-26777-9
**Supplement:** Supplementary file 1 — Supplementary Information

# **Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease**

**Joschka Hey<sup>1,2,3,11</sup>, Michelle Paulsen<sup>3,4,9,11,\*</sup>, Reka Toth<sup>1,5</sup>, Dieter Weichenhan<sup>1</sup>,  
Simone Butz<sup>3,4</sup>, Jolanthe Schatterny<sup>3,4</sup>, Reinhard Liebers<sup>1,10</sup>, Pavlo Lutsik<sup>1</sup>,  
Christoph Plass<sup>1,3,12,\*</sup> & Marcus A. Mall<sup>3,4,6,7,8,12,\*</sup>**

<sup>8</sup>German Center for Lung Research (DZL), associated partner, Berlin, Germany.

<sup>11</sup>These authors contributed equally.

<sup>12</sup> These authors jointly supervised this work.

\* Corresponding authors (; ; ).

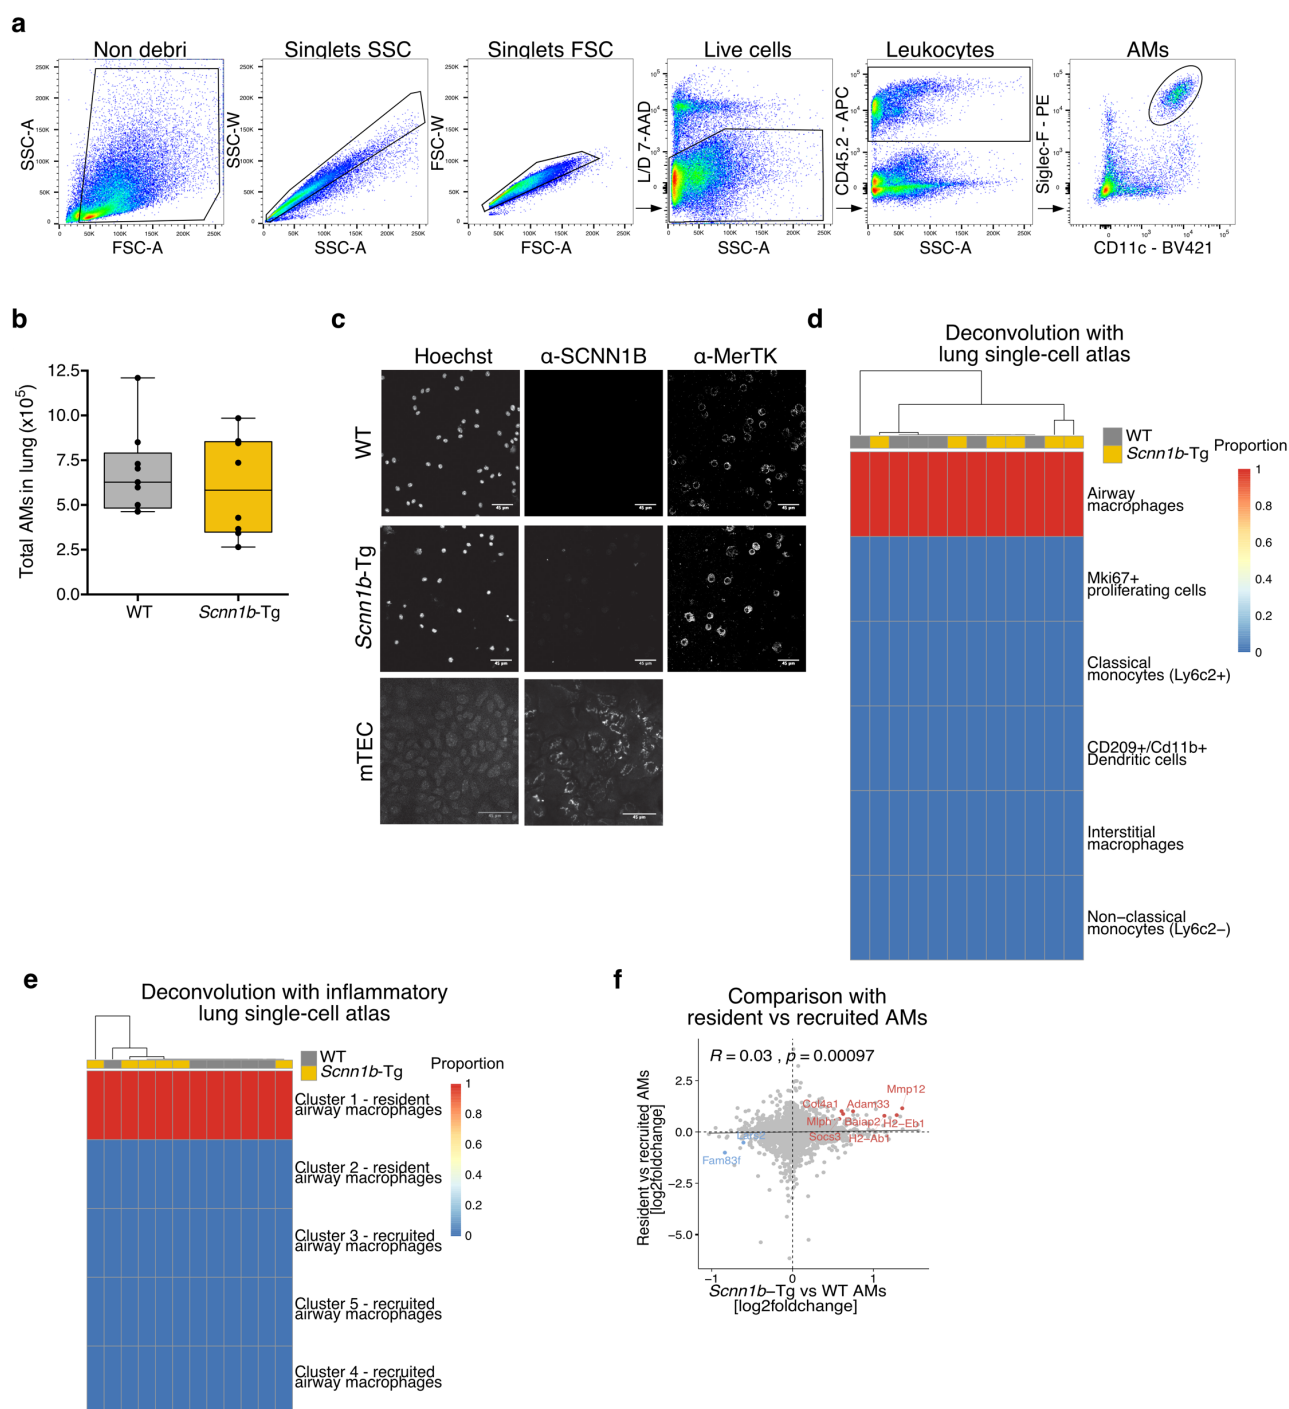

Supplementary Fig. 1

**Supplementary Figure 1. The Tissue-resident AM pool is not affected by SCNN1B overexpression.** (a) Gating strategy for sorting of airway macrophages (AM) from lungs of *Scnn1b*-transgenic (Tg) vs wild-type (WT) mice. (b) Quantification of total AMs in the lung. (c) Representative images of n =3 experiments of SCNN1B and MerTK expression on AMs and mouse tracheal epithelial cells (mTEC), by

immunofluorescence microscopy. Deconvolution of *Scnn1b*-Tg and WT AM bulk transcriptomes with **(d)** single-cell RNA sequencing (scRNAseq) of macrophage and monocyte populations, selected from the single-cell atlas of the aging lung and **(e)** scRNAseq of AM clusters, identified in homeostatic and inflammatory mouse lungs, reflecting the cellular origin of AMs. **(f)** Comparison of gene expression changes in *Scnn1b*-Tg vs WT AMs with resident vs recruited AMs. Red dots: significant upregulation in both datasets; blue dots: significant downregulation in both datasets. The gray diagonal represents the linear regression. Shaded areas are the confidence intervals of the correlation coefficient at 95%. Correlation coefficients and *P* values were calculated by the Pearson correlation method. RNA sequencing (RNAseq), n =6 per group. Box plots the largest value within the 1.5 times interquartile range above 75<sup>th</sup> percentile, 75<sup>th</sup> percentile, median, 25<sup>th</sup> percentile, and smallest value within the 1.5 times interquartile range below 25<sup>th</sup> percentile of **(b)** n=9 WT and n=8 *Scnn1b*-Tg mice.

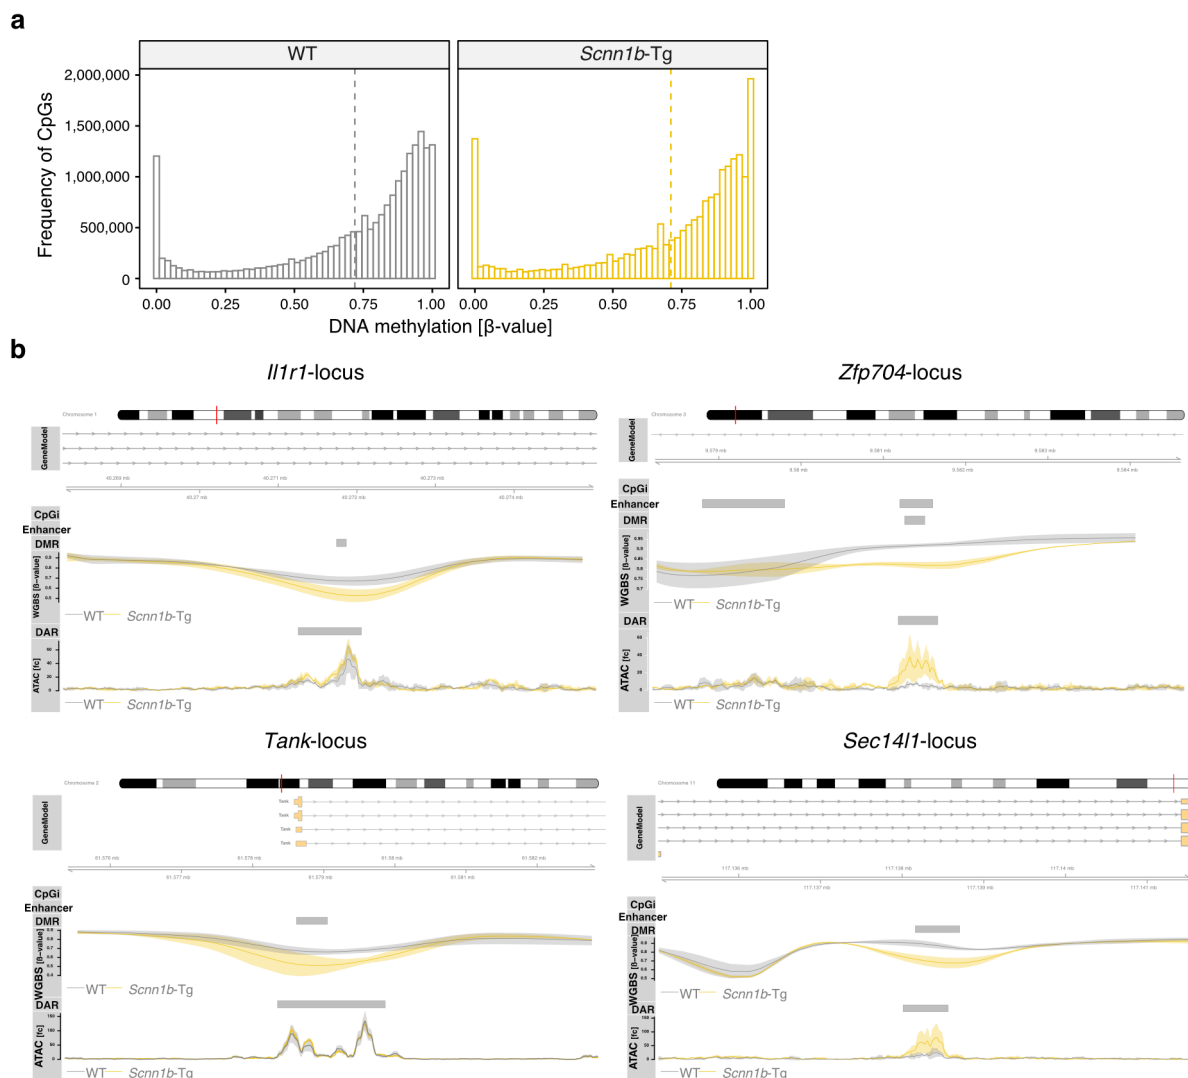

Supplementary Fig. 2

**Supplementary Figure 2. AMs from mice with muco-obstructive lung disease are epigenetically distinct from WT AMs. (a)** Histogram of the  $\beta$ -value distribution and mean methylation levels in *Scnn1b*-transgenic (Tg) and wild-type (WT) airway macrophages (AM). **(b)** Locus plot of selected differentially methylated regions (DMR) and differentially accessible regions (DAR), visualizing average methylation and chromatin accessibility in *Scnn1b*-Tg AMs and WT AMs. Shaded areas indicate 95% confidence intervals. Tagmentation-based whole-genome bisulfite sequencing (tWGBS), *Scnn1b*-Tg (n=3) vs WT (n=4); Assay for transposase-accessible chromatin sequencing (ATACseq), *Scnn1b*-Tg (n=4) vs WT (n=3).

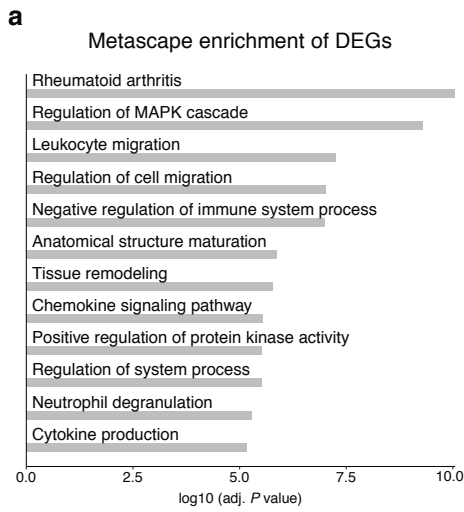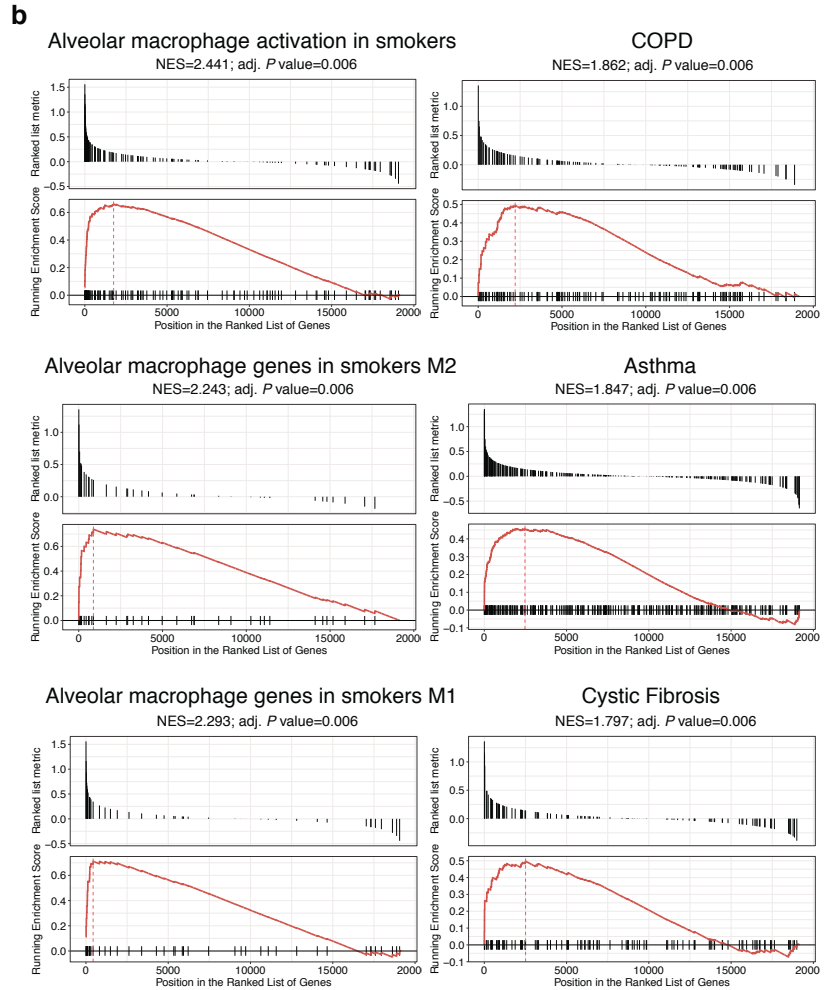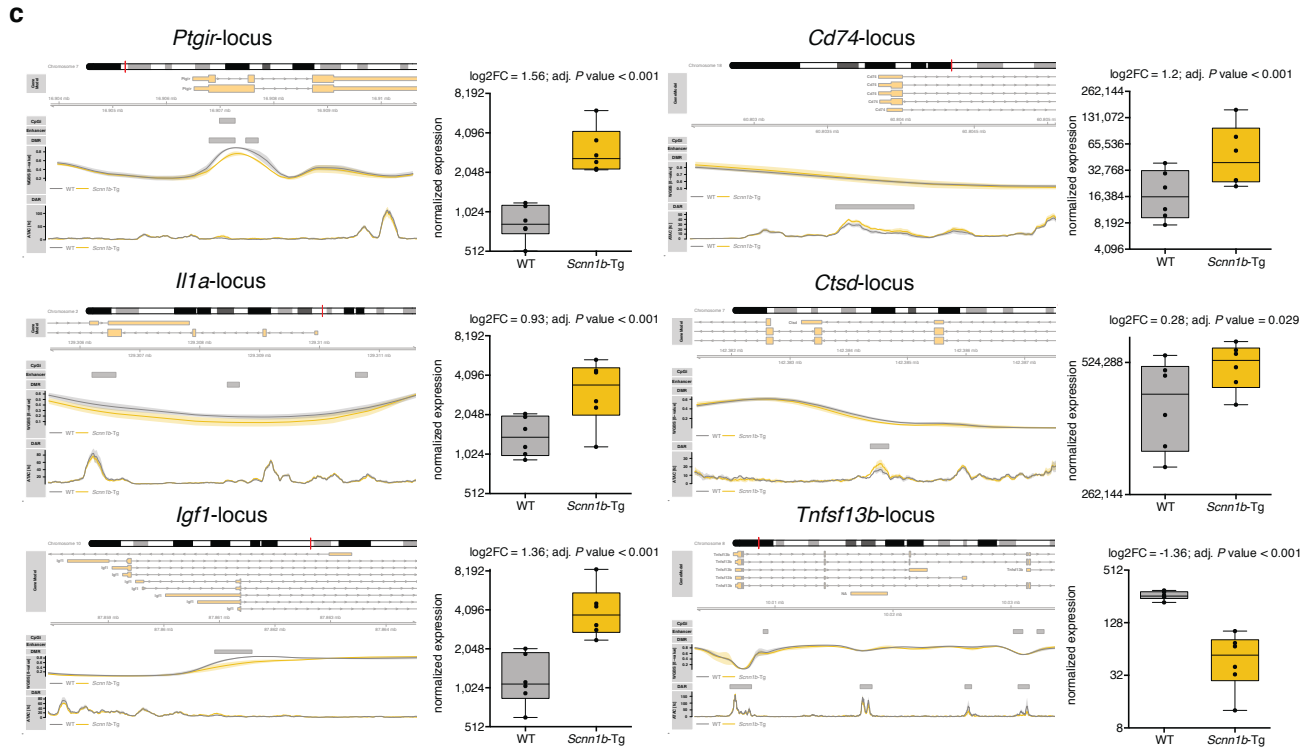

Supplementary Fig. 3

**Supplementary Figure 3. Transcriptional activation of *Scnn1b*-Tg AMs coincides with epigenetic patterns of reduced methylation and increased chromatin accessibility.** **(a)** Metascape overrepresentation analysis of DEGs (adjusted (adj.) *P* value <0.1, absolute log<sub>2</sub> fold change >0.5). **(b)** Barcode plots of significantly enriched gene sets in *Scnn1b*-transgenic (Tg) airway macrophages (AM). NES: normalized enrichment score. **(c)** Locus plot of selected differentially methylated regions (DMR) and differentially accessible regions (DAR) showing average methylation and chromatin accessibility of *Scnn1b*-Tg and wild-type (WT) AMs. Shaded areas indicate 95% confidence intervals. Normalized gene expression counts for the respective genes are plotted alongside. Adj. *P* values and log<sub>2</sub> fold changes (log<sub>2</sub>FC) were determined by DESeq2. Box plots indicate the largest value within the 1.5 times interquartile range above 75<sup>th</sup> percentile, 75<sup>th</sup> percentile, median, 25<sup>th</sup> percentile, and smallest value within the 1.5 times interquartile range below 25<sup>th</sup> percentile. RNA sequencing (RNAseq), n =6 per group.

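Among the genes plotted in this panel, *Ptgir* (ENSMUSG00000043017, mm10 chromosome 7 from 16906490 to 16910905) had 49.9 ± 23.4 CPM (SD, n = 6) in *Scnn1b*-Tg AMs and 13.6 ± 3.89 CPM (SD, n = 6) in WT AMs. Its log2 fold change was 1.83 (standard error 0.16, adjusted p = 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the groups did not overlap, and it was a DEG in all 12 fits that left out 1 library. The paper lists 2 DMRs at *Ptgir*, from 16906796 to 16907277 and from 16907477 to 16907708, with paper-reported methylation differences of −0.186 and −0.178. *Tnfsf13b* had 0.86 ± 0.50 CPM (SD, n = 6) in *Scnn1b*-Tg AMs and 4.06 ± 0.46 CPM (SD, n = 6) in WT AMs, without overlap. Its log2 fold change was −2.28 (standard error 0.46, adjusted p = 0.109), on the other side of the threshold from DESeq2's Wald test, where its lowest adjusted p-value was 6.7e-05. The edgeR values are not shrunken, whereas the fold changes in Supplementary Data 3 match DESeq2 values shrunken toward 0, which are smaller for genes with few counts.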

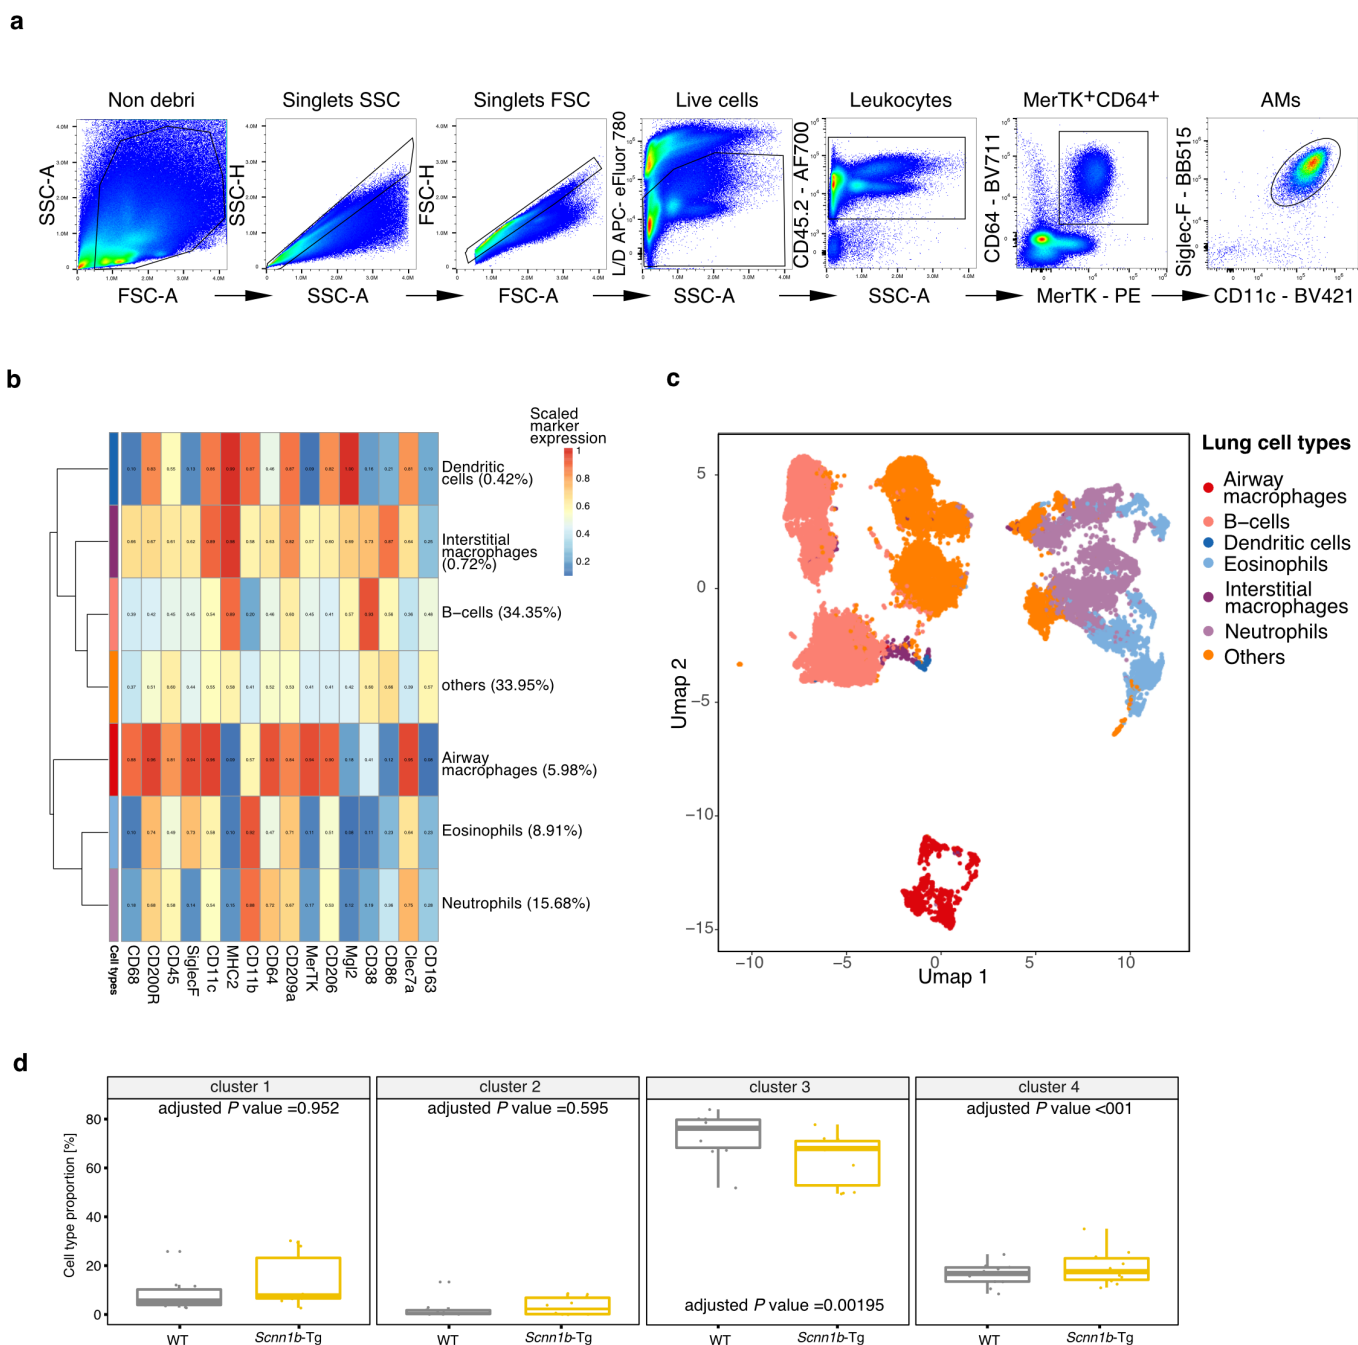

Supplementary Fig. 4

**Supplementary Figure 4. Single-cell analysis of macrophage surface marker expression validates enhanced activation of *Scnn1b*-Tg AMs.** (a) Gating strategy of *Scnn1b*-transgenic (Tg) and wild-type (WT) lungs to identify airway macrophages (AMs) by high-dimensional flow cytometry. (b) Scaled surface marker expression of lung cell types identified via cluster analysis. Average expression over all samples was calculated and applied to hierarchical clustering. (c) Uniform Manifold Approximation and Projection (UMAP) of 50,000 randomly sampled *Scnn1b*-Tg and WT leukocytes.

**(d)** Differential AM cluster abundance.  $P$  values were generated by fitting a linear model. Box plots indicate the largest value within the 1.5 times interquartile range above 75<sup>th</sup> percentile, 75<sup>th</sup> percentile, median, 25<sup>th</sup> percentile, and smallest value within the 1.5 times interquartile range below 25<sup>th</sup> percentile.  $n = 10$  per group.

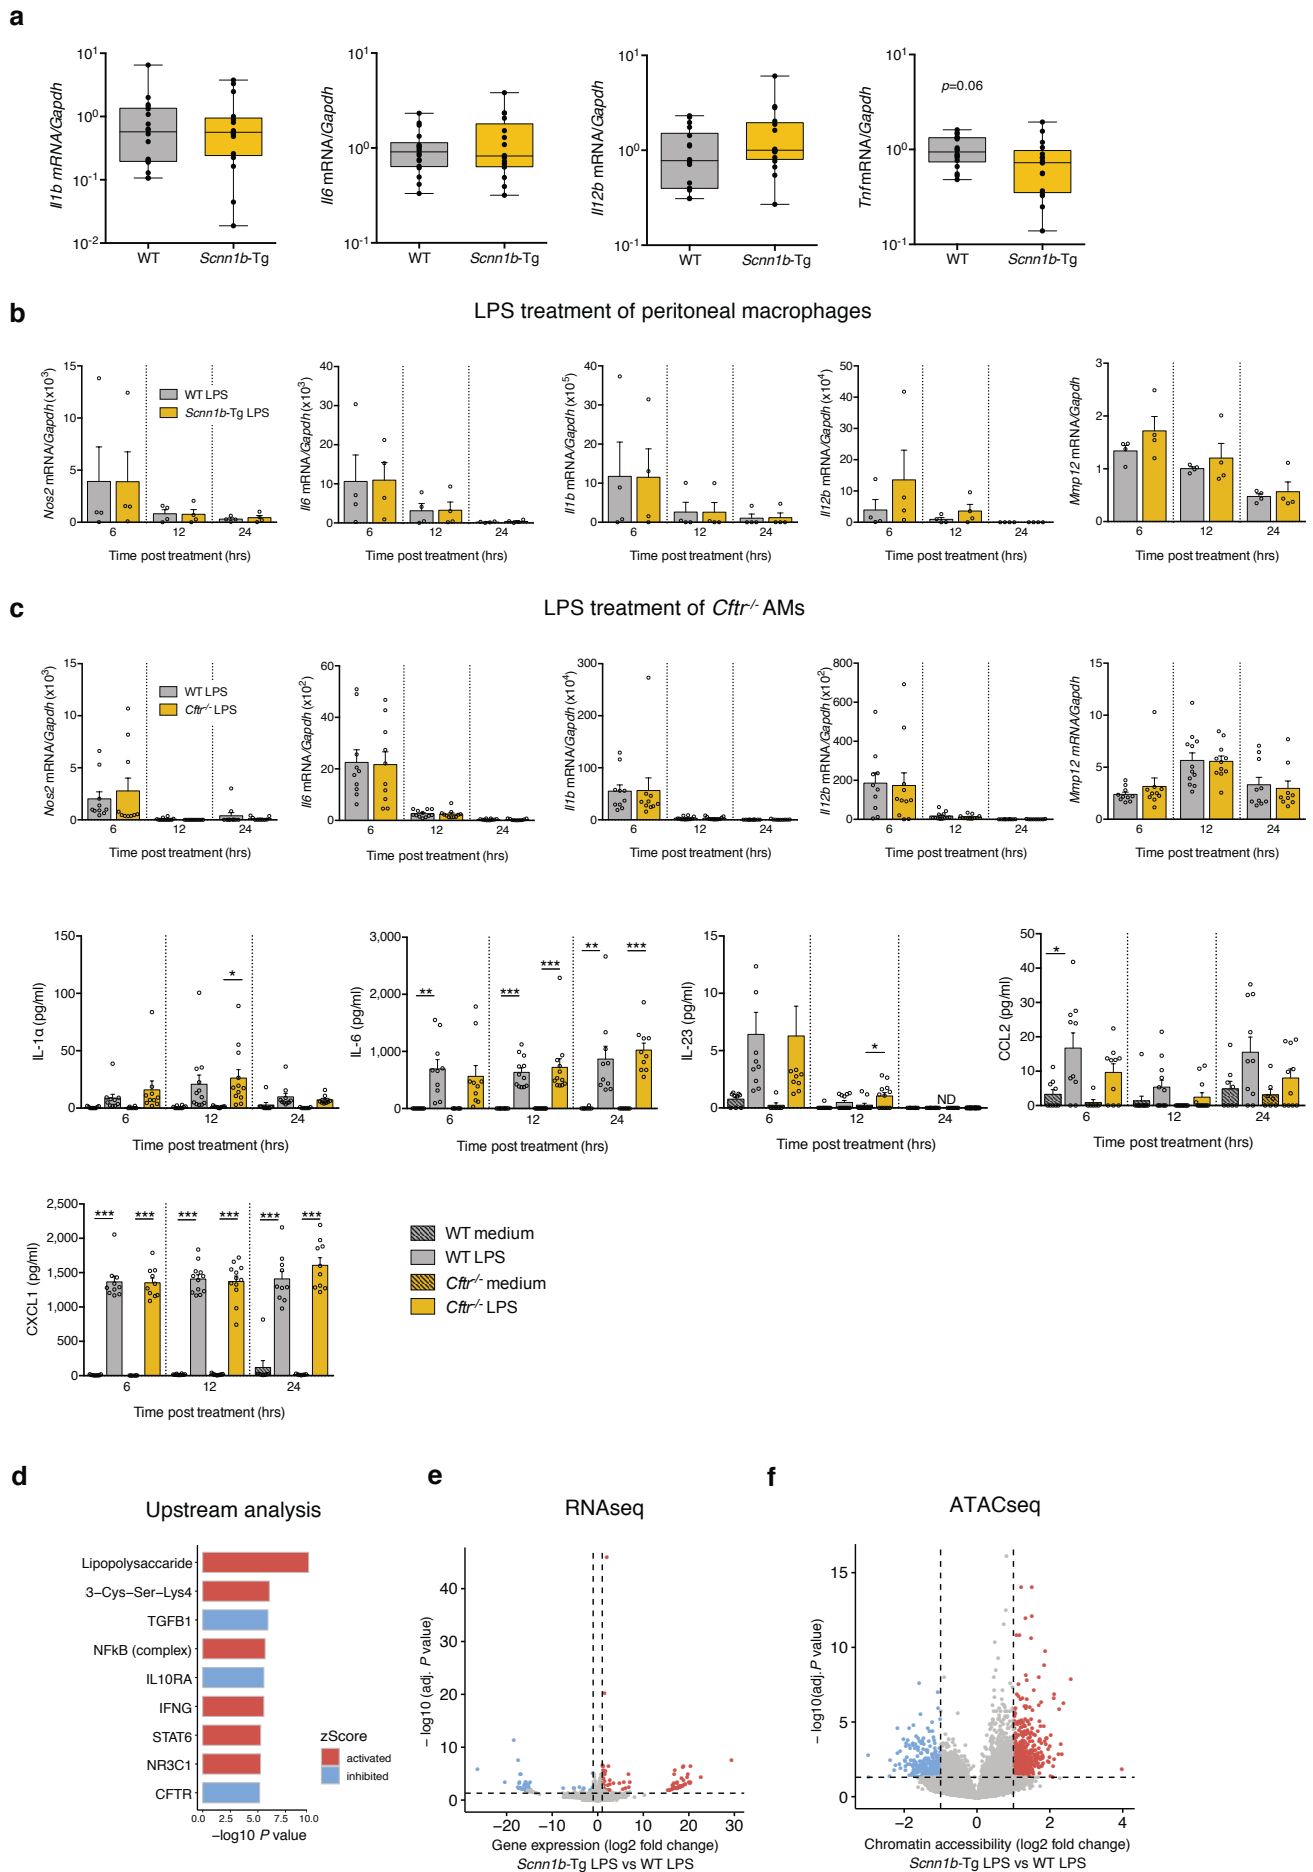

Supplementary Fig. 5

**Supplementary Figure 5. AM-specific functions are impaired in *Scnn1b*-Tg mice.**

**(a)** Baseline gene expression for *Il1b*, *Il6*, *Il12b*, and *Tnf* in airway macrophages (AM) from *Scnn1b*-transgenic (Tg) AMs and wild-type (WT) mice. **(b)** Baseline gene expression in peritoneal macrophages from *Scnn1b*-Tg AMs and WT mice, upon treatment with 100 ng/ml lipopolysaccharide (LPS) for 6, 12, and 24 hrs. **(c)** Gene and protein expression of *Cftr*<sup>-/-</sup> AMs and WT AMs, upon treatment with 100 ng/ml LPS for 6, 12, and 24 hours (hrs). **(d)** Predicted upstream regulator analysis of gene expression changes in *Scnn1b*-Tg and WT AMs, treated for 12 hrs with LPS. **(e)** Volcano plot visualizing the LPS response in AMs (*Scnn1b*-Tg vs WT) on gene expression level. Differentially expressed genes (DEG): adjusted (adj.) *P* value <0.05; log2 fold change >1. Red dots: significantly upregulated genes in *Scnn1b*-Tg AMs; blue dots: significantly upregulated genes in WT AMs. **(f)** Volcano plot visualizing the LPS responses in AMs (*Scnn1b*-Tg vs WT) on chromatin accessibility level. DAR: adj. *P* value <0.05; absolute log2 fold change >1. Red dots: increased accessibility in *Scnn1b*-Tg AMs treated with LPS; blue dots increased accessibility in WT AMs treated with LPS. Box plots indicate the largest value within the 1.5 times interquartile range above 75<sup>th</sup> percentile, 75<sup>th</sup> percentile, median, 25<sup>th</sup> percentile, and smallest value within the 1.5 times interquartile range below 25<sup>th</sup> percentile. **(a)** n =18 WT, n=17 *Scnn1b*-Tg mice. Bar plots show mean ± SEM of **(b)** n =4 per group and **(c)** gene expression: 6 hrs: n=10 per group; 12 hrs: n=12 WT, n=11 *CFTR*<sup>-/-</sup>; 24hrs: n=10 WT, n=9 *CFTR*<sup>-/-</sup>. Protein expression: 6 hrs (med): n=9 WT, n=6 *CFTR*<sup>-/-</sup>, 6 hrs (LPS): n=10 per group; 12 hrs (med): n=10 WT, n=11 *CFTR*<sup>-/-</sup>, 12 hrs (LPS): n=12 per group; 24 hrs (med): n=8 WT, n=7 *CFTR*<sup>-/-</sup>, 24 hrs (LPS): n=10 per group. \* *P* value <0.05; \*\* *P* value <0.01; \*\*\* *P* value <0.001 by One-Way ANOVA followed by Tukey's post hoc test. **(d-f)** n=3 per group. ND, not detectable.

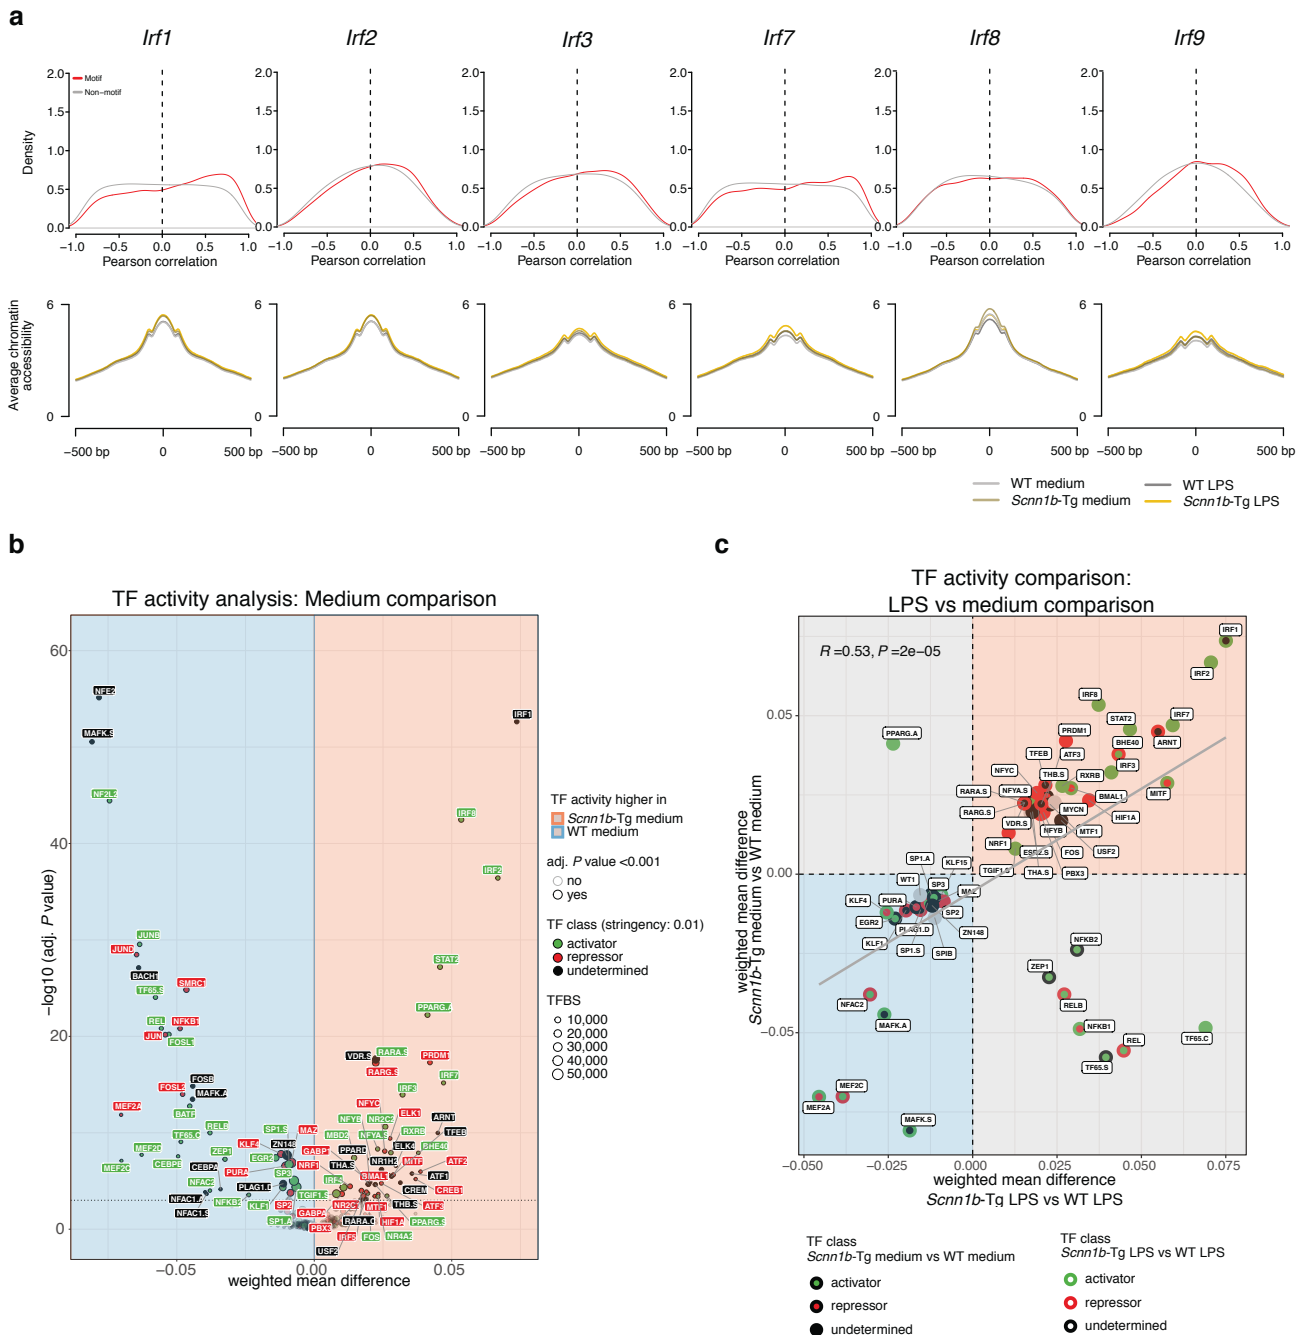

Supplementary Fig. 6

**Supplementary Figure 6. Differential transcription factor activity orchestrates LPS responses in *Scnn1b*-Tg AMs.** (a) Top panel: Foreground (red) and background (grey) distributions of Pearson correlations between gene expression ( $n = 3$ ) and chromatin accessibility ( $n = 3$  per group) at assay for transposase-accessible chromatin sequencing (ATACseq) peaks of differentially active IRF transcription factors (TFs) in *Scnn1b*-transgenic (Tg) vs wild-type (WT) airway macrophages (AM) after 12 hours (hrs) LPS treatment. Lower panel: Profile plot of chromatin accessibility at assay for transposase-accessible chromatin sequencing (ATACseq) peaks with IRF motif. (b) Differential transcription factor (TF) activity analysis of medium treated *Scnn1b*-Tg AMs and WT AMs. A positive weighted mean difference indicates increased TF activity in

*Scnn1b*-Tg AMs cultured in medium for 12 hrs. Size indicates the number of TF binding sites (TFBS). Green labeled TFs are predicted activators, red labeled TFs are predicted repressors, and black labeled TFs have no direction assigned. **(c)** Pearson correlation of significantly enriched TFs (adj. *P* value <0.05) of the LPS and medium comparison of *Scnn1b*-Tg AMs and WT AMs. The gray diagonal represents the linear regression. Correlation coefficients and *P* values were calculated by the Pearson correlation method.

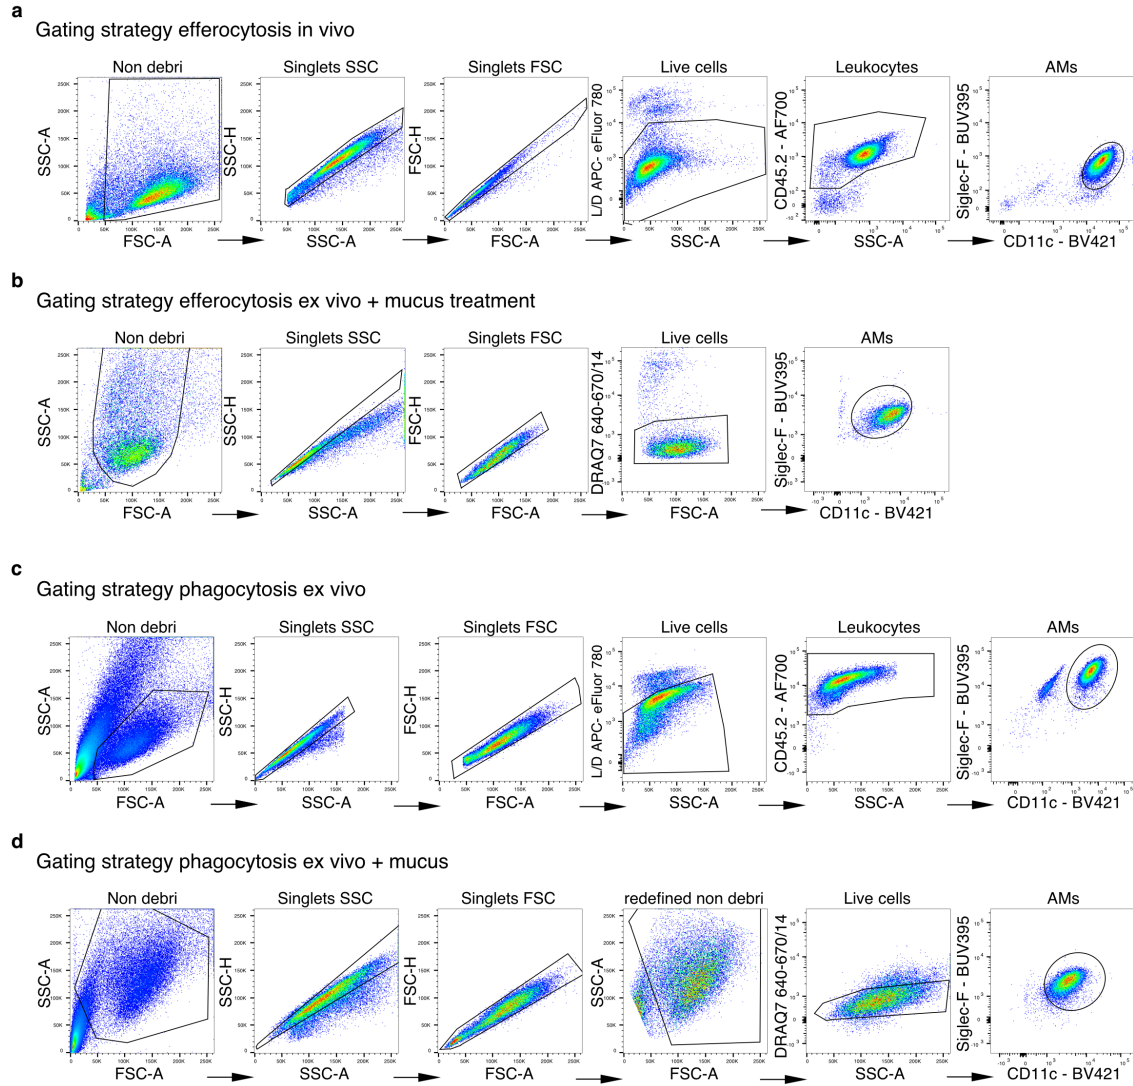

Supplementary Fig. 7

**Supplementary Figure 7. Gating strategy for efferocytosis and phagocytosis experiments.** (a) Gating strategy for efferocytosis assessment in vivo, using pHRodo Red labeled apoptotic cells. (b) Gating strategy for efferocytosis assessment in vitro. upon mucus treatment. (c) Gating strategy for phagocytosis assessment, using pHRodo-Red labelled *E. coli* particles. (d) Gating strategy for phagocytosis assessment upon mucus treatment.

**Supplementary Table 1. List of antibodies for efferocytosis and phagocytosis assay, surface stain, FACS, and Immunocytochemistry.**

| <b>Efferocytosis and Phagocytosis</b>                   |              |                    |                                                  |                                                                   |
|---------------------------------------------------------|--------------|--------------------|--------------------------------------------------|-------------------------------------------------------------------|
| <b>Antibody</b>                                         | <b>Clone</b> | <b>Fluorophor</b>  | <b>Dilution for BAL cells</b>                    | <b>Supplier</b>                                                   |
| Siglec-F                                                | E50-2440     | BUV395             | 1:400                                            | BD Biosciences                                                    |
| CD11c                                                   | N418         | BV421              | 1:400                                            | BD Biosciences                                                    |
| CD45.2                                                  | 104          | AF700              | 1:400                                            | BD Biosciences                                                    |
| CD16/CD32                                               | 2.4G2        |                    | 1:200                                            | BD Biosciences                                                    |
| <b>Surface stain</b>                                    |              |                    |                                                  |                                                                   |
| <b>Antibody</b>                                         | <b>Clone</b> | <b>Fluorophor</b>  | <b>Concentration 1x10<sup>6</sup> lung cells</b> | <b>Supplier</b>                                                   |
| CD206                                                   | C068C2       | PE-Cy7             | 1 ug/ml                                          | Biolegend                                                         |
| CD301b (MGL2)                                           | URA-1        | PE-Dazzle 594      | 2 ug/ml                                          | Biolegend                                                         |
| CD369 (CLEC7A)                                          | bg1fpj       | PerCp-eFluor710    | 1 ug/ml                                          | eBiosciences                                                      |
| CD64                                                    | X54-5/7.1    | BV711              | 1 ug/ml                                          | Biolegend                                                         |
| MerTK                                                   | 2B10C42      | PE                 | 1 ug/ml                                          | Biolegend                                                         |
| MHCII                                                   | M5/114.15.2  | BV510              | 0.25 ug/ml                                       | Biolegend                                                         |
| CD200R                                                  | OX110        | AF647              | 2 ug/ml                                          | BD Biosciences                                                    |
| CD38                                                    | 90           | Pacific Blue       | 1 ug/ml                                          | Biolegend                                                         |
| CD86                                                    | GL-1         | PerCp-Cy5.5        | 2 ug/ml                                          | Biolegend                                                         |
| CD68                                                    | FA-11        | APC                | 1 ug/ml                                          | Biolegend                                                         |
| CD163                                                   | TNKUPJ       | Super Bright 436   | 2 ug/ml                                          | eBiosciences                                                      |
| CD209a                                                  | 5H10         | BV786              | 2 ug/ml                                          | BD Biosciences                                                    |
| CD11b                                                   | M1/70        | BV605              | 0.25 ug/ml                                       | Biolegend                                                         |
| CD11c                                                   | N418         | BV421              | 0.5 ug/ml                                        | BD Biosciences                                                    |
| CD45.2                                                  | 104          | AF700              | 0.5 ug/ml                                        | BD Biosciences                                                    |
| Siglec-F                                                | E50-2440     | BB515              | 0.25 ug/ml                                       | BD Biosciences                                                    |
| CD16/CD32                                               | 2.4G2        |                    | 2.5 ug/ml                                        | BD Biosciences                                                    |
| <b>FACS</b>                                             |              |                    |                                                  |                                                                   |
| <b>Antibody</b>                                         | <b>Clone</b> | <b>Fluorophor</b>  | <b>Concentration 1x10<sup>6</sup> lung cells</b> | <b>Supplier</b>                                                   |
| CD11c                                                   | N418         | BV421              | 0.5 ug/ml                                        | BD Biosciences                                                    |
| Siglec-F                                                | E50-2440     | PE                 | 0.25 ug/ml                                       | BD Biosciences                                                    |
| CD45.2                                                  | 104          | AF700, APC, PE-Cy7 | 0.5 ug/ml                                        | BD Biosciences                                                    |
| CD16/CD32                                               | 2.4G2        |                    | 2.5 ug/ml                                        | BD Biosciences                                                    |
| <b>Immunocytochemistry</b>                              |              |                    |                                                  |                                                                   |
| <b>Antibody</b>                                         | <b>Clone</b> | <b>Fluorophor</b>  | <b>Dilution</b>                                  | <b>Supplier</b>                                                   |
| F(ab') <sub>2</sub> fragment goat anti-rabbit IgG (H+L) | Polyclonal   | AF647              | 1:200                                            | Life Technologies                                                 |
| F(ab') <sub>2</sub> fragment goat anti-rat IgG (H+L)    | Polyclonal   | AF488              | 1:300                                            | Life Technologies                                                 |
| F(ab') <sub>2</sub> fragment goat anti-mouse IgG (H+L)  | Polyclonal   | AF488              | 1:200                                            | Life Technologies                                                 |
| Rat anti-mouse-MerTK                                    | MAB591       |                    | 1:20                                             | R&D Systems Inc                                                   |
| Mouse anti-mouse-acetylated-a-tubulin                   | 6-11B-1      |                    | 1:200                                            | Life Technologies                                                 |
| Rabbit anti-mouse-SCNN1B                                |              |                    | 1:20                                             | provided by Prof. Dr. C. Korbmayer, University Erlangen-Nuremberg |

**Supplementary Table 2. List of gene expression assays.**

| Primer and Probe sets  |                                                    |                                     |                          |               |
|------------------------|----------------------------------------------------|-------------------------------------|--------------------------|---------------|
| Gene                   | Primer                                             | Probe                               | Supplier                 | Assay ID      |
| Il6                    | fwd, 5'-gaggataccactccaacagacc-3'                  | 5'-FAM-cagaattgccattgcacaa-TAMRA-3' | Eurofins Genomics GmbH   |               |
|                        | rev, 5'-aagtgcacatcggtgttcataca-3'                 |                                     | Eurofins Genomics GmbH   |               |
| Tnf                    | fwd, 5'-catcttctcaaaattcgagtgacaa-3'               | 5'-FAM-cacgtcgtagcaaac-TAMRA-3'     | Eurofins Genomics GmbH   |               |
|                        | rev, 5'-tgggagtagacaaggtacaaccc-3'                 |                                     | Eurofins Genomics GmbH   |               |
| Nos2                   | Primer sequences are not disclosed by the supplier |                                     | Thermo Fisher Scientific | Mm00440502_m1 |
| Il1b                   |                                                    |                                     | Thermo Fisher Scientific | Mm00434228_m1 |
| Il12                   |                                                    |                                     | Thermo Fisher Scientific | Mm01288989_m1 |
| Mmp12                  |                                                    |                                     | Thermo Fisher Scientific | Mm00500554_m1 |
| Arg1                   |                                                    |                                     | Thermo Fisher Scientific | Mm00475988_m1 |
| Ccl22                  |                                                    |                                     | Thermo Fisher Scientific | Mm00436439_m1 |
| Ccl17                  |                                                    |                                     | Thermo Fisher Scientific | Mm01244826_g1 |
| Cd86                   |                                                    |                                     | Thermo Fisher Scientific | Mm00444543_m1 |
| Cxcr1                  |                                                    |                                     | Thermo Fisher Scientific | Mm00731329_s1 |
| Trem2                  |                                                    |                                     | Thermo Fisher Scientific | Mm04209424_g1 |
| Ptgs1                  |                                                    |                                     | Thermo Fisher Scientific | Mm00477214_m1 |
| Ptgir                  |                                                    |                                     | Thermo Fisher Scientific | Mm00801939_m1 |
| Anpep                  |                                                    |                                     | Thermo Fisher Scientific | Mm00476227_m1 |
| Igf1                   |                                                    |                                     | Thermo Fisher Scientific | Mm00439560_m1 |
| Igf2bp3                |                                                    |                                     | Thermo Fisher Scientific | Mm00502738_m1 |
| Gapdh (primer limited) |                                                    |                                     | Thermo Fisher Scientific | 4352339E      |

# Supplementary material for: Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease
**Source:** Nat Commun. 2021 Nov 11;12:6520. doi: 10.1038/s41467-021-26777-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** List of differentially methylated regions comparing *Scnn1b* transgenic and wild-type airway macrophages at baseline. Differentially methylated regions (DMRs) were defined by DSS. DMRs are characterized by at least three CpGs with adjusted (adj)  $P$  value  $<0.05$ , width of  $>50$  bp, and an average change of methylation  $>0.1$ .

**File Name:** Supplementary Data 2

**Description:** List of differentially accessible regions comparing *Scnn1b* transgenic and wild-type airway macrophages at baseline. Differentially accessible regions (DARs) were defined by DiffBind. DARs are characterized by an adjusted  $P$  value  $<0.05$  and  $\log_2$  fold change  $>1$ .

**File Name:** Supplementary Data 3

**Description:** List of differentially expressed genes comparing *Scnn1b*-transgenic and wild-type airway macrophages at baseline. Differentially expressed genes (DEGs) were defined by DESeq2. DEGs are characterized by an adjusted  $P$  value  $<0.1$  and  $\log_2$  fold change  $>0.5$ .

**File Name:** Supplementary Data 4

**Description:** List of differentially expressed genes comparing *Scnn1b* transgenic and wild-type airway macrophages post lipopolysaccharide and medium treatment. Differentially expressed genes (DEGs) were defined by DESeq2. DEGs are characterized by an adjusted  $P$  value  $<0.05$  and  $\log_2$  fold change  $>1$ .

**File Name:** Supplementary Data 5

**Description:** List of differentially accessible regions comparing *Scnn1b*-transgenic and wild-type airway macrophages post lipopolysaccharide and medium treatment. Differentially accessible regions (DARs) were defined by DiffBind. DARs are characterized by an adjusted  $P$  value  $<0.05$  and  $\log_2$  fold change  $>1$ .

**File Name:** Supplementary Data 6

**Description:** HOMER transcription factor motif enrichment results of differentially accessible regions with increased accessibility in *Scnn1b*-transgenic vs wild-type airway macrophages post lipopolysaccharide treatment.

**File Name:** Supplementary Data 7

**Description:** List of differentially accessible regions comparing lipopolysaccharide- and medium-treated airway macrophages. Differentially accessible regions (DARs) were defined by DiffBind. DARs are characterized by an adjusted *P* value <0.05 and log2 fold change >2.

# Supplementary material for: Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease
**Source:** Nat Commun. 2021 Nov 11;12:6520. doi: 10.1038/s41467-021-26777-9
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Immunofluorescence pictures were acquired with a Leica TCS SP8 (Leica Microsystems).

Cells were sorted using a standard BD Fusion equipped with 100-mW 405-nm, 100-mW 488-nm, 80-mW 561-nm, 80-mW 640-nm lasers and an ND2.0 filter in front of the FSC photodiode, a nozzle size of 100  $\mu$ m, and corresponding BD FACsFlow sheath pressure of 20 psi, matched with a transducer frequency of 32 kHz.

tWGBS libraries were prepared as previously described (see Methods section) and sequenced paired-end, 125 bp, on one lane of a HiSeq2000 v4 sequencer (Illumina) per sample.

ATAC libraries were prepared as previously described (see Methods section) and sequenced paired-end, 125 bp, on one lane of a HiSeq2000 v4 sequencer (Illumina).

RNAseq libraries were prepared with the SMART-Seqv4 Ultra low Input RNA Kit as well as the NEBNext Ultra II Directional RNA Library Prep Kit from Illumina. Sequencing was performed on a High Seq 2000 v4, paired-end, 125 bp platform (Illumina) and Next Seq 500, single-end, 75 bp platform (Illumina), respectively.

qPCR data were acquired using 7500 Real Time PCR System SDS Software (Applied Biosystems).

Cytometric bead array (BD Biosciences) was measured on a BD FortessaLSR.

Cytokine data were acquired on a Luminex 200.

Data analysis

Immunofluorescence pictures were analyzed using the LASX v3.5.19976 software and FIJI v2.0.0.

Flow cytometry data were analysed using FACSDiva software v8.0, Cytex Spectroflow and FlowJo 10.7 (BD Biosciences). Surface marker expression data was analysed with FlowSom v1.18.0 and ConsensusClusterPlus v1.5.0. UMAP was performed by subsampling 5000 cells per samples and the R package umap v0.2.4.1.

Cytometric bead array was quantified according to a standard curve using the BD Cytometric Bead Array FCAP Array Software v3 (BD Biosciences).

Cytokine concentrations were analysed using Bio-Plex Manager 6.2 software.

Sequencing data processing and analytical steps were performed using established software tools.

Processing pipelines:

WGBS processing pipeline: CWL workflow ([https://github.com/CompEpigen/WGBS\\_workflows](https://github.com/CompEpigen/WGBS_workflows); Trimmomatic v0.3, bwa mem v0.7.8, Picard v1.125, MethylDackel v0.3.0)

ATACseq processing pipeline: kundajelab/atac\_dnase\_pipelines v0.3.0

RNAseq processing pipeline: nf-core RNAseq pipeline v1.2

List of further software:

R v3.6, diffTF v 1.3.3, Graph Pad Prism 6, Ingenuity Pathway Analysis, Metascape (webtool),

List of R libraries:

bsseq v1.20.0, DSS v2.32.0, DiffBind v2.14.0, ChIPseeker v1.22.1, TxDb.Mmusculus.UCSC.mm10.knownGene v3.10.0, DESeq2 v1.26.0, limma v3.42.2, Homer v4.10, Gviz v1.30.3, clusterProfiler v3.12.0, peakSeason v0.1.0, MuSiC v0.1.1, FlowSom v1.18.0, ConsensusClusterPlus v1.5.0.0, umap v0.2.4.1, LOLA

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data generated in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE154808:

WGBS of baseline replicates GSE154803; ATACseq of baseline replicates GSE154804; RNAseq of baseline replicates GSE154805; RNAseq of LPS/medium treated replicates GSE154806; ATACseq of LPS/medium treated replicates GSE154807

The SubSeries include the results of downstream statistical analysis, such as differentially expressed genes, differentially methylated regions as well as differentially accessible regions.

mm10 reference genome was downloaded from ENCODE ([https://www.encodeproject.org/files/mm10\\_no\\_alt\\_analysis\\_set\\_ENCODE/@download/mm10\\_no\\_alt\\_analysis\\_set\\_ENCODE.fasta.gz](https://www.encodeproject.org/files/mm10_no_alt_analysis_set_ENCODE/@download/mm10_no_alt_analysis_set_ENCODE.fasta.gz)).

Gen code gene annotation release M20 was downloaded from Gencode ([https://www.gencodegenes.org/mouse/release\\_M20.html](https://www.gencodegenes.org/mouse/release_M20.html)).

Furthermore, we used custom gene sets from Saini et al., 2014.

In silico predicted transcription factor binding sites were acquired from the HOCOMOCO 10 database ([https://hocomoco11.autosome.ru/downloads\\_v10](https://hocomoco11.autosome.ru/downloads_v10)).

To cluster differentially active transcription factors, the clustering results of RSAT were used.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on prior knowledge of good sample sizes (Trojanek et al. 2014, Saini et al. 2014, Mall et al. 2004) to ensure adequate data for reliable assessments as well as feasibility sequencing data generation. Sample sizes are indicated in the figure legends.                                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | Data was excluded based on QC results for individual assays. WGBS samples used for downstream analysis had a bisulfite conversion rate of above 98% and more than 95% of all reference CpGs were covered. Each baseline ATACseq replicate achieved a minimum of 50 million non-duplicated, non-mitochondrial reads. The irreproducible discovery rate was less than two for each Scnn1b-Tg and WT group of replicates. The fraction of reads in called peaks was above 0.5. All RNA samples reached an RNA integrity number (RIN) > 8.5.                                                                                                                                                    |
| Replication     | All experiments were performed in at least three biological replicates and specific sample sizes are mentioned in the figure legends. Most experiments contain statistical analysis and significances of the results are indicated in the figure or figure legend. For immunofluorescence data and flow cytometry, representative images are shown.                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | Our samples were derived from two genetically distinct groups of animals. To maintain the colony, wild-type (WT) and Scnn1b-Transgenic (Tg) mice were bred together, resulting in litters comprised of mice with Scnn1b-Tg and WT genetic background. In studies involving baseline characterization of animal groups, we allocated litter mates of different genotype into one experiment, to control for husbandry differences between cages. Sex bias was controlled by allocating equal numbers of male and female mice into the experiment (for sequencing experiments only female mice were used). The same procedure was used to allocate animals in LPS or mucus treatment studies. |
| Blinding        | To distinguish Scnn1b-transgenic (Tg) and wild-type (WT) animals in the same cage, mice were genotyped and labeled by ear marks. The scientist conducting the experiments had to verify the ear mark on the mouse to use the correct genotype. Our studies did not involve behavioral assessment or treatment outcome in live animals, for which unblinded studies can induce a high bias in observers. Upon sample collection all allocated groups were known to the researcher. Downstream molecular analysis and statistical analysis should provide objective outcomes.                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Efferocytosis and Phagocytosis:  
 Siglec-F, clone E50-2440, BUV395, 1:400, supplier BD Biosciences, Cat. Nr. 740280  
 CD11c, clone N418, BV421, 1:400, supplier BD Biosciences, Cat. Nr. 565452  
 CD45.2, clone 104, AF700, 1:400, supplier BD Biosciences, Cat. Nr. 560693  
 CD16/CD32 (Mouse BD Fc Block), clone 2.4G2, 1:200, supplier BD Biosciences, Cat. Nr. 553142  
 Surface staining:  
 CD206, clone C068C2, PE-Cy7, 1 ug/ml, supplier Biolegend, Cat. Nr. 141720  
 CD301b (MGL2), clone URA-1, PE-Dazzle, 594 2 ug/ml, supplier Biolegend, Cat. Nr. 146816  
 CD369 (CLEC7A), clone bg1fpj, PerCp-eFluor710, 1 ug/ml, supplier eBiosciences, Cat. Nr. 46-5859-82  
 CD64, clone X54-5/7.1, BV711, 1 ug/ml, supplier Biolegend, Cat. Nr. 139311  
 MerTK, clone 2B10C42, PE, 1 ug/ml, supplier Biolegend, Cat. Nr. 151506  
 MHCII, clone M5/114.15.2, BV510, 0.25 ug/ml, supplier Biolegend, Cat. Nr. 107636  
 CD200R, clone OX110, AF647, 2 ug/ml, supplier BD Biosciences, Cat. Nr. 566345  
 CD38, clone 90, Pacific Blue, 1 ug/ml, supplier Biolegend, Cat. Nr. 102720  
 CD86, clone GL-1, PerCp-Cy5.5, 2 ug/ml, supplier Biolegend, Cat. Nr. 105028  
 CD68, clone FA-11, APC, 1 ug/ml, supplier Biolegend, Cat. Nr. 137008  
 CD163, clone TNKUPJ, Super Bright 436, 2 ug/ml, supplier eBiosciences, Cat. Nr. 62-1631-82  
 CD209a, clone 5H10, BV786, 2 ug/ml, supplier BD Biosciences, Cat. Nr. 741023

CD11b, clone M1/70, BV605, 0.25 ug/ml, supplier Biolegend, Cat. Nr. 101257  
 CD11c, clone N418, BV421, 0.5 ug/ml, supplier BD Biosciences, Cat. Nr. 565452  
 CD45.2, clone 104, AF700, 0.5 ug/ml, supplier BD Biosciences, Cat. Nr. 560693  
 Siglec-F, clone E50-2440, BB515, 0.25 ug/ml, supplier BD Biosciences, Cat. Nr. 564514  
 CD16/CD32 (Mouse BD Fc Block), clone 2.4G2, 2.5 ug/ml, supplier BD Biosciences, Cat. Nr. 553142

#### FACS:

CD11c, clone N418, BV421, 0.5 ug/ml, supplier BD Biosciences, Cat. Nr. 565452  
 Siglec-F, clone E50-2440, PE, 0.25 ug/ml, supplier BD Biosciences, Cat. Nr. 552126  
 CD45.2, clone 104, AF700, APC, PE-Cy7, 0.5 ug/ml, supplier BD Biosciences, Cat. Nr. 560693 (AF700), 558702 (APC), 560696 (PE-Cy7)  
 CD16/CD32 (Mouse BD Fc Block), clone 2.4G2, 2.5 ug/ml, supplier BD Biosciences, Cat. Nr. 553142

#### Fluorescence microscopy:

F(ab')<sub>2</sub> fragment goat anti-rabbit IgG (H+L), polyclonal, AF647, 1:200, supplier Life Technologies, Cat. Nr. A-21246  
 F(ab')<sub>2</sub> fragment goat anti-rat IgG (H+L), polyclonal, AF488, 1:300, supplier Life Technologies, Cat. Nr. A-11006  
 F(ab')<sub>2</sub> fragment goat anti-mouse IgG (H+L), polyclonal, AF488, 1:200, supplier Life Technologies, Cat. Nr. A48286  
 Rat anti-mouse-MerTK, clone MAB591, 1:20, supplier R&D Systems Inc., Cat. Nr. MAB591-100  
 Mouse anti-mouse-acetylated-a-tubulin, clone 6-11B-1, 1:200, supplier Life Technologies, Cat. Nr. 32-2700  
 Rabbit anti-mouse-SCNN1B, 1:20

#### Validation

SCNN1B was kindly provided by Prof. Dr. C. Korbmayer, University Erlangen-Nuremberg and previously used in Seys et al., 2015 (doi:10.1371/journal.pone.0129897).  
 Siglec-F clone E50-2440 was validated by the supplier on bone-marrow myeloid cells and cited in the following publication: Angata T, et al. J Biol Chem. doi: 10.1074/jbc.M108573200.  
 CD11c clone N418 was validated by the supplier on C57BL/6 mouse splenic leucocyte subsets and cited in the following publications: Crowley MT, et al. J Immunol Methods. doi: 10.1016/0022-1759(90)90318-p; Metlay JP, et al. J Exp Med.; doi: 10.1084/jem.171.5.1753.  
 CD45.2 clone 104 was validated by the supplier on splenocytes from BALB/c and SJL mice and cited in the following publications: Greimers R, et al. Cytometry. doi: 10.1002/(SICI)1097-0320(19960301)23:3<205::AID-CYTO4>3.0.CO;2-H; Johnson P, et al. J Exp Med. doi: 10.1084/jem.169.3.1179.  
 CD16/32 clone 2.4G2 was validated by the supplier on mouse spleen cells and cited in the following publication: Araujo-Jorge T, et al. Infect Immun. doi: 10.1128/iai.61.11.4925-4928.1993.  
 CD206 clone C068C2 was validated by the supplier on BALB/c peritoneal macrophages and cited in the following publications: Xiang W, et al. Nat Commun. doi: 10.1038/s41467-018-04999-8; Gubin MM, et al. Cell. doi: 10.1016/j.cell.2018.09.030.  
 CD301b (MGL2) clone URA-1 was validated by the supplier on C57BL/6 bone marrow-derived dendritic cells and cited in the following publications: Sil P, et al. J Allergy Clin doi: 10.1016/j.jaci.2019.11.041; Utz SG, et al. Cell. doi: 10.1016/j.cell.2020.03.021.  
 CD64 clone X54-5/7.1 was validated by the supplier on C57BL/6 mouse bone-marrow cells and cited in the following publications: Buschor S, et al. PLoS Pathogens. doi: 10.1371/journal.ppat.1006476; Gentek R, et al. Immunity. doi: 10.1016/j.immuni.2018.04.025.  
 MerTK clone 2B10C42 was validated by the supplier on C57BL/6 mouse splenocytes and cited in the following publications: Martínez-López M et al. Immunity. doi: 10.1016/j.immuni.2018.12.020; Hou X, et al. Cell Reports. doi: 10.1016/j.celrep.2019.06.007.  
 MHCII clone M5/114.15.2 was validated by the supplier on C57BL/6 mouse splenocytes and cited in the following publications: Eddy W, et al. The Journal of Immunology. doi: 10.4049/jimmunol.1601777; Hammer A, et al. Front Immunol. doi: 10.3389/fimmu.2017.01922.  
 CD38 clone 90 was validated by the supplier on C57BL/6 mouse splenocytes and cited in the following publications: Yang P et al. Cell Syst. doi: 10.1016/j.cels.2019.03.012; Adachi Y, et al. Nat Commun. doi: 10.1038/s41467-019-11821-6.  
 CD86 clone GL-1 was validated by the supplier on LPS-stimulated C57BL/6 mouse splenocytes and cited in the following publications: Raso F, et al. J Clin Invest. doi: 10.1172/JCI99597; Hammer A, et al. Front Immunol. doi: 10.3389/fimmu.2017.01922  
 CD68 clone FA-11 was validated by the supplier on Thioglycolate-elicited BALB/c peritoneal macrophages and cited in the following publications: Wang X, et al. 2017. Br J Pharmacol. 10.1111/bph.13786; Wang Y et al. Cell. doi: 10.1016/j.cell.2017.08.041.  
 CD11b clone M1/70 was validated by the supplier on C57BL/6 mouse bone-marrow cells and cited in the following publications: Cohen M et al. Cell. doi: 10.1016/j.cell.2018.09.009; Campbell C et al. Immunity. doi: 10.1016/j.immuni.2018.04.013.  
 CD369 (CLEC7A) clone bg1fp was validated by the supplier on BALB/c lysed whole blood.  
 CD200R clone OX110 was validated by the supplier on mouse bone marrow and cited in the following publications: Jenmalm MC, et al. J Immunol. doi: 10.4049/jimmunol.176.1.191; Wright GJ, et al. J Immunol. doi: 10.4049/jimmunol.171.6.3034.  
 CD163 clone TNKUPJ was validated by the supplier on BALB/c mouse splenocytes.  
 CD209a clone 5H10 was cited in the following publications: Baribaud F, et al. J Virol. doi: 10.1128/JVI.75.21.10281-10289.2001.; Caminschi I, et al. Mol Immunol. doi: 10.1016/s0161-5890(01)00067-0.  
 F(ab')<sub>2</sub> fragment goat anti-rabbit IgG (H+L) was validated by the supplier by immunofluorescence analysis using A-431 cells stained with EGFR Rabbit Monoclonal Primary Antibody and cited in the following publication: Quadrato G, et al. Nature. doi: 10.1038/nature22047  
 F(ab')<sub>2</sub> fragment goat anti-rat IgG (H+L) was validated by the supplier by immunofluorescence analysis of Polyoma Virus Medium T in PyMT+ mammary tumor cells and mammary gland lymph node and cited in the following publication: Nüchel J, et al. Autophagy. doi: 10.1080/15548627.2017.1422850.  
 F(ab')<sub>2</sub> fragment goat anti-mouse IgG (H+L) was validated by the supplier by immunofluorescent analysis of tubulin in HeLa cells.  
 Rat anti-mouse-MerTK clone MAB591 was validated by the supplier in immersion fixed J774A.1 mouse cell line and cited in the following publication: Zhao GJ, et al. Mediators Inflamm. doi: 10.1155/2017/6848430.; Deng T, et al. Immunology. doi: 10.1111/j.1365-2567.2011.03511.x.  
 Mouse anti-mouse-acetylated-a-tubulin clone 6-11B-1 was validated by the supplier by immunofluorescence analysis on HeLa cells and cited in the following publication: Bosakova M, et al. EMBO Mol Med. doi: 10.15252/emmm.201911739; Munro I, et al. J Microsc. doi: 10.1111/jmi.12772.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | LA-4 (ATCC CCL-196)                                                                                                                                                                                                                |
| Authentication                                                    | Cells were freshly purchased from ATCC, expanded for stock generation according to ATCC protocols, and used for experimental procedures. Freshly purchased and expanded cell line was not further authenticated in our laboratory. |
| Mycoplasma contamination                                          | Freshly purchased and expanded cell line was not further tested.                                                                                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Scnn1b-Tg mice on C57BL/6 background and gut-corrected Cfrt <sup>-/-</sup> mice (Cfrtm1Unc Tg(FABPCFTR)) on C57BL/6 background were bred in-house under specific pathogen-free conditions and genotyped as previously described. For experiments involving FACS sorting, 6-week old female mice were used. For all other experiments gender matched 6-week old mice were used. WT littermates were used as control animals. Mice were housed at room temperatures of 22 degree C $\pm$ 2 degree C with 50-60% humidity and kept on a 12/12 h light/dark cycle with continuous access to food and water. |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All animal studies were approved by the animal welfare authorities responsible for the University of Heidelberg (Regierungspräsidium Karlsruhe, Karlsruhe, Germany).                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For all experiments using flow cytometry and FACS whole lungs were extracted from mice. For sort preparations lungs were digested with Dispase and after red blood cell lysis the single cell suspension was enriched by magnetic bead separation using CD45+ magnetic beads (Miltenyi Biotec). For flow cytometry other then sorts, lungs were digested with Collagenase D to obtain single cell suspensions and red blood cells were lysed.                                                                                                                                                                                                                            |
| Instrument                | Samples were sorted using a standard BD Fusion equipped with 100-mW 405-nm, 100-mW 488-nm, 80-mW 561-nm, 80-mW 640-nm lasers and an ND2.0 filter in front of the FSC photodiode, a nozzle size of 100 $\mu$ m, and corresponding BD FACSThe sheath pressure of 20 psi, matched with a transducer frequency of 32 kHz.<br>For surface staining samples were acquired on a standard 405/488/561/640nm laser engine CYTEK Aurora.<br>For efferocytosis and phagocytosis experiments samples were acquired on a BD LSRFortessa equipped with 20-mW 355-nm, 50-mW 405-nm, 50-mW 488-nm, 50-mW 561-nm, 40-mW 640-nm lasers and an ND1.0 filter in front of the FSC photodiode. |
| Software                  | Data were analysed using FACSDiva software v8.0, Cytek Spectroflow and FlowJo 10.7.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | Sorted AMs represented 9-15 % of leukocyte population. Purity check of sorted cells was performed on selected samples from each run confirming purities ranging 95-99%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Gating strategy           | Gating was performed according to ISAC MIFlowcyt standards. Gating on non-debri cells was resolved on FSC-A and SSC-A. Following doublet exclusion on SSC-H and SSC-A, and FSC-H and FSC-A. The obtained singlet cells were further gated on viability, using 7-AAD or I/d fixable dye eFluor780. The gating strategies following doublet exclusion are shown in supplementary figures. FMO controls were used as gating controls, when low spectral overlap did not skew the populations. This was the case for all chosen colors, and antibodies matches in our experimental setup.                                                                                    |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

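RNAseq counts of sorted AMs from 6 *Scnn1b*-Tg and 6 WT mice, 6 weeks old, were analysed. The authors aligned the reads with HISAT2 to mm10 in the nf-core RNAseq pipeline, without using strand, and made gene counts with StringTie's prepDE script and the GENCODE M20 annotation. The deposited counts are whole numbers computed from transcript coverage and are not normalized. The paper describes paired-end and single-end libraries and the labels do not give the kind of each library. Batch 4 has lower totals than batches 1 to 3, and within batch 4 the WT and the *Scnn1b*-Tg libraries come from different flow cells. Because the counts were made without strand, genes that overlap on opposite strands can share counts, and pseudogenes can share them with their parent genes.

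The count table has 19161 rows and no gene names. The paper's mean normalized count of a gene is a weighted sum of its 12 counts. The 12 weights were fitted by least squares, and each of the 1999 genes in the copy of Supplementary Data 3 was then paired with the row that gave its mean within a relative difference of 1e-12. The next closest row differed by at least 2.9e-07. With the weights fitted on the other genes, 999 of 999 held-out genes were given the same row. In order of identifier, the row number rose in 1998 of 1998 neighbouring pairs. DESeq2's statistic, refitted with the 4 batches as a covariate, correlated with the paper's across these genes at 0.999999, against 0.989 with 6 pairs and 0.877 with genotype only, so the littermate in the paper's design was taken to be the batch. The pairing uses the paper's own values for identity only. Of the 1999 genes, 1977 were found in the table of gene names. Gene positions come from GENCODE M21, which has the same genome build as the counts.

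The main comparison used edgeR 4.0.16 in R 4.3.3 with TMM factors, edgeR's expression filter and the quasi-likelihood test, with batch (4 levels) as a covariate. DEGs had an adjusted p-value under 0.1 (Benjamini-Hochberg) and an absolute log2 fold change above 0.5, the paper's thresholds. Standard errors were computed from the fold change and the F statistic. A test of the difference in genotype effect between batches 1 to 3 and batch 4 used an added coefficient in the same model. Clustering followed the paper's methods, with regularized log counts from DESeq2 1.42.0 and batch removal from limma 3.58.1. Promoter methylation came from the copy of Supplementary Data 1, which holds 1900 of 1926 DMRs.

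Batches pair the libraries by the labels. The deviations of same-batch libraries from their genotype means correlated at 0.599, 0.622 and 0.453 in batches 1, 2 and 3. These means include batch 4, so the difference between batches 1 to 3 and batch 4 enters the correlations. They therefore cannot tell pairs from other libraries of batches 1 to 3. For batch 4, deviations were taken from the genotype means within that batch, which is another measure. By it, the numbers within batch 4 do not pair the libraries (correlations −0.0644, 0.0014 and −0.0058). No 2 libraries of one genotype differed by less than the sampling noise: over the 30 pairs of libraries of one genotype, the lowest chi-square per row was 61.9.

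The genes named are those the paper names for this comparison in its text and figures, the genes measured by qPCR, *Scnn1b*, the genes of the sorting markers, 4 cytokine genes, and the 5 largest rises and 5 largest falls among DEGs that changed in the same direction in every batch. This rule, the main designs, the marker lists and the alternatives were set before the data were examined. The alternatives covered normalization, filters, the block, the test, thresholds, parts of the libraries and left-out libraries. The DESeq2 setting with fold changes shrunken by contrast was chosen after seeing the values. *Ccl22*, *Itgax*, *Il1b*, *Il6* and *Il12b* were not analysed here, because the copy of Supplementary Data 3 does not hold them. The set tests of marker lists and cell type lists were not run, because the named genes are selected by p-value, and a check of GC content or gene length was void for the same reason. The lists of resident airway macrophages, monocytes, neutrophils, eosinophils, dendritic cells, B cells, T and NK cells, epithelium, red blood cells, dissociation response, proliferation, interferon response and MHC class II are therefore given as counts. The dissociation response list was also compared with random lists of named rows, which carry the same selection, so that this comparison covers p-selected genes only.

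The procedures were tested on simulated data, drawn from the means and library sizes of the real rows with 200 rows changed. On 15920 rows, edgeR recovered 168 of the 200 (84%), with 9.68% false calls. DESeq2, on 14917 rows, recovered 90.5% with 33.0% false calls, and limma-voom, on 15920 rows, 88.5% with 30.9%. EdgeR's test of the batch difference recovered 58% on 15915 rows with 7.2% false calls. The simulation used edgeR's own dispersions, which favours edgeR in this comparison. The changed rows had a median size from 1.98 to 2.04 on the log2 scale across these tests. Most of the 60 DEGs changed less, for example *Trem2* with a log2 fold change of 0.51. The recovered shares therefore do not tell how many of such smaller changes each test would find. With no row changed, edgeR made 0 calls on 15895 rows. The pairing procedure gave 2000 of 2000 simulated genes their own row.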

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

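The main edgeR tests, the fits without 1 library, the comparison of splits and the marker lists were set in advance. The other tests in this part were chosen only after the results had been seen.

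Of 88 groups of 6 libraries, 6 had 1 library far from the others, where chance gives about 1 in 20, and in all 6 it was the *Scnn1b*-Tg library of batch 1 (Tg 1). Its values were 131 CPM for *Igf1*, 41.1 CPM for *Marcks*, 23.5 CPM for *Ccl17*, 49.5 CPM for *Ptgs1*, 191 CPM for *Ccl9* and 12.6 CPM for *AA467197*. Dendritic cells in Tg 1 are a candidate source. Of the 8 genes on the dendritic cell list 3 had a name, and all 3 were highest in Tg 1 among *Scnn1b*-Tg libraries, as 26.7% of named rows are. *Mgl2* reached 47.4 CPM and *Cd209a* 35.8 CPM in Tg 1, against at most 5.49 CPM and 2.07 CPM in the other *Scnn1b*-Tg libraries, and *Flt3* 2.73 CPM. *Cd209a* and *Mgl2* are also on the paper's panel of alternative surface markers, so that a change in the AMs themselves stays open. A level shared by the libraries of batch 1 stays open too. Of the 6 genes, 5 were also highest in the WT library of batch 1 among WT libraries, as 22.0% of named rows are, while *Ptgs1* was not. There were 22 DEGs without Tg 1 and 23 without the WT library of batch 1. Either omission takes batch 1 out of the comparison, so these counts do not single out Tg 1.

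A total of 19 rows had a genotype effect that differed between batches 1 to 3 and batch 4 at an adjusted p-value under 0.1 (of 16972 rows tested, and 1130 at an unadjusted p-value under 0.05). In 17 the log2 fold change was higher in batch 4 and in 2 it was lower, which is a direction and not a size of effect, and 14 had a name. None of the 60 DEGs was among them (0 of 60). As many rows came from 2 of the 80 splits within batches, the real one included. The other one left batch 4 as labelled, exchanged the labels in batches 1 to 3 and gave 111 rows. With that exchange, a genotype effect common to both batch groups counts as a difference between them. The splits other than the real one gave a median of 5 rows. *Fosb*, *Ccl3*, *Plk3* and *Trib1* are examples of a larger effect in batch 4: *Fosb* had 124 CPM in *Scnn1b*-Tg and 31.1 CPM in WT libraries there, against 11.4 and 9.82 CPM in batches 1 to 3. An early response to handling in the *Scnn1b*-Tg libraries of batch 4 may account for part of the pattern. The 4 named genes among the 11 of the dissociation list had a median difference in effect of 1.31 on the log2 scale, above that of 99.2% of 10000 random lists of named rows with similar expression. *Fosb* belongs both to the list and to the 14 genes, and the list and the random lists hold p-selected genes only, so that the support is limited. Different sequencing runs of the genotypes in batch 4 cannot be told apart from genotype there, since 0 flow cells of batch 4 held both genotypes. A biological difference between the mice of batch 4 and the others was not tested.

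*Rftn1*, *Mgat1* and *Ptger4* differed in batches 1 to 3 and far less in batch 4. *Rftn1* had 11.9 CPM in *Scnn1b*-Tg and 98.3 CPM in WT libraries of batches 1 to 3, and 99.9 and 98.4 CPM in batch 4. Counts that switch between libraries whatever the genotype could give such a pattern. In batch 4, 0 of the 19 rows changed by at least 16-fold between libraries of one genotype while reaching 10 CPM. No such switching was therefore seen for them there. Batches 1 to 3 hold 1 library of each genotype, so this check cannot be made within them. Of 22 rows with a log2 difference above 2 in every pair of batches 1 to 3, 9 went in the same direction in all pairs (40.9%, where chance gives 25%, exact binomial p = 0.0895), which leaves counts that switch between libraries whatever the genotype and a difference by genotype open.

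The log2 fold change of *Scnn1b*, the transgene, was 2.96 (standard error 0.81, adjusted p = 0.304 from edgeR's quasi-likelihood test). The paper states that the transgene is under the club cell secretory protein promoter. By fluorescence microscopy it found no SCNN1B protein in MerTK-positive AMs of either genotype. Supplementary Data 3 lists the gene with a log2 fold change of 0.26 (adjusted p = 0.0794 from DESeq2), under the fold change threshold. That value is shrunken toward 0, whereas the 2.96 is not. It reached 72.0 CPM in the *Scnn1b*-Tg library of batch 1 and 54.1 CPM in that of batch 2, and at most 4.35 CPM in the other *Scnn1b*-Tg libraries. In batch 3 the 2 libraries hardly differed, at 1.88 CPM in *Scnn1b*-Tg and 1.48 CPM in WT. The WT libraries of batches 1 and 2 had 11.6 and 12.8 CPM, and the 3 WT libraries of batch 4 at most 0.297 CPM. Reads leaking from the *Scnn1b*-Tg to the WT library of a batch would set a ratio that no other gene could fall below, yet 15 of the 2724 rows at least as high in batch 1, and 25 of 3404 in batch 2, had a lower share in WT, which argues against reads leaking as the cause of the values in WT. RNA of airway epithelial cells in the sorted AMs cannot be told apart from expression in AMs, since 1 gene of the 9 on the epithelial list, *Lyz1*, had a name and AMs express it as well (294 CPM against 238 CPM).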

How the results depend on the processing

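The direction of every named gene was the same in all fits with all 12 libraries. Over the named genes, 512 values came from alternatives other than left-out libraries: 388 kept their side of the threshold, 96 were weaker, 27 stronger and 1 reversed. The reversed value is *Tnf* within batches 1 to 3, −0.24, against 0.72 over all libraries. Of 516 values with a library left out, 402 kept their side, 111 were weaker and 3 stronger. The causes of changes were not tested unless given.

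With 60 DEGs (50 higher, 10 lower), DESeq2's size factors gave 63 and no filter 56. At least 10 counts in every library gave 89, of which 19 were lower. The stricter threshold gave 38, with 4 lower, and no fold change threshold gave 18 lower. Limma-voom gave 97 (77 higher, 20 lower). DESeq2's Wald test gave 248 without shrinkage (181 higher, 67 lower), 86 with shrunken fold changes (69 higher, 17 lower), and 163 (117 higher, 46 lower) with those shrunken by contrast, the last chosen after seeing the values. The share that was higher fell from 83.3% to 73.0% without shrinkage. Without the replicate block there were 0 DEGs (0 higher, 0 lower, and 270 rows with an unadjusted p-value under 0.05). With a replicate block of 6 pairs there were 28 (25 higher, 3 lower), although the numbers do not pair the libraries of batch 4, and with 2 library groups 30 (27 higher, 3 lower). Fewer libraries gave 0 DEGs within batches 1 to 3 (0 higher, 0 lower, and 1009 rows with an unadjusted p-value under 0.05), and 52 within batch 4, of which 16 were among the 60. Across the 12 fits that each left out one library, DEGs ranged from 22 (without Tg 1, and 23 without its partner WT 1) to 53 (without Tg 4-2), higher from 19 to 47, and lower from 2 to 7. 20 of the 60 were DEGs in every such fit.

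The clustering placed 12 of 12 libraries with their genotype. With complete linkage it placed 10, and 10 of the 80 splits, the real one included, were matched at least this well. Without removal of batch it placed 6, and the tree followed the batches. For promoter DMRs, r was −0.75, between −0.91 and −0.25 over the alternatives set in advance, and −0.65 (permutation p = 0.0112) with DESeq2 fold changes shrunken by contrast. The genotype effect that differed between batches had 19 rows, 16 with DESeq2's size factors, 11 without a filter and 237 with DESeq2's Wald test, which includes the 19. The log2 fold change was higher in batch 4 in 17 of the 19, and in 139 of the 237, so that the direction was less uniform with DESeq2. The set tests of marker lists and of cell type lists were not run, nor were their alternatives, because the named genes are selected by p-value.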

Differences from the paper's values

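The paper reports 117 genes higher and 46 lower in *Scnn1b*-Tg AMs, against 50 and 10 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test without shrinkage gave 67 lower genes, within 1.5 times the paper's 46. None of the others closed the gap for the lower genes, and none of them closed it for the higher genes, which numbered between 0 and 181. DESeq2's Wald test with fold changes shrunken by contrast, a setting chosen after seeing the values, gave 117 and 46.

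The log2 fold changes of Supplementary Data 3 match those shrunken values: over 1999 genes the largest difference was 0.0035, and over the 32 named genes compared 0.00203. On the unshrunken scale used here, 17 of the 32 differ from the paper's by more than their standard error, and 32 have the same direction.

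The discussion names *Ccl2*, *Ccl9*, *Marcks*, *Arg1* and *Ptgs1* as upregulated with significance. With edgeR their adjusted p-values were 0.469, 0.134, 0.169, 0.368 and 0.328. With DESeq2's Wald test and fold changes shrunken by contrast, as in Supplementary Data 3, *Ccl9*, *Marcks* and *Ptgs1* are DEGs, while *Arg1* (the paper's log2 fold change is 0.26), *Ccl2* (0.43) and *Trem2* (0.48) stay under the fold change threshold in the paper's own table. Without shrinkage, DESeq2's log2 fold changes of *Arg1* (5.58), *Ccl2* (1.88) and *Trem2* (0.51) were above that threshold, and all of them were DEGs. Supplementary Fig. 3c shows about −1.4 for *Tnfsf13b*, read by eye. Supplementary Data 3 gives −0.95, and edgeR gave −2.28.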

Other observations

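The tests in this part were chosen after the results had been seen, except edgeR's main test, the comparison of splits and the marker lists.

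Of the 80 splits of the 12 libraries within batches, 1 gave as many DEGs as the real one, which is the real one itself. The other splits gave a median of 0 DEGs and at most 1.

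Rows with an unadjusted p-value under 0.001 within batches 1 to 3 numbered 28, of which 20 (71.4%) had the same direction in batch 4. Of 88 such rows within batch 4, 61 (69.3%) had the same direction in batches 1 to 3. Over all 13595 rows tested in both, the share was 53.2%.

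All 6 named genes of the MHC class II list of 8 were DEGs with higher expression in *Scnn1b*-Tg AMs. Dendritic cells in the *Scnn1b*-Tg libraries are a candidate explanation. In batch 4 the excess of *H2-Aa* was 62.6 CPM and that of *Cd74* 218 CPM. The share that cells like those of batch 1 bring depends on the gene it is scaled by. By the mean excess of *Cd209a*, *Mgl2* and *Flt3*, 26.1 CPM in batch 1 and 0.914 CPM in batch 4, it is 12.1 CPM of *H2-Aa* and 71.8 CPM of *Cd74*. By *Flt3* alone, which is near the floor (2.29 CPM and 0.271 CPM), it is 41.0 CPM of *H2-Aa* and 243 CPM of *Cd74*. On this last scale the excess in batch 4 was above the share for 5 of the 6 genes, *Cd74* being the exception. By the mean it was above the share for each of the 6, for example 30.9 CPM against 1.74 CPM for *H2-DMb1*. This argues against dendritic cells like those of batch 1 as the only source of the excess in batch 4. A part from dendritic cells stays open in these libraries, because their genes were low there, as does a change in the AMs. By flow cytometry, the paper reports a higher frequency of MHCII-positive cells among gated AMs of *Scnn1b*-Tg lungs. That protein measurement bears on a change in the AMs, but does not give the share of either source in these RNA libraries.

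Between libraries of one genotype in batch 4, 93 of the 9696 rows that reached 10 CPM changed by at least 16-fold, 42 among WT and 68 among *Scnn1b*-Tg libraries. *Rsc1a1* had 0.449 CPM in library 4-1 and 51.9 CPM in library 4-3 of the *Scnn1b*-Tg mice. In batches 1 to 3, however, it followed genotype in all 3 pairs, with 18.4, 19.2 and 10.8 CPM in *Scnn1b*-Tg against at most 0.105 CPM in WT libraries. Reads shared with pseudogenes are a candidate explanation: of the 14 such rows with an annotated gene, 50% were pseudogenes, against 4.16% of 1513 others (Fisher's exact test, p = 8.4e-07, two-sided). These are p-selected rows, and the other switching rows, which have no name, were not tested. For overlapping genes, 50% of the 14 overlapped another gene against 53.3% of the others (Fisher's exact test, p = 1, two-sided), which leaves reads shared with an overlapping gene open. Of the 60 DEGs, 0 were among these rows.

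The numbers of the other lists set in advance are those of p-selected rows. Of the classical surface markers of the paper's flow panel, 5 of 7 genes had a name (4 higher, 1 lower, with 4 DEGs). Of its alternative surface markers, 4 of 6 genes had one (3 higher, 1 lower, with 0 DEGs). Most of the remaining lists had few named genes. Named were 5 of 10 genes of resident airway macrophages (3 higher, 2 lower in *Scnn1b*-Tg AMs, with 2 DEGs), 2 of 9 of monocytes (1 higher, 1 lower), 3 of 10 of neutrophils (2 higher, 1 lower), 1 of 6 of B cells (higher), 2 of 7 of T and NK cells (lower), 2 of 12 of the interferon response (lower), and 0 of 5 of eosinophils, 0 of 4 of red blood cells, 0 of 5 of sex and 0 of 10 of proliferation. The sorting markers *Ptprc* and *Siglecf* had log2 fold changes of −0.30 (adjusted p = 0.476) and −0.31 (adjusted p = 0.0895). Of the 12 genes measured by qPCR in the paper, 11 had a name, of which 10 were higher and 8 were DEGs. The 1 lower gene was *Cd86*, with a log2 fold change of −0.62 (adjusted p = 0.483).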
